# A bioactive mammalian disaccharide associated with autoimmunity activates STING-TBK1-dependent immune response

**DOI:** 10.1038/s41467-019-10319-5

**Published:** 2019-05-30

**Authors:** Charles S. Fermaintt, Kanae Sano, Zhida Liu, Nozomi Ishii, Junichi Seino, Nicole Dobbs, Tadashi Suzuki, Yang-Xin Fu, Mark A. Lehrman, Ichiro Matsuo, Nan Yan

**Keywords:** Glycobiology, Autoimmunity, Autoimmune diseases

## Abstract

Glycans from microbial pathogens are well known pathogen-associated molecular patterns that are recognized by the host immunity; however, little is known about whether and how mammalian self-glycans activate the host immune response, especially in the context of autoimmune disease. Using biochemical fractionation and two-dimensional HPLC, we identify an abundant and bioactive free glycan, the Manβ1-4GlcNAc disaccharide in *TREX1*-associated autoimmune diseases. We report that both monosaccharide residues and the β1-4 linkage are critical for bioactivity of this disaccharide. We also show that Manβ1-4GlcNAc is produced by oligosaccharyltransferase hydrolysis of lipid-linked oligosaccharides in the ER lumen, followed by ENGase and mannosidase processing in the cytosol and lysosomes. Furthermore, synthetic Manβ1-4GlcNAc disaccharide stimulates a broad immune response in vitro, which is in part dependent on the STING-TBK1 pathway, and enhances antibody response in vivo. Together, our data identify Manβ1-4GlcNAc as a novel innate immune modulator associated with chronic autoimmune diseases.

## Abstract (web summary)

Mammalian glycans have a role in host immunity but little is known about how they activate the host response in the context of autoimmune diseases. Here, the authors identify Manβ1-4GlcNAc as a novel innate immune modulator associated with chronic autoimmune diseases.

## Introduction

The seminal work of immunologist Karl Landsteiner around 1900 identifying ABO blood groups led to the discovery that glycans can be powerful immunogens in humans. Later work demonstrated that innate immunity often recognizes glycans on pathogens to prevent infection. The mammalian innate immune system has evolved pattern recognition receptors (PRRs) to recognize microbial components termed pathogen-associated pattern molecules (PAMPs), which range from nucleic acids to lipids, peptides, and glycans^1,2^. This immune surveillance network can also be erroneously activated by self-ligands that mimic microbial PAMPs, thus leading to chronic autoimmune diseases. One such example is *α-mannosidase-II* deficiency, which causes production of hybrid N-glycans that bear immune-stimulatory mannose-dependent ligands that promote autoimmune disease in mice similar to lupus^3^.

We recently characterized *TREX1*, a gene associated with several recessive and dominant autoimmune and autoinflammatory diseases^4^. TREX1 is an ER-anchored DNase with two independent functions, cytosolic DNA clearance function through the N-terminal DNase domain and free glycan anabolism regulation function through the C-terminal ER domain^5,6^. *Trex1*^*−/−*^ mice (loss of both DNase and glycan functions) develop severe early-onset systemic autoinflammatory disease with a short lifespan of 2–3 months^5,7^. In contrast, inactivating either DNase or glycan function alone in mice leads to less severe disease. For example, *TREX1-D18N* mutant mice disrupting only the DNase activity develop similar but significantly less severe disease phenotypes compared to *Trex1*^*−/−*^ mice, and these mutant mice also survive much longer^8^. We previously showed that *TREX1-V235fs* mutant mice express a DNase-active TREX1 truncation that lack glycan regulatory function and develop serologic autoimmunity by producing free glycans and autoantibodies against non-nuclear self-protein antigens^5,6^.

The glycan regulatory function of TREX1 is associated with its C-terminus. Frame-shift mutations that truncate TREX1 C-terminus are associated with dominant late-onset immune disorders, such as systemic lupus erythematosus (SLE) and retinal vasculopathy with cerebral leukodystrophy (RVCL)^9,10^. We previously demonstrated that loss of TREX1 C-terminus dysregulates the mammalian oligosaccharyltransferase (OST) activity leading to accumulation of free oligosaccharides (fOS) in the cell, and that fOSs activate interferon-stimulated genes (ISGs) in macrophages^5^. However, the identities of the bioactive fOSs and how they are sensed by the immune system remain elusive. Here, we describe a major bioactive mammalian fOS, Manβ1-4GlcNAc, from *Trex1*-associated autoimmune disease. We also define structural requirements for bioactivity and immune profile of this self-derived disaccharide as well as its biogenesis and immune sensing pathway.

## Results

### Identification of a bioactive mammalian disaccharide

We previously showed that fOS pools isolated from *Trex1*^*−/−*^ cells are immunogenic when incubated with macrophages^5^. To determine the specific glycan structure(s) that are responsible for immune activation, we performed size exclusion fractionation of the *Trex1*^*−/−*^ fOS pool and examined the bioactivity of each fraction on macrophages. We also analyzed each fraction by fluorophore-assisted carbohydrate electrophoresis (FACE). The majority of the fOS eluted in fractions #8-11 with larger structures eluting in fraction 8, medium structures in fraction 9, and smaller structures in fractions 10 and 11 (Fig. 1a). We then incubated fOS from each fraction as well as the non-fractioned fOS pool with RAW264.7 cells (a mouse macrophage cell line) for 24 h and measured immune activation. We chose *Cxcl10* mRNA expression as our initial ‘immune activity’ readout because it was the most induced ISG in *TREX1-V235fs* RVCL patient lymphoblast cells^5^. Fraction 10 stimulated *Cxcl10* the strongest; fraction 8 and 11 also appeared to be immunogenic but less potent compared to fraction 10 (Fig. 1a). The pattern of fOS fractionation and immune activity were highly consistent over four experiments. We also compared the immune profile of each fraction that contains fOS (#8-#11) by stimulating mouse bone marrow derived macrophages (BMDMs) and qRT-PCR array analysis of a panel of immune genes including type I interferon genes (IFN), IFN-stimulated genes (ISGs), inflammatory cytokine, and chemokine genes (Supplementary Fig. 1). We found that each fOS fraction stimulated a distinct immune profile. For example, fraction 10 stimulated the strongest *Cxcl10* expression, whereas fraction 9 stimulated the strongest *Il10* expression. Both fraction 10 and 11 stimulated *Ifn*a and *Cxcl2* expression to similar levels. These data suggest that multiple bioactive fOS structures exist in the *Trex1*^*−/−*^ fOS pool.

**Fig. 1:**
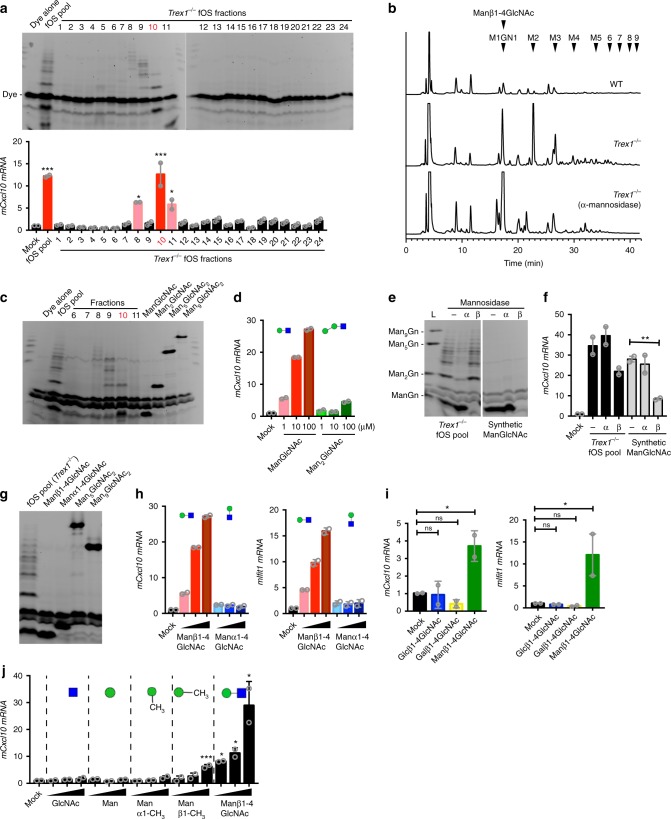
Identification of a bioactive mammalian disaccharide Manβ1-4GlcNAc. **a** Size exclusion fractionation of *Trex1*^*−/−*^ MEFs fOS pool and bioactivity of each fraction. Top panel, FACE analysis of each fraction. Bottom panel, quantitative RT-PCR analysis of *mCxcl10* mRNA in RAW264.7 cells (permeabilized by digitonin, same below) stimulated for 24 h with each fraction. **b** Two-dimensional HPLC analysis of fOS enriched in wild-type (WT), *Trex1*^*−/−*^ MEFs and *Trex1*^*−/−*^ fOS treated with α-mannosidases (see Methods). Quantitation and structure of top five enriched fOSs, identified by the second reverse-phase HPLC, are shown in Supplementary Fig. 2. **c** FACE analysis of *Trex1*^*−/−*^ MEFs fOS pool, key fractions and synthetic standards (as shown on top). **d** Quantitative RT-PCR analysis of *mCxcl10* mRNA in RAW264.7 cells that were stimulated with increasing amounts (1, 10, and 100 μM) of the synthetic Man_2_GlcNAc_1_ and ManGlcNAc_1_. **e, f** FACE analysis (**e**) and bioactivity (**f**) of untreated or α- or β-mannosidase digested *Trex1*^*−/−*^ MEFs fOS pool or the synthetic ManGlcNAc disaccharide. Bioactivity of each fOS sample was measured by quantitative RT-PCR analysis of *mCxcl10* mRNA in RAW264.7 cells stimulated for 24 h with indicated fOS samples. (**g**) FACE analysis of *Trex1*^*−/−*^ MEFs fOS pool, and synthetic Manβ1-4GlcNAc, Manα1-4GlcNAc, Man_9_GlcNAc_2_, Man_5_GlcNAc_2_. **h** Quantitative RT-PCR analysis of *mCxcl10* and *mIfit1* mRNA in RAW264.7 cells that were stimulated with increasing amounts (1, 10, and 100 μM) of the synthetic Manβ1-4GlcNAc and Manα1-4GlcNAc for 24 h. **i** Quantitative RT-PCR analysis of *mCxcl10* and *mIfit1* mRNA in RAW264.7 cells that were stimulated with 10 μM of Glcβ1-4GlcNAc, Galβ1-4GlcNAc, and Manβ1-4GlcNAc. **j** Quantitative RT-PCR analysis of *mCxcl10* mRNA in RAW264. 7 cells that were stimulated with increasing amounts (10, 100, and 1000 μM) of Mannose, GlcNAc, Manα1-CH_3_, Manβ1-CH_3_, and Manβ1-4GlcNAc. Data are representative of at least three independent experiments. Error bars indicate SEM. Unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001,****P < 0.0001, ns not significant (same throughout)

To gain detailed structural information on these fOSs, we also analyzed WT and *Trex1*^*−/−*^fOS pool by two-dimensional HPLC analysis (i.e., size-fractionation HPLC followed by dual-gradient reversed-phase HPLC^11^). The most enriched fOS structures in *Trex1*^*−/−*^ MEFs are paucimannose structures with one reducing-terminal GlcNAc (Man_1-3_GlcNAc) at ~20 fold higher levels than WT (Fig. 1b, Supplementary Fig. 2). Interestingly, the top three enriched glycan species match well with the predicted size of fOSs observed in fraction 10. We thus compared fraction 10 with chemically synthesized disaccharide (Manβ1-4GlcNAc, in-house, see Supplementary Methods), trisaccharide (Man_2_GlcNAc, in-house, see Supplementary Methods), and larger high-mannose glycans (Man_5_GlcNAc_2_ and Man_9_GlcNAc_2_, purchased from Sigma) by FACE. We found that the two major fOS species in fraction 10 co-migrate with the disaccharide (ManGlcNAc) and trisaccharide (Man_2_GlcNAc) standards (Fig. 1c). No other fractions contain detectable amount of disaccharide (ManGlcNAc) structure by FACE (Fig. 1c). Thus, we chose fraction 10 and the two fOS structures it contains for further analysis based on their high abundance and unique immune profile.

To see if any of these two fOS structures are bioactive, we stimulated RAW264.7 cells with increasing concentrations of the synthetic Man_2_GlcNAc and ManGlcNAc and measured *Cxcl10* mRNA expression. Only ManGlcNAc induced *Cxcl10* expression in a dose-dependent manner, while Man_2_GlcNAc lacked bioactivity in this assay (Fig. 1d). Together, these experiments suggest that the ManGlcNAc disaccharide is a bioactive glycan that is highly enriched in the *Trex1*^*−/−*^ fOS pool.

### Bioactivity is specific to only the Manβ1-4GlcNAc disaccharide

In our HPLC experiments we also analyzed *Trex1*^*−/−*^ fOS pool after digestion with α-mannosidases, and we found that the ManGlcNAc disaccharide peak was not affected by digestion, suggesting that the glycosidic bond is a β linkage (Fig. 1b). To determine if the β linkage is critical for the bioactivity of the ManGlcNAc disaccharide, we treated cellular *Trex1*^*−/−*^ fOS pool and the synthetic ManGlcNAc disaccharide with α- or β-mannosidase that selectively cleaves α- or β-mannosylated linkages, respectively, and assayed the digested glycan structures by FACE and bioactivity by stimulating macrophages and measuring *Cxcl10* expression. α-Mannosidase treatment removed most of the high molecular weight fOSs from the *Trex1*^*−/−*^ fOS pool but had no effect on the disaccharide band in the cellular fOS pool or synthetic ManGlcNAc disaccharide (Fig. 1e). In contrast, β-mannosidase digested the synthetic ManGlcNAc disaccharide as well as the disaccharide band in the fOS pool (Fig. 1e). β-mannosidase treatment reduced bioactivity of the fOS pool and bioactivity of the synthetic ManGlcNAc disaccharide, whereas α-mannosidase treatment had no effect (Fig. 1f). The residual activity in β-mannosidase-treated fOS pool indicates that other immunogenic fOS species also present in the fOS pool, consistent with our earlier observation that bioactivies were detected in multiple fractions from the fOS pool.

Glycosidic bonds can exist in two anomeric configurations, α or β. We next synthesized Manα1-4GlcNAc and compared its bioactivity to Manβ1-4GlcNAc **(**see Supplementary Methods). FACE analysis (which separates glycan based upon both oligosaccharide length and tertiary structural features that distinguish anomers and epimers) showed co-migration of Manβ1-4GlcNAc but not Manα1-4GlcNAc with the disaccharide band in the *Trex1*^*−/−*^ fOS pool (Fig. 1g). Remarkably, only Manβ1-4GlcNAc, but not Manα1-4GlcNAc, stimulated *Cxcl10* and *Ifit1* expression in RAW267.4 cells, suggesting that the bioactivity was associated with the β1-4 linkage (Fig. 1h). We next compared Manβ1-4GlcNAc to other disaccharides that also contain the β1-4 linkage, such as Glcβ1-4GlcNAc and Galβ1-4GlcNAc **(**see Supplementary Methods). Again, only Manβ1-4GlcNAc disaccharide was immunogenic (Fig. 1i). We also examined the bioactivity of monosaccharides such as Man, GlcNAc, α-methyl mannose (Manα1-CH_3_), and β-methyl mannose (Manβ1-CH_3_). None of the monosaccharides were able to stimulate *Cxcl10* expression to the extent of the Manβ1-4GlcNAc disaccharide in macrophages (Fig. 1j). Manβ1-CH_3_ had some activity but required 100 times higher concentration than Manβ1-4GlcNAc. We also analyzed fOS and immune profile of *TREX1-V235fs* mutant mouse BMDMs, and we found increased expression of *Cxcl10* and several other immune genes as well as significantly elevated levels of Manβ1-4GlcNAc disaccharide (Supplementary Fig. 3A, 3B). Together, these results identify Manβ1-4GlcNAc as an abundant and bioactive mammalian self-glycan in *TREX1*-associated autoimmune disease cells. Both the Man and the GlcNAc, as well as the β1-4 linkage, are important for full bioactivity of this disaccharide at micromolar concentrations.

### Biogenesis and cellular distribution of Manβ1-4GlcNAc

Oligomannose fOS can be generated from deglycosylation of ER-associated degradation (ERAD) substrates by N-glycanase NGLY1 or from the hydrolysis of lipid-linked oligosaccharide (LLOs) by the oligosaccharyltransferase (OST)^12,13^. We previously showed that absence of TREX1 or its C-terminus (e.g., *TREX1-V235fs* mutant) dysregulates the OST activity leading to accumulation of intracellular fOS^5^. To determine the source that leads to production of the Manβ1-4GlcNAc disaccharide, we used specific inhibitors that block either ERAD or OST activity and measured their effect on fOS production in *Trex1*^*−/−*^ MEFs by FACE (Fig. 2a diagram). Inhibiting OST activity with aclacinomycin A (ACM^5,14^) led to significant reduction of Manβ1-4GlcNAc disaccharide as well as other high-mannose fOSs (Fig. 2b). In contrast, inhibiting of NGLY1 with Z-VAD-fmk^15^ had no effect on the Manβ1-4GlcNAc disaccharide or any other fOSs (Fig. 2c). We next examined ER translocation and glycan processing machinery in the lumen. Inhibiting ER glucosidases with castanospermine (CSN) blocks both the translocation of fOS to the cytoplasm as well as the progress through ERAD^16,17^, while inhibition of ER lumenal mannosidases with kifunensine (KIF) only affects misfolded protein tagging for ERAD^18,19^. *Trex1*^*−/−*^ MEFs treated with CSN significantly reduced Manβ1-4GlcNAc disaccharide while treatment with KIF had no impact, suggesting that fOS derived from LLO hydrolysis are exported to the cytosol as large structures before trimming by ER luminal mannosidases (Fig. 2d, e and Supplementary Fig. 4A, 4B). We also tested cycloheximide (CHX, inhibits protein synthesis), MG132 (inhibits proteasomal degradation), and eeyarestatin I (ES1, inhibits ERAD), and none had any effect on the Manβ1-4GlcNAc disaccharide level in *Trex1*^*−/−*^ MEFs (Supplementary Fig. 4C-4K). These data suggest that OST-hydrolyzed LLOs are precursors of the Manβ1-4GlcNAc disaccharide.

**Fig. 2:**
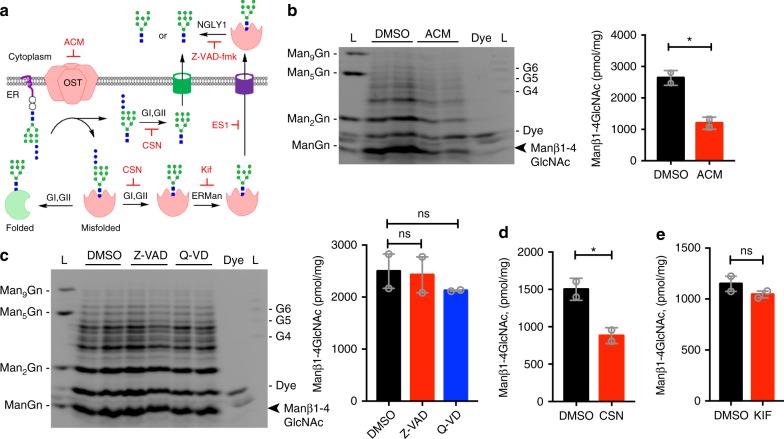
The Manβ1-4GlcNAc disaccharide originates from glycans produced by the OST. **a** A schematic diagram of two major biogenesis pathways of fOS in mammalian cells, OST hydrolysis of LLO and NGLY1 cleavage of N-glycans, and pharmacological inhibitors (red) that blocks either pathway. **b** FACE analysis of fOS pool isolated form *Trex1*^*−/−*^ MEFs treated with 1 μM aclacinomycin (ACM) for 24 h. Quantification of the Manβ1-4GlcNAc disaccharide band is shown on the right (same below). **c** FACE analysis of fOS pool isolated form *Trex1*^*−/−*^ MEFs treated with 30 μM Z-VAD or 50 μM Q-VD for 24 h. **d, e** Quantification of the Manβ1-4GlcNAc disaccharide in *Trex1*^*−/−*^ MEFs treated with 100 μM of castanospermine (CSN, D) or 100 μM of kifunensine (KIF, E) for 24 h. Representative FACE gels are in Supplementary Fig. 4. Data are representative of at least three independent experiments. Error bars indicate SEM. Unpaired *t*-test

We next investigated how fOSs generated from LLOs get further processed into the Manβ1-4GlcNAc disaccharide. fOS derived from N-glycosylated proteins are processed by endo-β-N-acetylglucosaminidase (ENGase) in the cytosol. We thus examined the role of the ENGase pathway, which includes first trimming fOSs to Man_5_GlcNAc, transfer into the lysosomes and then further processed by α- and β-mannosidases into Manβ1-4GlcNAc disaccharide and monosaccharides^20–22^ (Fig. 3a diagram). ENGase knockdown by siRNA in *Trex1*^*−/−*^ MEFs led to reduced Manβ1-4GlcNAc disaccharide levels as well as a corresponding increase in high molecular weight fOSs that co-migrated with previously characterized species in *Engase*^*−/−*^ MEFs^23^ (Fig. 3b and Supplementary Fig. 5A). Conversely, *MANBA* (encodes β-mannosidase) knockdown led to increased Manβ1-4GlcNAc disaccharide level, further confirming the β linkage in the disaccharide and suggesting that β-mannosidase is the critical last enzyme in the pathway that breaks down the disaccharide (Fig. 3c and Supplementary Fig. 5B). Chloroquine treatment (CQ, lysosome neutralizer, thus inactivates β-mannosidase in the lysosome) also increased the disaccharide (Supplementary Fig. 5C, 5D). Because mammalian cells have multiple genes encoding α-mannosidase, we next treated *Trex1*^*−/−*^ MEFs with a broad α-mannosidase inhibitor swainsonine (Swain^24^). Swainsonine completely eliminated the Manβ1-4GlcNAc disaccharide from *Trex1*^*−/−*^ fOS and accumulated the Man_3-5_GlcNAc intermediates (Fig. 3d). We previously showed that ACM treatment inhibits OST activity and reduces ISG expression in *Trex1*^*−/−*^ cells^5^. We next treated WT and *Trex1*^*−/−*^ MEFs with increasing dose of swainsonine, and we observed dose-dependent decrease of ISG expression (Fig. 3e, 3f). These data suggest that LLO-derived fOSs move from the ER lumen to the cytosol followed by processing by ENGase and α-mannosidases to produce the Manβ1-4GlcNAc disaccharide. Also, interruption of Manβ1-4GlcNAc biogenesis in *Trex1*^*−/−*^ cells reduces immune activation.

**Fig. 3:**
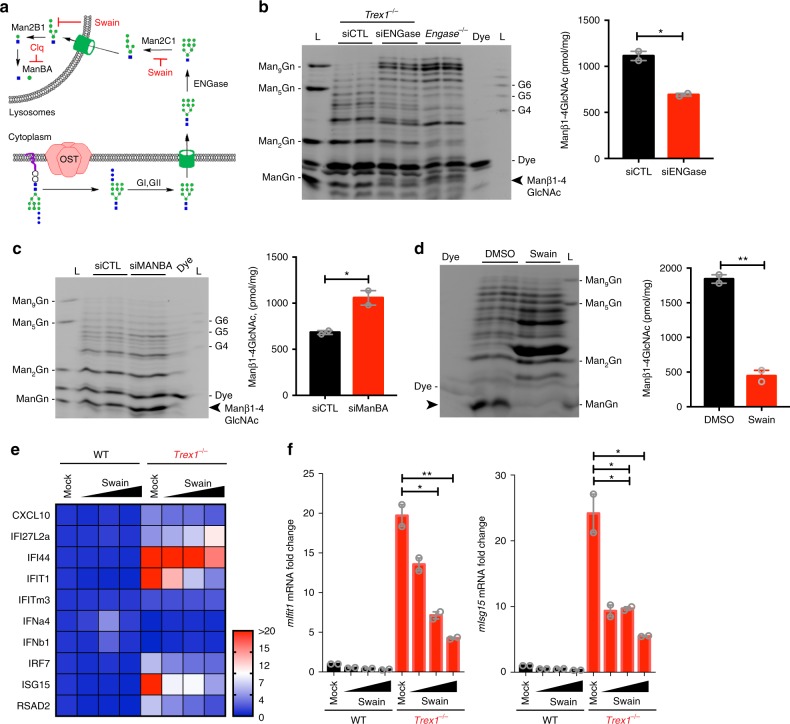
The Manβ1-4GlcNAc disaccharide biogenesis requires processing by ENGase and α-mannosidase. **a** A schematic diagram of the catabolic processing of luminal fOS and pharmacological inhibitors (red) that blocks each step. **b** FACE analysis of fOS pool isolated from *Trex1*^*−/−*^ MEFs treated with si-control or si-ENGase for 48 h or fOS pool isolated from untreated *Engase*^*−/−*^ MEFs. Quantification of the Manβ1-4GlcNAc disaccharide is shown on the right (same below). **c** FACE analysis of fOS pool isolated from *Trex1*^*−/−*^ MEFs treated with si-control or si-ENGase for 48 h. Similar to B. **d** FACE analysis of fOS pool isolated from *Trex1*^*−/−*^ MEFs treated with 10 μM Swain for 24 h. **e**, **f** Quantitative RT-PCR array analysis of immune gene expression in WT and *Trex1*^*−/−*^ E15.5 primary MEFs treated with mock or Swain (0.1, 1, and 10 μM) for 24 h. A heat map summarizing multiple immune genes is shown in **e** and two representative ISGs are shown in **f**. Data are representative of at least three independent experiments. Error bars indicate SEM. Unpaired *t*-test

We next wanted to examine the cellular distribution of the mammalian Manβ1-4GlcNAc disaccharide. Treating the *Trex1*^*−/−*^ MEFs with digitonin (10 μg/mL) that only permeabilized the plasma membrane^25^ led to lost of nearly half of the disaccharide, suggesting that a substantial fraction of Manβ1-4GlcNAc resides in the cytosol (Supplementary Fig. 5E). We also compared fOSs isolated from media and from cell lysates originated from the same tissue culture dish with a monolayer of healthy cells, and we found similar amount of the Manβ1-4GlcNAc disaccharide in both intracellular and extracellular compartments (Supplementary Fig. 5F). Together, these findings demonstrate that the bioactive Manβ1-4GlcNAc disaccharide resides in both intracellular and extracellular space.

### Manβ1-4GlcNAc activates immune signaling via TBK1 and NF-κB

We performed RNA-seq to investigate the immune response activated by the synthetic Manβ1-4GlcNAc disaccharide or cellular *Trex1*^*−/−*^ fOS pool in RAW267.4 macrophages. 

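The RNA-seq data behind this experiment are 4 libraries of RAW264.7 cells, a mouse macrophage line, made permeable with digitonin and cultured for 24 h. In 1 library the cells got 10 µM of the synthetic disaccharide in water (ManGn), and in 1 they got 10 µM of the free oligosaccharide pool from Trex1−/− cells (fOS). The control for the disaccharide was water, and the control for the pool was the water of a mock fOS extraction. Each condition has 1 library, so the differences have no replicate check and no p-value is given for any of them. The authors made FPKM values with RSEM and deposited them for 17655 genes listed by Entrez Gene ID. The version of RSEM, the aligner and the genome build are not given in the sources used here. FPKM reached at least 1 for 10631 genes with water, 10600 with the mock extraction, 10663 with ManGn and 10405 with fOS. Read totals are not part of the table, so depth was estimated from steps of whole reads in low FPKM values of genes with 1 transcript of known length. Between 541 and 563 such values per library were used, and at the depth that fitted them best 66.9% to 69.8% lay within 0.1 of a whole number of reads. With the depth fitted on 1 of 2 random sets of genes and scored on the other set, 64.2% to 71.1% did, and with the lengths shuffled among genes and the depth fitted anew 19.7% to 29.8%. The estimated depth was 9874000 reads for each control, 9993000 for ManGn and 10455000 for fOS. At these depths an FPKM of 1 on a transcript of 2000 nucleotides stands for 19.7 to 20.9 reads. A gene was tested if its FPKM was at least 1 in at least 1 of the 4 libraries, which held for 11183 genes. Each ligand was set against its own control as the log2 ratio of FPKM plus 0.1, a scale that understates the differences of low genes. A gene was counted as higher or lower at a ratio of at least 2-fold with FPKM of at least 1 in 1 of the 2 libraries compared. The mock extraction was also set against water, since neither of these libraries got a ligand. Beside the median log2 ratio of a gene list stands its percentile among 10000 random lists of the same size matched on mean FPKM, as a description of these libraries. A gene listed at 0 in a library is given with its FPKM and without a fold.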

We found that 2044 genes were differentially expressed after the Manβ1-4GlcNAc disaccharide stimulation, 1131 genes after fOS pool stimulation, and 760 genes are shared between the two (Supplementary Fig. 6A). 

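The genes that stood highest with the disaccharide include the interleukin-1 receptor antagonist Il1rn, the elastase Mmp12 and the lipid carrier Fabp4, beside small nucleolar RNAs. With the fOS pool the highest included Pmepa1 and Id1, which respond to TGF-β and BMP signals, and the interferon-stimulated genes Irf7 and Rtp4. With both ligands the monocyte chemokine Ccl2, the lectin receptor Clec4n and the transcription factors Myc and Fosl1 were higher. Txnip, which limits glucose uptake, and Bbc3, which encodes the cell-death protein PUMA, were lower with both. Il1rn (Entrez Gene 16181) was at FPKM 313 with ManGn, 6.03 with water and 31.5 with the mock extraction. Npy (109648), a neuropeptide, had a log2 ratio of 5.71 for ManGn over water and 3.11 for fOS over the mock extraction. These ratios of Npy rest on 1.06 estimated reads with water and 3.13 with the mock extraction. Serpinb9b (20706), an inhibitor of serine proteases, had a log2 ratio of 5.23 with ManGn, Mmp12 (17381) of 5.08 and Fabp4 (11770) of 5.03. Over the mock extraction, Serpinb9b with ManGn came to 2.98 and Fabp4 to 2.56. Pdpn (14726), a membrane glycoprotein, was at FPKM 7.24 with ManGn and listed at 0 in both controls. Gvin1 (74558), a large GTPase whose near-identical copies make its value uncertain, was listed at 0 with water, at 1.98 with the mock extraction and at 5.21 with ManGn. Of the 12 genes highest with ManGn, 5 were small nucleolar RNAs, of which Snord2 (100216532) had 6.34 estimated reads. That estimate is uncertain, since its 69 nucleotides are fewer than those of any transcript on which the depth was fitted. Clec4n (56620), which encodes the fungal mannan receptor Dectin-2, had log2 ratios of 3.78 with ManGn and 2.90 with fOS. Myc (17869) had log2 ratios of 2.43 and 2.86, and Fosl1 (14283), a subunit of AP-1, of 2.39 and 3.02. Il13ra2 (16165), a decoy receptor of interleukin-13, was higher over its own control with ManGn (2.37) and with fOS (3.15), but ManGn over the mock extraction came to -0.066. Pmepa1 (65112), an inhibitor of TGF-β signals, was at FPKM 10.9 with fOS and 0.13 with the mock extraction. From 517 and 5.83 estimated reads, rounded to whole reads, this is a ratio of 81.4 with an exact 95% interval of 37.1 to 223, which covers counting error only. Id1 (15901), an inhibitor of differentiation factors, had a log2 ratio of 3.85 with fOS. Another 6 of the 12 genes highest with fOS were small RNA genes and 2 were predicted genes, each listed at 0 with the mock extraction.
The gene Txnip (56338) was at FPKM 1085 with water, 419 with the mock extraction, 117 with ManGn and 92 with fOS. Bbc3 (170770) had log2 ratios of -3.09 with ManGn and -3.11 with fOS. Pik3ip1 (216505), an inhibitor of PI3 kinase, had log2 ratios of -4.66 and -3.24. Mxd4 (17122), an antagonist of MYC, stood at -3.79 with ManGn, Cox6a2 (12862), a respiratory chain subunit, at -3.95, and the clock gene Dbp (13170) at -3.66. Over the mock extraction, Mxd4 with ManGn came to -2.39, Cox6a2 to -2.85 and Dbp to -1.08. Pet117 (100048644), an assembly factor of cytochrome oxidase, was at FPKM 5.78 with water and listed at 0 with ManGn. Of the 12 genes lowest with fOS, 4 were microRNAs and 1 was a predicted gene. Trib3 (228775) and Ddit3 (13198), stress genes under the transcription factor ATF4, had log2 ratios of -6.27 and -4.21, and their levels were higher with the mock extraction than with water by 2.99 and 2.62. Cth (107869) and Aldh1l2 (216188), enzymes of cysteine and folate metabolism, had log2 ratios of -3.87 and -4.46 with fOS. Adm (11535), the hypoxia-induced peptide adrenomedullin, stood at -4.69, Ankrd37 (654824) at -3.93 and the cyclin Ccng2 (12452) at -3.84. Of the 11183 genes, 1056 were at least 2-fold higher and 824 at least 2-fold lower with ManGn than with water. With fOS, 299 were higher and 717 lower than with the mock extraction. Between the 2 controls, 1033 genes were higher and 748 lower with the mock extraction than with water. Of the genes higher with ManGn than with water, 201 were also at least 2-fold higher than with the mock extraction, and of the lower ones 137 were also lower. With fOS these were 213 and 489. Higher with both ligands were 130 genes, against 52.5 expected by chance among genes of like FPKM, and 251 were lower with both, against 60.7. Opposite ways went 47 genes higher with ManGn and lower with fOS, and 22 the reverse. Across the 11183 genes, which are not independent replicates, the log2 ratios of the ligands had a Pearson correlation of 0.31 and a Spearman correlation of 0.48. Set against the other control, 392 genes were higher and 388 lower with ManGn, 1581 higher and 1597 lower with fOS, and the Pearson correlation was 0.045. Under this setting 94 genes were higher with both ligands, against 73.6 expected among genes of like FPKM, and 123 were lower with both, against 64.6. The paper states how many genes differed with each ligand and with both, and takes the shared genes into its pathway analysis.

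**Figure D1:**
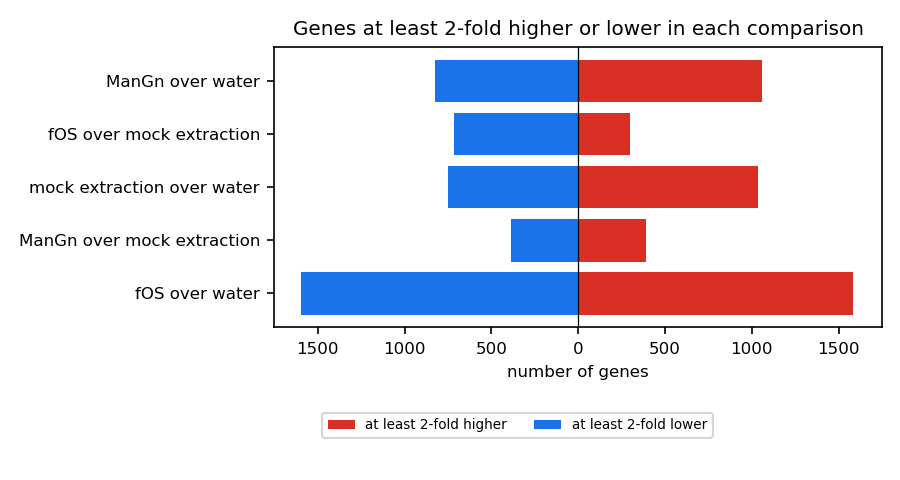
Number of genes at least 2-fold higher (right) or lower (left) in each comparison of 2 libraries, with 1 library per condition. The mock extraction over water, with no ligand, has 1033 higher and 748 lower genes, beside 1056 and 824 for ManGn over water.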

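Among immune genes, the inflammatory cytokine Tnf and the chemokine Ccl2 were higher with both ligands, while the macrophage inflammatory proteins Ccl3 and Ccl4 were higher with the disaccharide and near the control with the fOS pool. The interferon regulator Irf7 and the antiviral genes Rtp4, Ifi44, Oasl2 and Zbp1 were higher with the pool. Tnf (21926) was at FPKM 73.6 with ManGn, 36.4 with fOS, 9.88 with water and 13.9 with the mock extraction. Ccl2 (20296), which draws monocytes, had log2 ratios of 4.46 with ManGn and 3.01 with fOS. Ccl3 (20302) was at FPKM 576 with ManGn and 125 with water, and at 104 with fOS and 109 with the mock extraction. Ccl4 (20303) had log2 ratios of 3.15 with ManGn and 0.0052 with fOS. Ccl5 (20304), a chemokine induced by interferons, was at FPKM 4.9 with fOS and 0.18 with the mock extraction, on 27.3 and 0.946 estimated reads. Ccl7 (20306) was listed at 0 with water and at FPKM 1.43 with ManGn. Of 8 measured CCL chemokine genes, 5 were higher with ManGn (median log2 ratio 1.84, above the 10000 random lists) and 2 with fOS (median -0.030). Against the mock extraction the median of the CCL genes with ManGn was 1.71. Against water the median of the CCL genes with fOS turned to 0.76, with 3 of them higher (percentile 97.6). Of 35 measured inflammatory targets of NF-κB, 11 were higher and 1 lower with ManGn (median 0.44, percentile 99.6), and with fOS 3 were higher and 7 lower (median -0.071, percentile 29.0). With fOS against water the direction turned, with 11 higher and 8 lower (median 0.54, percentile 99.4). Between the controls, 11 of these targets were higher and 6 lower with the mock extraction (median 0.72), and ManGn against the mock extraction gave a median of 0.033. Irg1 (16365), which makes itaconate, and Clec4e (56619), the receptor Mincle, had log2 ratios of 4.61 and 3.29 with ManGn and of 0.44 and 0.95 with fOS. With the controls exchanged, Irg1 and Clec4e stood at 1.65 and 1.36 with ManGn and at 3.40 and 2.88 with fOS. Of the interleukins, Il15 (16168) had log2 ratios of -1.53 with ManGn and -1.69 with fOS, and Il18 (16173) of -0.94 and -1.05. Over the mock extraction, the value of Il15 with ManGn came to -0.29, which is under 2-fold. Il1a, Il1b, Il2, Il6 and Il10 stayed under FPKM 1 in every library, as did Cxcl9 and Cxcl12. Irf7 (54123) was at FPKM 65.2 with fOS, 5.73 with the mock extraction, 16.9 with ManGn and 6 with water. Rtp4 (67775), a chaperone of receptors, had log2 ratios of 3.46 with fOS and 1.47 with ManGn, and over the mock extraction the ManGn value came to 0.089. Zbp1 (58203), a sensor of nucleic acids, had a log2 ratio of 3.21 with fOS, Oasl2 (23962) of 2.63 and Ifi44 (99899) of 2.24. Ifit1 (15957), which binds viral RNA, was at FPKM 1.61 with fOS and 0.26 with the mock extraction, a ratio of 6.07 in estimated reads rounded to whole numbers, with an exact 95% interval of 2.72 to 16.0, and was listed at 0 with water. Isg15 (100038882), Rsad2 (58185) and Ifitm3 (66141) had log2 ratios of 0.56, 0.68 and 0.88 with fOS and of 0.70, 1.26 and 0.94 with ManGn. Rsad2 had 11.6 estimated reads with water, 32.1 with the mock extraction, 33.3 with ManGn and 56.9 with fOS. It was under FPKM 1 with ManGn and with water, and stood at 1.91 with fOS against water. Of 63 measured interferon-stimulated genes, 25 were at least 2-fold higher and 0 lower with fOS (median log2 ratio 0.78), and 18 were higher and 3 lower with ManGn (median 0.57). Between the controls, 13 of these genes were higher and 2 lower with the mock extraction (median 0.24, percentile 96.7). Against the mock extraction, 4 of them were higher with ManGn (median -0.086, percentile 20.2). Higher than both controls were 23 with fOS and 3 with ManGn, namely Irf7, Cxcl10 and Ifitm1, the last named after its values were seen. Set directly against fOS, 30 of the 63 were lower and 3 higher with ManGn (median -0.91). The interferon gene Ifnb1 (15977) was listed at 0 in 3 libraries and at FPKM 0.13 with fOS, about 1.02 estimated reads, so its induction was not detectable at this depth. Of 20 type I and III interferon genes, 3 are in the table and 0 reached FPKM 1.

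**Figure D2:**
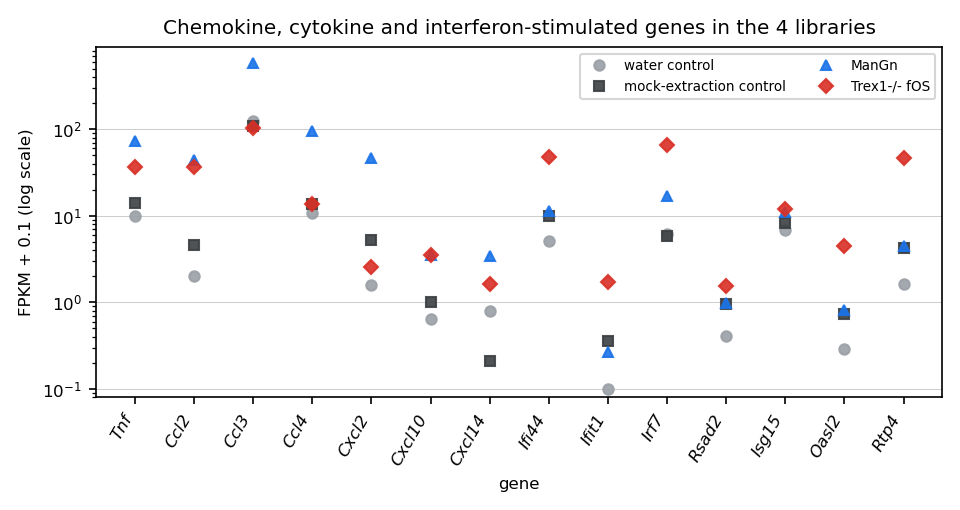
FPKM plus 0.1 (log scale) of chemokine, cytokine and interferon-stimulated genes, with 1 symbol per library. Ccl3 and Ccl4 stand highest with ManGn, at FPKM 576 and 96.0, and Irf7 and Rtp4 with fOS, at FPKM 65.2 and 46.4.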

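The class II MHC genes H2-Aa, H2-Ab1 and H2-Eb1, whose products present peptides to T helper cells, were lower with the disaccharide and with the fOS pool than with their controls. Cd74, the invariant chain that guides class II molecules, was lower as well, and class I genes differed less. The chemokines Cxcl10 and Cxcl14 were higher with both ligands, and the neutrophil chemokine Cxcl2 was higher with the disaccharide and lower with the pool. H2-Aa (14960) had log2 ratios of -3.41 with ManGn and -1.07 with fOS, H2-Ab1 (14961) of -3.07 and -1.77, and H2-Eb1 (14969) of -2.98 and -2.46. The fOS value of H2-Eb1 rests on 1.05 estimated reads with fOS and 12.9 with the mock extraction. Both are under FPKM 1, so H2-Eb1 is not counted as lower with fOS. The water control held 120 estimated reads of H2-Aa and the other libraries 9.32 to 19.7. H2-Ea-ps (100504404), whose symbol marks it as a class II pseudogene, was at FPKM 7.13 with water and listed at 0 with ManGn. H2-DMb1 (14999), which helps to load peptides and has the near-identical copy H2-DMb2 (15000), had log2 ratios of -3.80 and -2.17. With the pair summed, because reads can fall to either copy, the log2 ratios were -2.86 with ManGn and -1.46 with fOS. Cd74 (16149), named here after its values were seen, was at FPKM 698 with water, 394 with the mock extraction, 195 with ManGn and 124 with fOS. The class II list, which also holds Cd40, had 13 measured genes. Of these, 10 were at least 2-fold lower and 0 higher with ManGn (median log2 ratio -1.96). With fOS 8 were lower and 0 higher (median -1.09), and both medians lay below the 10000 random lists. Between the controls, 7 of the 13 were lower with the mock extraction than with water (median -1.18). ManGn against the mock extraction gave 4 lower and 0 higher genes (median -0.65, percentile 0.02). In this comparison H2-Aa stood at -0.87 and H2-Eb1 at -0.46, each under 2-fold. Of 28 measured class I genes, 4 were lower and 0 higher with ManGn (median -0.35, percentile 0.42), and 1 was lower and 1 higher with fOS (median -0.11, percentile 11.4). Tap1 (21354), a peptide transporter, stood at -1.71 with ManGn, at -0.63 with ManGn over the mock extraction and at -0.15 with fOS. H2-Q6 (110557), 1 of a group of near-identical class I genes and so uncertain, stood at -1.64 and -1.57, and H2-T24 (15042) at 0.96 and 1.84. Cxcl10 (15945), which draws activated T cells, was at FPKM 3.38 with ManGn and 3.39 with fOS, with log2 ratios of 2.44 and 1.80. Its estimated reads were 37.0 and 38.8 with the ligands, 5.83 with water and 9.72 with the mock extraction. Cxcl14 (57266), a chemokine of epithelia and monocytes, had log2 ratios of 2.11 with ManGn and 2.95 with fOS. With fOS against water Cxcl14 came to 1.02. Its 29.0 estimated reads with fOS stood against 1.98 with the mock extraction and 12.6 with water, and the ratio over the mock extraction, from reads rounded to whole numbers, was 13.7 with an exact 95% interval of 3.46 to 118. Cxcl2 (20310) was at FPKM 46.6 with ManGn and 1.49 with water, and at 2.45 with fOS and 5.13 with the mock extraction. Against water, the log2 ratio of Cxcl2 with fOS turned to 0.68. Cxcl11 (56066), a ligand of the same receptor as Cxcl10, had log2 ratios of 1.02 with ManGn and -0.36 with fOS. It was under FPKM 1 with fOS and with the mock extraction. Among the alternative settings its log2 ratio with ManGn went down to 0.54, which is under 2-fold. Of 6 measured CXCL genes, 4 were higher and 0 lower with ManGn (median 1.57, percentile 100), while over the mock extraction 3 were higher and 2 lower with ManGn (median 1.39). With fOS over the mock extraction, 2 CXCL genes were higher and 1 lower (median -0.29, percentile 28.1). With fOS against water the CXCL median turned to 0.57, with 2 higher and 0 lower (percentile 90.7).

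**Figure D3:**
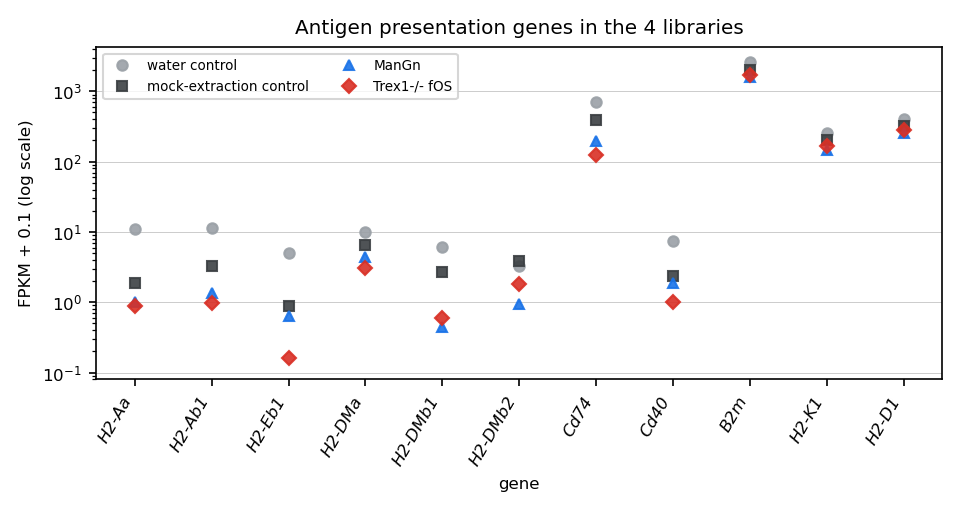
FPKM plus 0.1 (log scale) of class II MHC genes and of Cd40, B2m, H2-K1 and H2-D1, with 1 symbol per library. Cd74 stands highest with water, at FPKM 698, and lowest with fOS, at FPKM 124.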

Ingenuity pathways analysis on the 760 shared genes revealed top pathways involved in T helper cell differentiation, antigen presentation, and upregulation of various chemokine genes from the CXCL family (Supplementary Fig. 6B). We validated several groups of immune genes including IFN, ISGs, inflammatory genes, and chemokine genes by qRT-PCR. The Manβ1-4GlcNAc disaccharide and fOS pool stimulated broad expression of immune genes including IFN and ISGs (as we observed before^5^) and many CXCL and CCL family chemokine genes (Fig. 4a).

**Fig. 4:**
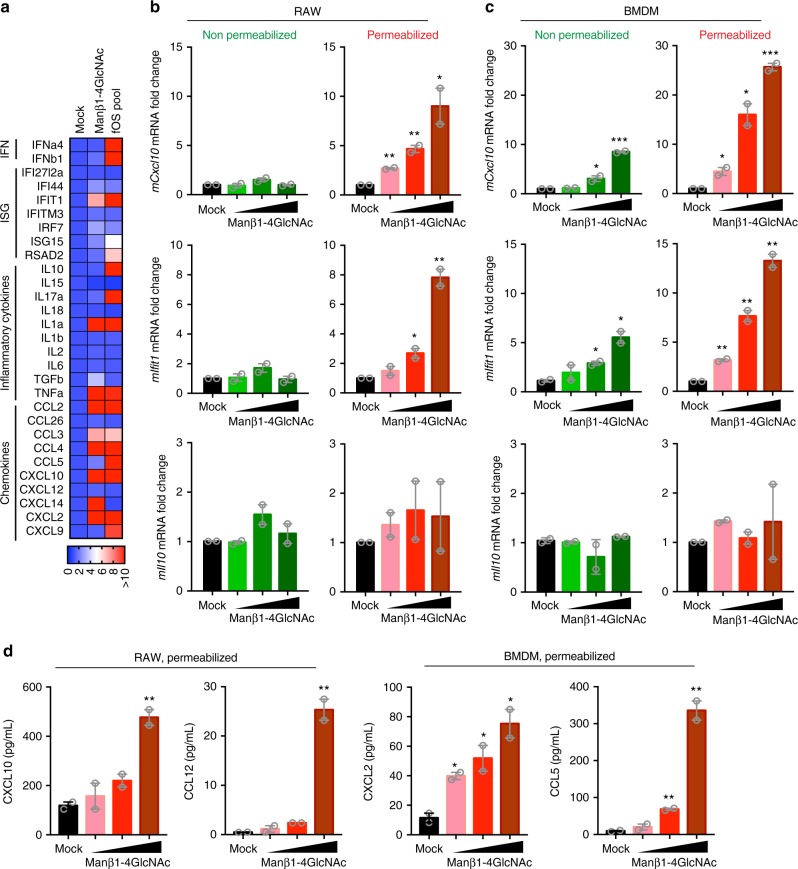
The Manβ1-4GlcNAc disaccharide activates an intracellular pathway. **a** A heat map showing immune gene expression profiles induced by *Trex1*^*−/−*^ fOS pool or the Manβ1-4GlcNAc disaccharide. Permeabilized RAW264.7 cells were stimulated with 10 μM of the *Trex1*^*−/−*^ fOS pool or the synthetic Manβ1-4GlcNAc disaccharide followed by quantitative RT-PCR analysis of each indicated mRNA. **b**, **c** Quantitative RT-PCR analysis of *mCxcl10*, *mIfit1 and mIl10* mRNA in RAW264.7 cells (**b**) or BMDMs (**c**) that were either non-permeabilized or permeabilized by digitonin (as indicated on top), then cells were treated with mock or increasing amounts (1, 10 and 100 μM) of the Manβ1-4GlcNAc disaccharide for 24 h. **d** Multiplex ELISA analysis of cytokines and chemokines from experiments in **b** and **c**. Data are representative of at least two independent experiments. Error bars indicate SEM. Unpaired *t*-test

To investigate whether Manβ1-4GlcNAc is detected by intracellular or extracellular receptors, we prepared permeabilized and non-permeabilized RAW267.4 cells and BMDMs and incubated them with Manβ1-4GlcNAc disaccharide. Primary macrophages such as BMDMs are more efficient at phagocytosis than macrophage cell lines such as RAW267.4 cells^26^. We found that Manβ1-4GlcNAc disaccharide only stimulated immune gene expression (e.g., *Cxcl10*, *Ifit1*) in permeabilized RAW267.4 cells and not in non-permeabilized RAW267.4 cells (Fig. 4b). In contrast, both permeabilized and non-permeabilized BMDMs showed dose-dependent and significant increase of immune gene expression after incubation with Manβ1-4GlcNAc disaccharide in the media, with permeabilizated BMDMs showing more robust response (Fig. 4c). Manβ1-4GlcNAc also induced increased cytokine and chemokine secretion in the media in permeabilized cells (Fig. 4d). Manβ1-4GlcNAc did not induce IL-10 expression in any of the conditions (Fig. 4b, c). These data suggest the possibility of an intracellular sensing pathway for Manβ1-4GlcNAc in macrophages.

We next sought to determine which immune pathway is required for sensing the Manβ1-4GlcNAc disaccharide. We chose a panel of knockout mice that are deficient in genes required for key innate immune signaling pathways (see Supplementary Fig. 6C for a diagram). TBK1 is a protein kinase required by several intracellular innate immune signaling pathways. IFN receptor 1 (IFNAR1) is required for type I IFN response. IRF3 and IRF7 are key transcription factors for IFN and ISG mRNA expression. MYD88 and TRIF are the two essential adaptor proteins required for TLR signaling. MAVS and STING are key non-redundant adaptor proteins for cytosolic RNA and DNA sensing pathways, respectively. We compared the response to the Manβ1-4GlcNAc disaccharide on BMDMs from wild-type, *Tbk1*^*Δ/Δ*^, *Ifnar1*^*−/−*^, *Irf3*^*−/−*^*Irf7*^*−/−*^, *Myd88*^*−/−*^*Trif*^*−/−*^, *Mavs* ^*−/−*^, and *Sting* ^*−/−*^ mice. We found that wild-type, *Ifnar1*^*−/−*^, *Myd88*^*−/−*^*Trif*^*−/−*^ and *Mavs−/−* BMDMs responded to the Manβ1-4GlcNAc disaccharide stimulation to similar levels. In contrast, *Tbk1*^*Δ/Δ*^ BMDMs completely ablated immune response to Manβ1-4GlcNAc while *Sting*^*−/−*^ and *Irf3*^*−/−*^*Irf7*^*−/−*^ partially suppressed immune activation (Fig. 5a). To corroborate and extend on these findings, we pretreated wild-type BMDMs with TBK1 inhibitors (BX795 and Compound II), NF-κB inhibitors (TPCA-1 and dexamethasone), and JAK1/2 inhibitor ruxolitinib (inhibits type I IFN signaling), then stimulated with the Manβ1-4GlcNAc disaccharide. TBK1 and NF-κB inhibitors suppressed the activation of *Cxcl10* and *Cxcl2* while ruxolitinib had no effect (Fig. 5b). Taken together, these studies suggest that Manβ1-4GlcNAc-activated immune response is TBK1- and NF-κB-dependent but IFN- and TLR-independent.

**Fig. 5:**
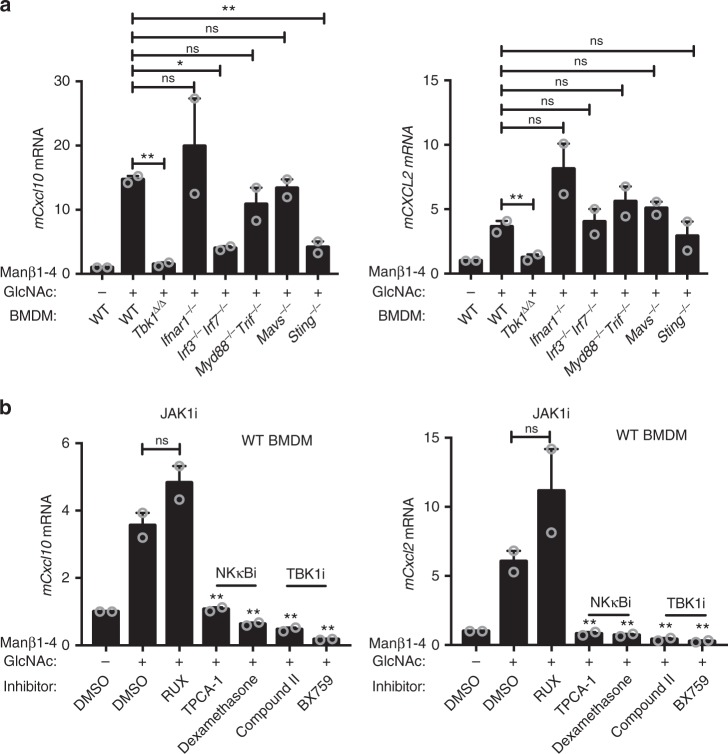
The Manβ1-4GlcNAc disaccharide activates TBK1- and NF-κB-dependent immune response. **a** Quantitative RT-PCR analysis of *mCxcl10* and *mCxcl2* mRNA in knockout BMDMs (as indicated on the bottom) that were treated with 10 μM of the Manβ1-4GlcNAc disaccharide for 24 h. **b** Quantitative RT-PCR analysis of *mCxcl10* and *mCxcl2* mRNA in BMDMs that were pretreated with the indicated inhibitors for 1 h and then treated with 10 μM of the Manβ1-4GlcNAc disaccharide for 24 h. RUX, rituximab (JAK1/2 inhibitor), TPCA-1 and Dexamethasone are NF-κB inhibitors, Compound II and BX759 are TBK1 inhibitors. See Supplementary Fig. 6 for a diagram showing innate immune pathways tested here. Data are representative of at least three independent experiments. Error bars indicate SEM. Unpaired *t*-test

### Immune gene profile activated by Manβ1-4GlcNAc

Myeloid cells, which include macrophages, express an arsenal of carbohydrate binding proteins known as C-type lectins receptors (CLR) that function like PRRs and recognize a wide variety of glycan PAMPs. There are hundreds of lectins that can be potential candidate receptors for Manβ1-4GlcNAc disaccharide, making the individual knockdown approach impractical. It is also possible that Manβ1-4GlcNAc disaccharide represents a distinct type of bioactivity with its unique monovalent structure and micromolar activity concentration. Thus, we examined whether the Manβ1-4GlcNAc disaccharide stimulates an immune profile that can be matched to other non-mammalian bioactive glycans or non-glycan agonists. We stimulated BMDMs with Dectin-1 ligands (Chitosan, Chitin, Curdlan, and Zymosan), MGL ligand (Lewis-X)^6^, Dectin-2 ligands (β-Mannan, α-Mannan, Furfurman, and Lipoarabinomannan), and MCL/MINCLE ligand (Cord factor) as well as HT-DNA (herring testis DNA, activates cytosolic cGAS-STING-TBK innate immune pathway), LPS (activates TLR4 pathway), Manβ1-4GlcNAc disaccharide, and fOS pool. We then measured the expression of IFN, ISGs, inflammatory, and chemokine genes by qRT-PCR array. After hierarchical clustering that would group ligands with similar immune profiles, Manβ1-4GlcNAc disaccharide and the fOS pool emerged most similar to HT-DNA and chitosan (Figs. 6a, b). Both HT-DNA and chitosan activate the STING-TBK1 pathway in the cytosol^27^. We next analyzed the STING-TBK1 pathway in more detail by comparing a broader panel of immune genes activated by Manβ1-4GlcNAc disaccharide in WT, *Tbk1*^*Δ/Δ*^, and *Sting*^−/−^ BMDMs. *Tbk1*^*Δ/Δ*^ ablated all examined immune gene activation by Manβ1-4GlcNAc. Interestingly, *Sting*^−/−^ eliminated expression of ISGs (e.g., *Ifi44, Ifit1, Isg15*, etc) but had little effect on chemokine genes (e.g., *Ccl2*, *Ccl3*, *Cxcl2*, etc. Note: Cxcl10 is both an ISG and a chemokine) in response to Manβ1-4GlcNAc (Fig. 6c).

**Fig. 6:**
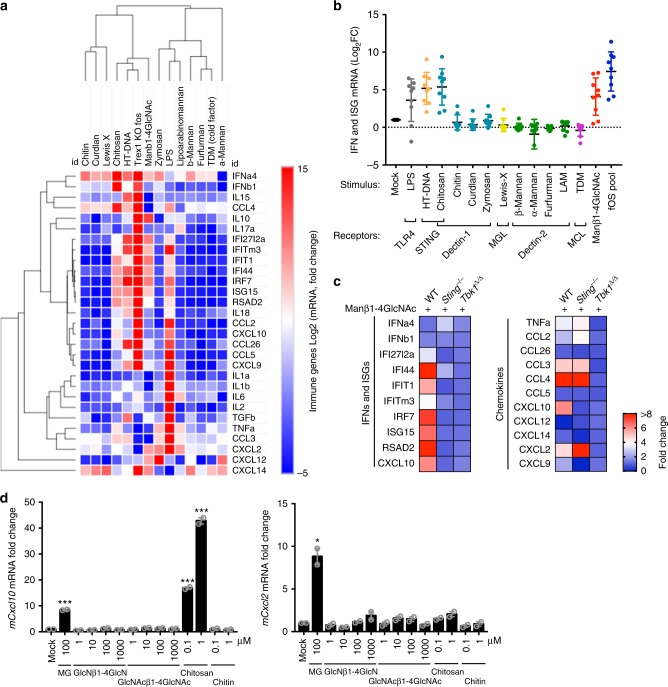
The Manβ1-4GlcNAc disaccharide activates a broad immune gene signature that is similar to those acticated by DNA or chitosan. **a** Hierarchical heat map analysis of immune gene (as indicated on the right) expression in BMDMs treated with various ligands (as indicated on top) for 24 h. mRNA expression of each gene was measured by qRT-PCR. **b** IFN and ISGs immune gene expression in BMDMs treated with various ligands (as indicated on bottom). Same gene expression data set as in **a**. Each dot represents one gene. **c** A heat map of immune gene expression in WT, *Tbk1*^*Δ/Δ*^ and *Sting*^−/−^ BMDMs stimulated with Manβ1-4GlcNAc disaccharide for 24 h. mRNA expression of each gene was measured by qRT-PCR. **d** Quantitative RT-PCR analysis of *mCxcl10* and *mCxcl2* mRNA in BMDMs that were treated with mock or indicated glycans (bottom) for 24 h. mRNA expression of each gene was measured by qRT-PCR. Data are from a representative set of at least two independent experiments. Error bars indicate SEM. Unpaired *t*-test

Considering the similarities in immune profile between Manβ1-4GlcNAc and chitosan, we next compared two additional disaccharides, N,N′-diacetylchitobiose (GlcNAcβ1-4GlcNAc) and chitobiose (GlcNβ1-4GlcN), as well as their respective polymers, chitin and chitosan. Neither disaccharide structure stimulated *Cxcl10* or *Cxcl2* expression in BMDM at up to 1000 μM, while Manβ1-4GlcNAc stimulated significant increased immune response at 100 μM. Chitosan, but not chitin, also stimulated robust *Cxcl10* expression in BMDMs at very low concentration (0.1 μM). These data further support the unique structure and immune activity of Manβ1-4GlcNAc in comparison to other disaccharides. It also raises the possibility that polymeric form of Manβ1-4GlcNAc (e.g., similar to chitobiose versus chitosan) could have more potent immune activities.

### Manβ1-4GlcNAc enhances antibody response in vivo

To further substantiate our findings, we stimulated BMDCs with Manβ1-4GlcNAc and found increased secretion of multiple chemokines, including Cxcl10, Ccl2, Ccl3 (Fig. 7a). We did not detect activation markers of BMDCs such as MHC-II, CD86, CD80 after Manβ1-4GlcNAc stimulation (Supplementary Fig. 7A, B). We also stimulated wild-type splenocytes ex vivo with the disaccharide and did not observe direct activation of either T or B cells (Supplementary Fig. 7C). All glycans are chemically synthesized and confirmed by structural analysis (Supplementary Figs. 8–20). We next tested the activity of Manβ1-4GlcNAc in vivo. We first transferred mixed OT1 and OT2 splenocytes into wild-type mice, then immunized subcutaneously with either vehicle, OVA alone, OVA + MG (Manβ1-4GlcNAc) or OVA + LPS on day 0, 7, and 14. Seven days after the last immunization, we collected serum for antibody analysis and splenocytes for IFNγ ELISPOT assay. We detected significantly higher OVA-specific IgG1 in OVA + MG-treated mice compared to those treated with OVA alone, suggesting that Manβ1-4GlcNAc enhanced B cell-mediated antibody response in vivo (Fig. 7b). Manβ1-4GlcNAc did not significantly enhance T cell response (Fig. 7b). Interestingly, we previously showed that *TREX1-V235fs* mice develop serologic autoimmunity with increased autoantibody production in the serum and enhanced immune gene expression in cells^6^. Thus, together, our in vitro and in vivo data suggest that Manβ1-4GlcNAc activates a broad immune profile in DCs and macrophages that are mediated in part through STING and other immune sensing pathway(s) that converge on TBK1, which lead to enhanced antibody response in vivo.

**Fig. 7:**
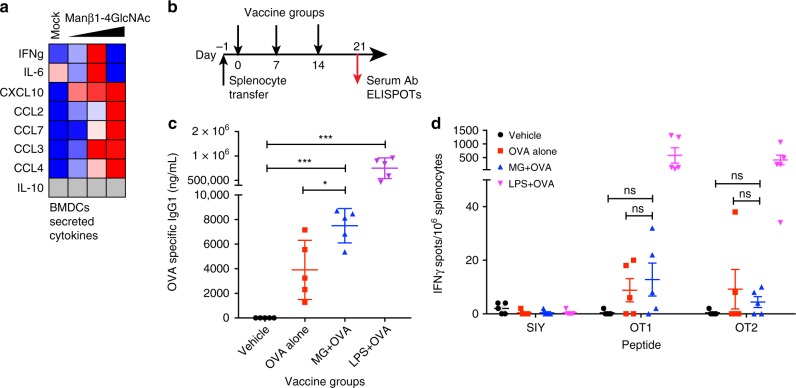
The Manβ1-4GlcNAc disaccharide enhances antibody response in vivo. **a** Multiplex ELISA analysis of cytokines and chemokines secreted by BMDCs treated with mock or increasing amounts (1, 10, and 100 μM) of the Manβ1-4GlcNAc disaccharide for 24 h. **b** A schematic diagram of Manβ1-4GlcNAc mouse immunization experiment. See Method for more details. **c** OVA-specific IgG1 antibody titre by ELISA using serum at day 21. Four vaccination groups are indicated on the bottom. MG, Manβ1-4GlcNAc. *N* = 5. **d** IFNγ ELISPOT assay using splenocytes at day 21. Five μg/ml of OT1 OVA (257-264), OT2 OVA (323-339), or SIY (SIYRYYGL) peptide (negative control) were used to re-stimulate the antigen specific T cells. IFN-γ production was determined 48 h later. Error bars indicate SEM. Unpaired *t*-test

## Discussion

Mammalian self-nucleic acids are well known for their causal association with autoimmune disease. Much less is known about whether and how mammalian self-glycans also activate immune responses associated with autoimmunity. Here, we identified a bioactive fOS, the Manβ1-4GlcNAc disaccharide, that is produced by OST hydrolysis of LLOs in the ER lumen, processed by ENGase and mannosidases in the cytosol, and sensed in part by the cytosolic STING-TBK1-dependent innate immune pathway.

We found that the bioactivity of Manβ1-4GlcNAc disaccharide requires both monosaccharides as well as the β1-4 linkage, and this disaccharide is surprisingly active in comparison to other disaccharide we tested. The immune profile of Manβ1-4GlcNAc is remarkably similar to that of chitosan, which also activates the STING-TBK1 pathway^27^. Structurally distinct chitosans also promote IFN or inflammasome responses^28^. Interestingly, chitosan is a polysaccharide of β1-4-linked glucosamine (GlcN), and we found that GlcNβ1-4GlcN disaccharide alone does not have detectable immune activities even at high concentrations. Thus, given the impressive bioactivity of Manβ1-4GlcNAc, we expect that a polysaccharide containing repeats of Manβ1-4GlcNAc could potentially have very potent immune-stimulating activities.

We further defined the immunogenicity of the Manβ1-4GlcNAc disaccharide in vivo and in vitro. Using an immunization experiment with the model antigen OVA, we found that the disaccharide stimulated significantly increased antibody response but not T cell response, although the overall response is relatively weak. This is not surprising because: (1) The disaccharide is only one of several immunogenic glycans we identified; (2) Disaccharides are not expected to be highly immunogenic, and polysaccharides are. (3) The receptor for Manβ1-4GlcNAc is likely intracellular. Nonetheless, the enhanced antibody response is consistent with our previous findings that *TREX1-V235fs* mice develop serologic autoimmunity^6^. We also defined the cell subsets affected by Manβ1-4GlcNAc. Myeloid cells such as macrophages are directly activated by Manβ1-4GlcNAc. DCs do respond to Manβ1-4GlcNAc although to a less extent comparing to macrophages. Manβ1-4GlcNAc does not directly activate T and B cells when stimulated ex vivo. Thus, it is likely that Manβ1-4GlcNAc primarily affects myeloid cells such as macrophages (through intracellular receptors) and induces expression of inflammatory cytokines and chemokines that promote a predominant B cell-mediated antibody response. Future studies depleting these myeloid populations will help define their function in vivo.

Although the Manβ1-4GlcNAc disaccharide has not been found on pathogens as a PAMP, it has been associated with microbial metabolic activity for colonization or infection^29,30^. Bacterial pathogens digest mammalian N-glycans on cells to facilitate infection. In doing so, many bacterial pathogens produce the Manβ1-4GlcNAc disaccharide and other fOSs, which are typically considered as by-products^31^. Therefore, it is possible that these mammalian fOSs produced during infection could function as danger-associated molecular patterns (DAMPs) that alert the host of the infection. In support of this notion, our previous work has demonstrated that fOSs are produced when cells are undergoing ER stress or infected with herpes simplex virus 1 (HSV-1)^32^.

Defects in cellular glycan processing enzymes can lead to chronic immune disorders. *α-mannosidase-II* deficiency leads to production of N-glycans that bear immune-stimulatory mannose-dependent ligands that promote autoimmune diseases similar to lupus^3^. Deficiency of *β-mannosidase* in humans and mice cause a chronic disease called β-mannosidosis, which causes accumulation of the Manβ1-4GlcNAc disaccharide in multiple disease-affected tissues^33,34^ and neuropathological characteristics that resemble inflammation^35,36^. We previously showed that *Trex1*-deficiency or *fs* mutations dysregulate the OST complex leading to production of immunogenic high-mannose fOS^5,6^. Our data here further show that multiple bioactive fOS species are produced when OST is dysregualted, potentially each with distinct immune profile. Thus, our data reveal an exciting possibility for distinct mammalian fOSs, such as Manβ1-4GlcNAc defined here, to play a role in autoimmune disease pathogenesis. Lastly, our inhibitor studies targeting the biogenesis or immune sensing pathways of Manβ1-4GlcNAc demonstrated several avenues of therapeutics for treating *TREX1-fs* RVCL, β-mannosidosis, and potentially other chronic autoimmune diseases.

## Methods

### Cells, antibodies, and reagents

MEFs, RAW264.7, BMDM, and BMDC were maintained in Dulbecco’s modified Eagle’s medium (DMEM) with 10% (v/v) heat-inactivated fetal bovine serum (FBS), with 2 mM L-glutamine, 10 mM HEPES, and 1 mM sodium pyruvate (complete DMEM) with the addition of 100 U/ml penicillin, 100 mg/ml streptomycin except MEFs and cultured at 37 °C with 5% CO_2_. MEFs, BMDM, and BMDCs were generated from WT C57BL/6 mice^37^. RAW264.7 cells were obtained from ATCC. Antibodies used in this study include anti-ubiquitin (rabbit, 1:1000 dilution, P4D1, Cell Signaling Technology), anti-Tubulin (mouse, 1:20,000 dilution, B-5-1-2, Sigma–Aldrich), anti-LC3 (rabbit, 1:1000 dilution,ab48394, Abcam), anti-STING (rabbit, 1:500 dilution, D2P2F, Cell Signaling), anti-GAPDH (rabbit, 1:1000 dilution, sc-25778, Santa Cruz), anti-Rab5 (rabbit, 1:1000 dilution,ab109534, Abcam), and anti-HMGB1 (rabbit; 1:2,000 dilution;ab18256; Abcam). The inhibitors used in this study are ACM (1 uM, Santa Cruz), Z-VAD-fmk (30 uM, BD), Q-VD-OPh (50 uM, BD), CSN (100 uM, Sigma–Aldrich), Kif (100 uM, Sigma–Aldrich), ES1 (10 uM, Sigma–Aldrich), CHX (10 ug/ml, Sigma–Aldrich), MG132 (1 uM, Sigma–Aldrich), Swain (10 uM, Tocris), Clq (10 uM, Sigma–Aldrich), Compound II (1 uM, UTSW), BX759 (1 uM, Invivogen), Ruxolitinib (1 uM, Invivogen), Dexamethasone (100 nM, Invivogen), and TPCA1 (1 uM, Sigma–Aldrich). The ligands used to stimulate macrophages are GalGlcNAc (Sigma–Aldrich), Mannose (Sigma–Aldrich), GlcNAc (Sigma–Aldrich), Manα1-CH_3_ (Sigma–Aldrich), Manβ1-CH_3_(Santa Cruz), LPS (100 ng/ml, Invivogen), htDNA (1 ug, Sigma–Aldrich), Chitosan (10 ug/ml, Invivogen), Chitin (10 ug/ml, Sigma–Aldrich), Curdlan (10 ug/ml, Invivogen), Zymosan (10 ug/ml, Invivogen), Le^X^ (10 ug/ml,Sigma–Aldrich), β-Mannan (10 ug/ml, Megazyme), α-Mannan (10 ug/ml, Sigma–Aldrich), Furfurman (10 ug/ml, Invivogen), Lipoarabinomannan (1 ug/ml, Invivogen), and Cord factor (1 ug/ml, Invivogen). The alpha-mannosidase used in Fig. 1b is alpha(1-2,3,6) mannosidase from Jack bean (Prozyme, catalog number GKX-5010). It can remove all alpha-mannose from high-mannose-type glycans (unless they are capped by glucose). All uncropped western blot scans are in Source Data.

### Glycan analysis

Fluorophore-assisted carbohydrate electrophoresis (FACE) analysis was done as follows (also described in ref. ^5^). Briefly, MEFs were plated at 75–80% confluency and transfected (RNAiMAX, Thermo Fisher) with the ENGase siRNA (Sigma–Aldrich) or treated with inhibitors for 24 h and disrupted with methanol the next day. The methanol disrupted cells or the lyophilized media were subject to a three-phase (aqueous, interface, and organic) extraction, which yields an aqueous fraction containing neutral fOS (desalted by ion exchange chromatography) and an interface fractions, which was extracted with chloroform:methanol:water (10:10:3) to isolate total proteins that was used to normalize the loading of labeled fOS to gels, immunoblotting and for the isolation of N-linked glycans by PNGase F digestion (New England Biolabs). Isolated glycans (fOS and digested N-glycans) were conjugated with 7-amino-1,3-naphthalenedisulfonic acid (ANDS, AnaSpec) and subjected to reductive amination with NaBH_3_CN (Sigma–Aldrich) for 24 h at 37 °C. Labeled fOS and digested N-glycans were resolved on an oligosaccharide profiling gel, with 10 pmol of glucose oligomers (ranging from four to seven glucosyl residues) and 100 pmol of Man_9_GlcNAc_2_ (Sigma–Aldrich), Man_5_GlcNAc_2_ (Sigma–Aldrich), Man_2_GlcNAc and ManGlcNAc as standards. Gels were visualized using a UVP Chemidoc-ItII scanner and quantified with VisionWorks software.

### RNA isolation, RNA sequencing, and quantitative RT-PCR

Approximately 0.5 × 10^6^ RAW264.7 cells or BMDM were seeded in a 12-well plate and stimulated the next day with the indicated ligands for 24 h by addition to the media or permeabilization as describe in ref. ^5^ and ref. ^25^, respectively. Total RNA was subsequently isolated with TRI reagent (Sigma–Aldrich) as indicated by the manufacturer and cDNA was synthesized with iScript cDNA synthesis kit (Bio-Rad) and analyzed using a Bio-Rad CFX qRT-PCR. PCR array of immune gene groups was performed using PrimePCR Array plates using iTaq Universal SYBR Green Supermix (Bio-Rad). RNA-Seq was performed as previously described in ref. ^37^. Pathway analysis was done using the Ingenuity Pathway Analysis software (Qiagen). Primers used in this study are in Supplementary Table 1.

### Gel-filtration chromatography and mannosidase digestion

A 0.5 × 20 cm column was packaged with 6 ml of the BioGel P4 resin (Bio-Rad) and conditioned with a 25 mM NH_4_CH_3_COO (Sigma–Aldrich) buffer. Ten nanomoles of the total fOS were loaded into the column and 24 fractions (500 ul per fraction) were collected. Sample were dried in vacuum and later resuspended in water and desalted by ion exchange chromatography. Ten percent of each fraction was collected for FACE analysis, and the remaining 90% was divided in half and used for macrophage stimulation in biological duplicates. For the mannosidase digestion, 10 nmol of fOS or the synthetic ManGlcNAc disaccharide were treated with 40 U of α1-6 mannosidase (New England Biolabs) and 32 U of α1-2, 3 mannosidase (New England Biolabs). Samples were then mixed with 3 volumes of cold ethanol and centrifuged at 20,000 × *g* for 20 min at 4 °C. The supernatant was dried in vacuum and later resuspended in water and desalted by ion exchange chromatography. Ten percent of the digested product was collected for FACE analysis and the remaining 90% was divided in half and used for macrophage stimulation in biological duplicates.

### Structural analysis of free oligosaccharides

Free oligosaccharides in wild-type and *Trex1*^*−/−*^ cells were prepared as follows (also described in ref. ^11^). Briefly, 0.32 g of wild-type cells or 0.14 g of *Trex1*^*−/−*^ cells were resuspended with 800 ul of homogenization buffer (10 mM Hepes/NaOH buffer (pH 7.4) containing 5 mM dithiothreitol, 250 mM mannitol, 1 mM EDTA, 1 x complete protease inhibitor cocktail (EDTA-free; Roche Applied Science), and 1 mM of Pefabloc (Roche Applied Science)). After the cells were homogenized in a Potter-Elvehjem homogenizer, the supernatant of 100,000 × *g* centrifuged samples was obtained. The supernatant fractions were mixed with 3 volumes of cold ethanol, followed by centrifugation at 17,000 × *g* for 20 min at 4 °C. The supernatants were dried, and desalted using a PD-10 column (GE Healthcare). The free oligosaccaharide fraction thus obtained were subjected to fluorescence-labeling with 2-aminopyridine (PA). Detailed methods for PA-labeling, as well as removal of excess reagents were described previously^38^. Separation of PA-labeled free oligosaccaharides were carried out first by size-fractionation using a Shodex NH2P-50 3E column (3.0 × 250 mm; Shodex, Tokyo, Japan) as described previously^39^. Each PA-labeled glycans were further separated by a dual-gradient HPLC as described previously^40^. Structures of each PA-glycan isolated were confirmed by a co-elution of standard PA-glycans as prepared previously^11^.

### Mouse immunization study

C57BL/6 mice were transferred with mixed splenocytes (2 × 10^6^ for each) from OT1 and OT2 transgenic mice on day 1, and then immunized subcutaneously with 100 µg OVA together with/without 100 μg Manβ1-4GlcNAc or 20 μg LPS on day 0, 7, and 14. Seven days after the last immunization, serum of treated mice was collected for antibody detection with ELISA, and splenocytes were isolated for IFNγ ELISPOT assay. Serum anti-OVA IgG1 was measured using an ELISA kit per manufacturer’s protocol (Cayman #500830). Spleens from treated mice were processed into single cell suspensions and resuspended in RPMI 1640 medium supplemented with 10% fetal bovine serum, 2 mmol/l L-glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. 5 × 10^5^ splenocytes were used for the IFNγ ELISPOT assay, 5 μg /ml of OVA (257-264), OVA (323-339), or SIY (SIYRYYGL) peptide were used to re-stimulate the antigen specific T cells. IFN-γ production was determined 48 h after of incubation with an IFN-γ ELISPOT assay kit according to the manufacturer’s protocol (BD Biosciences). The visualized spots were enumerated with the CTL-ImmunoSpot® S6 Analyzer (Cellular Technology Limited).

All mice were housed in pathogen-free barrier facility in UT Southwestern Medical Center. Both male and female 6–8 week old mice were used. All mice were on C57BL/6 background. Five mice per group were used in each repeat of the experiment. All mouse experiments were approved by ICUAC in UT Southwestern Medical Center.

### Glycan synthesis

See Supplementary Methods.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

All raw data, original gel images, processed RNA-seq data and pathway analysis are included in the Source Data file. Original RNA-seq data are deposited at NCBI gene expression omnibus (GEO, accession number GSE129677).

# Supplementary material for: A bioactive mammalian disaccharide associated with autoimmunity activates STING-TBK1-dependent immune response
**Source:** Nat Commun. 2019 May 30;10:2377. doi: 10.1038/s41467-019-10319-5
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

A bioactive mammalian disaccharide associated with autoimmunity activates STING-TBK1-dependent immune response

Nan Yan, et al

SUPPLEMENTARY FIGURES
SUPPLEMENTARY TABLE
SUPPLEMENTARY METHODS

SUPPLEMENTARY FIGURES

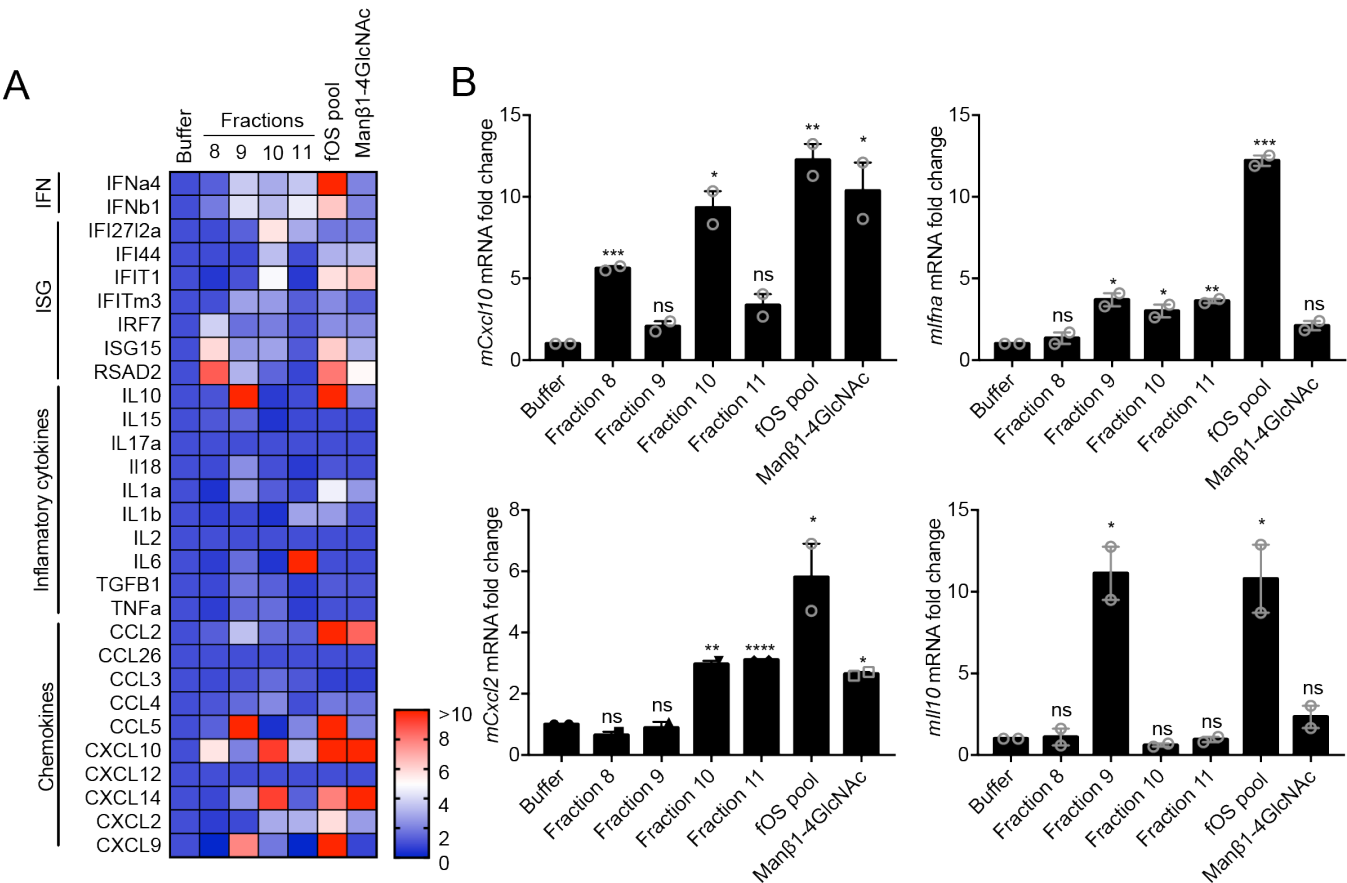

Glycan size	Abbreviations	Structure	Amount(pmol/g cells)	
			wild-type	<i>Trex1</i> ^{-/-}
Man1Gn1	M1A'		448	2391
Man2Gn1	M2A'		113	3299
Man3Gn1	M3D'		50	1001
Man4Gn1	M4D'		26	92
	M4E'	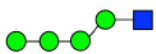	3	178

Supplementary Figure 2. Structural analysis and quantitation of WT and *Trex1*^{-/-} fOS by two-dimensional HPLC.

HPLC trace plots are shown in **Figure 1B**. Top 5 fOS structures and quantitation are shown.

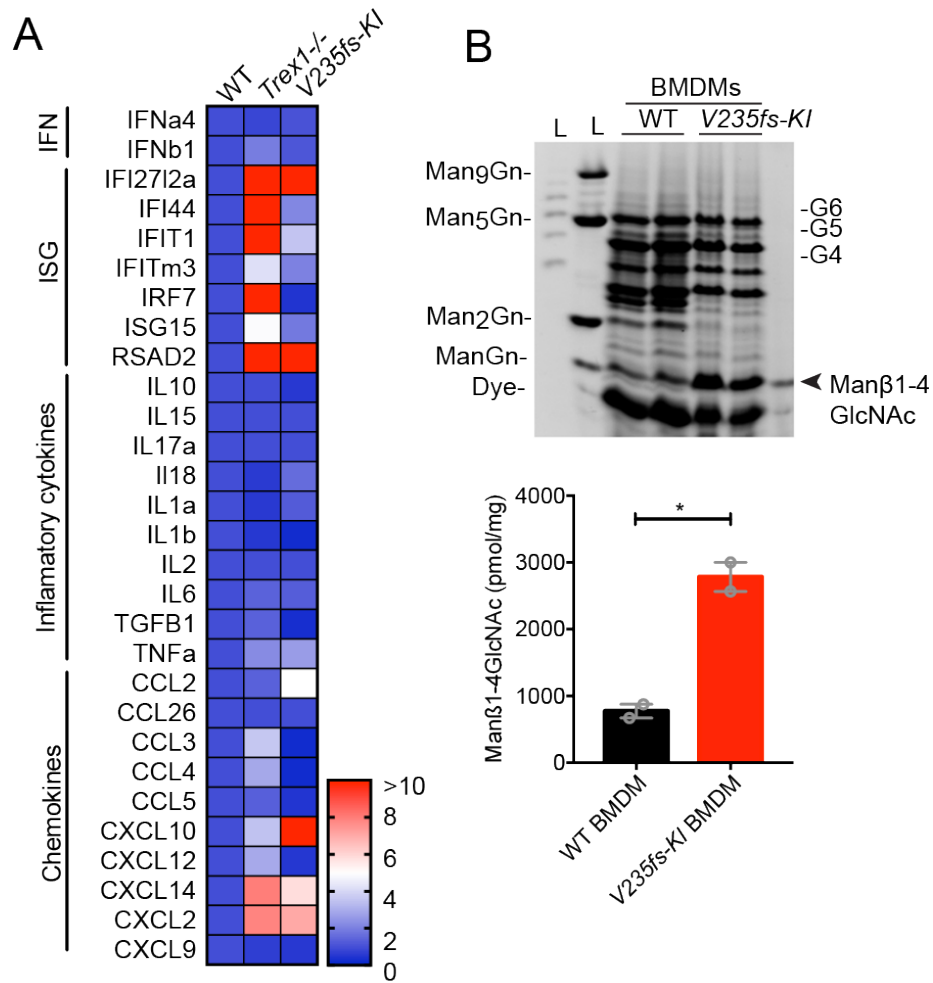

Supplementary Figure 3. The Manβ1-4GlcNAc disaccharide also accumulates in *TREX1-V235fs* mice.

(A) Quantitative RT-PCR array analysis of immune gene expression induced by fOS pool isolated from *Trex1*^{-/-} or *TREX1-V235fs* BMDMs.

(B) FACE analysis of fOS isolated from WT and *TREX1-V235fs* BMDMs. Manβ1-4GlcNAc quantitation is shown in the lower panel. Data are from a representative set of at least two independent experiments. Error bars indicate SEM. Unpaired t-test.

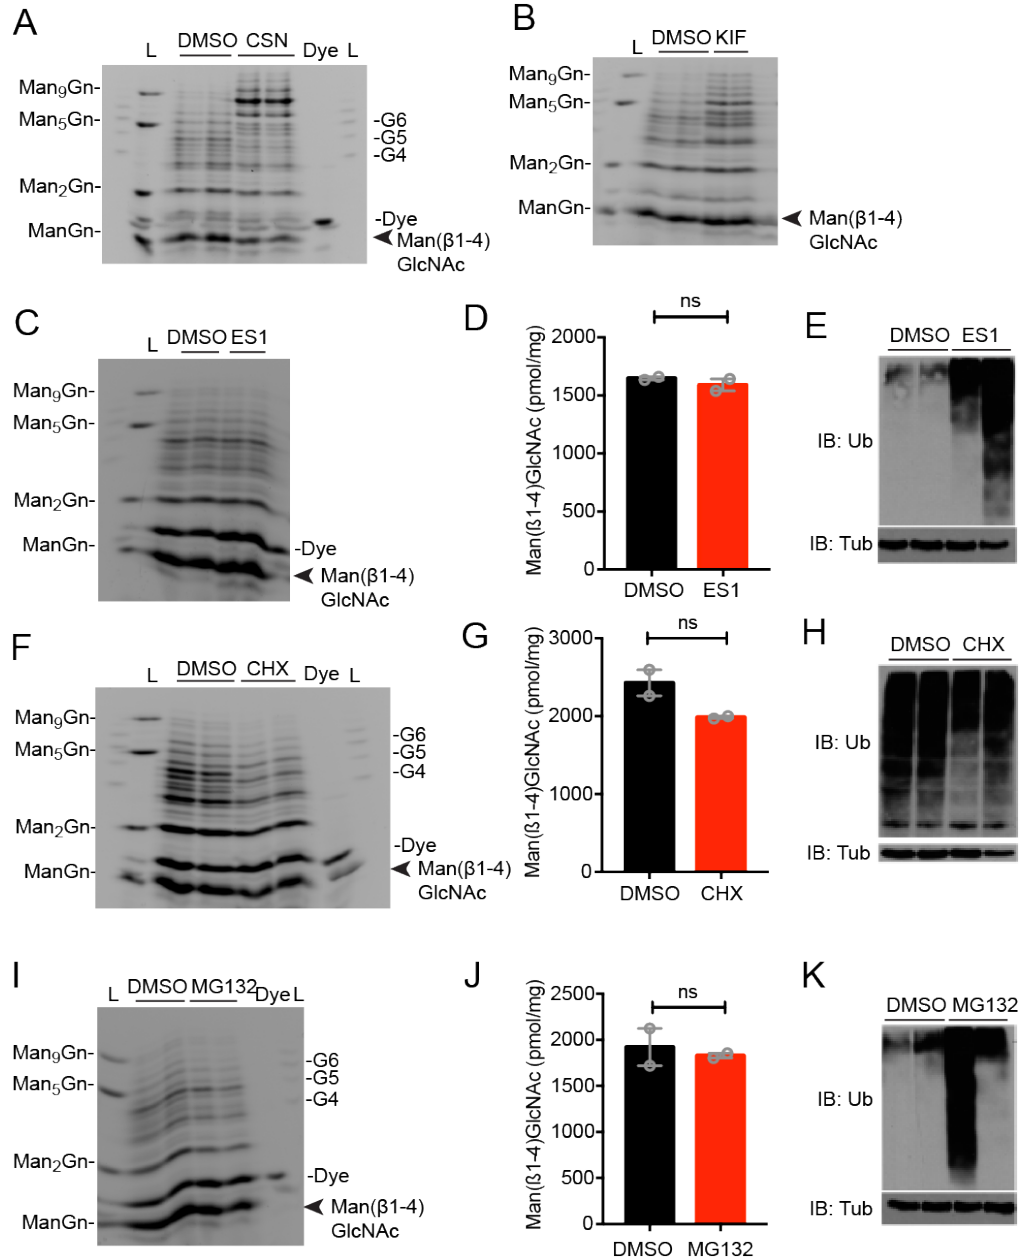

Supplementary Figure 4. Manβ1-4GlcNAc disaccharide biogenesis pathway.

(A, B) FACE analysis of *Trex1*^{-/-} MEFs fOS treated with 100 μM CSN (A) or 100 μM KIF (B) for 24 h. (C-K) FACE analysis of *Trex1*^{-/-} MEFs fOS treated with 10 μM ES1 (C-E), 10 μg/ml CHX (F-H), and 1 μM MG132 (I-K) for 24 h. Representative FACE gels are shown in panel C, F, I. Quantitation of Manβ1-4GlcNAc band are shown in panel D, G, J. Panel E, H and K are immunoblot analysis on total ubiquitin of *Trex1*^{-/-} MEFs treated with ES1, CHX, and MG132. Treatment with ES1 and MG132 increases the total levels of ubiquitin while treatment with CHX decreases the total levels of ubiquitin. Error bars indicate SD. Unpaired t-test (D, G, J).

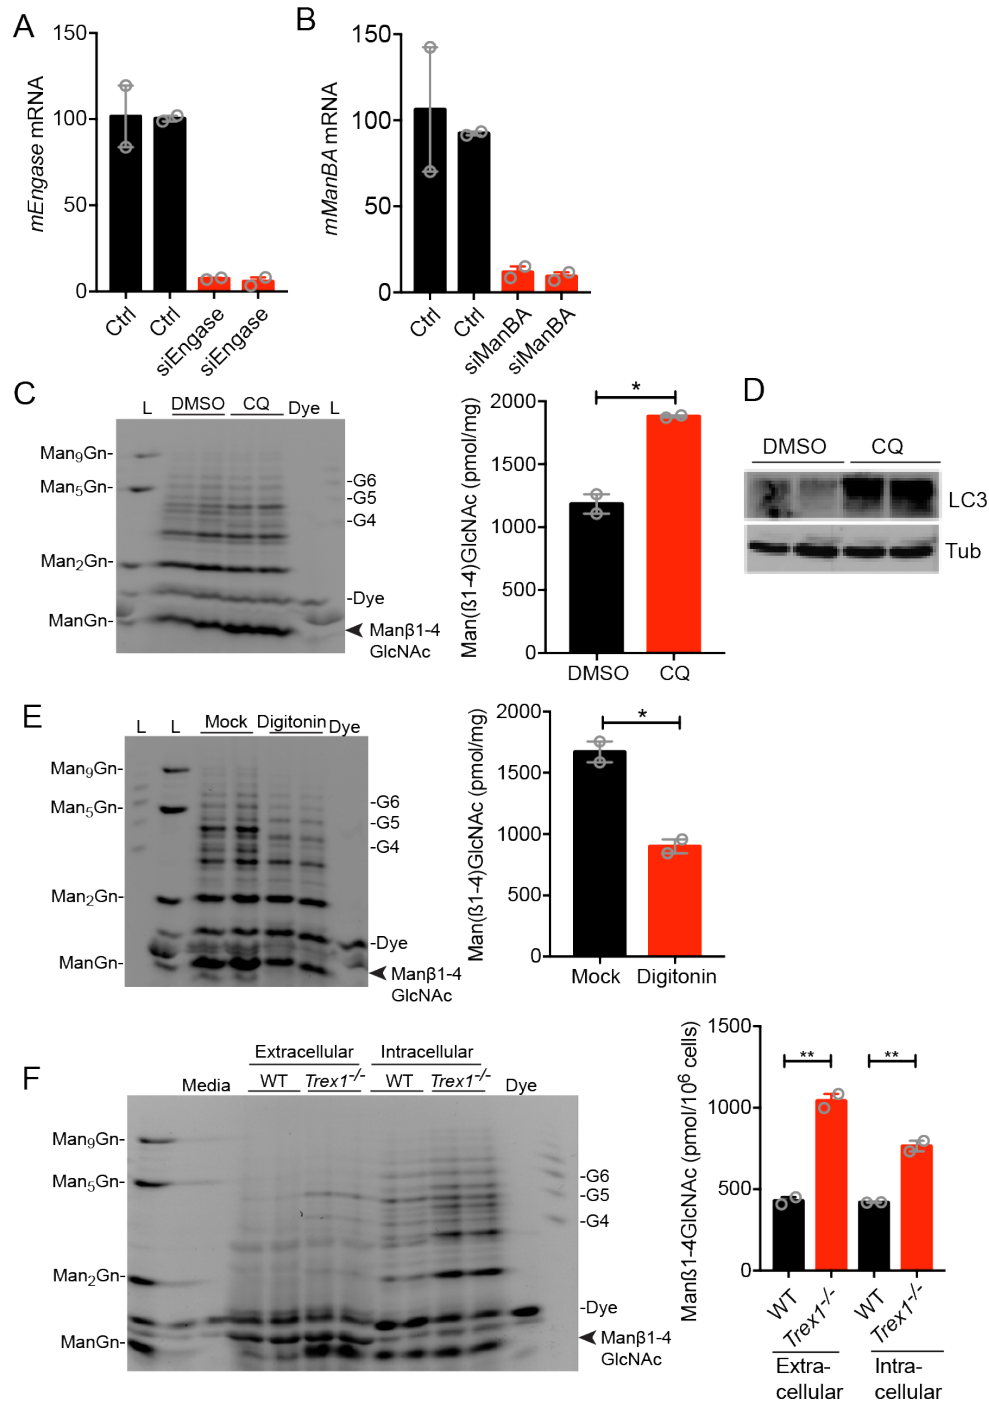

Supplementary Figure 5. The Manβ1-4GlcNAc disaccharide is produced through the cytoplasmic ENGase pathway and lysosomal catabolic pathway

(A, B) Quantitative RT-PCR analysis of ENGase (A) and MANBA (B) mRNA to confirm knockdown efficiency in *Trex1*^{-/-} MEFs.

(C) FACE analysis of fOS pool isolated from *Trex1*^{-/-} MEFs treated with 10 μM CQ for 24 h.

(D) Immunoblot analysis of LC3 and Tubulin (loading control) to confirm the efficiency of the CQ treatment in *Trex1*^{-/-} MEFs.

(E) FACE analysis of fOS pool isolated from *Trex1*^{-/-} MEFs treated with 10 µg/mL digitonin for 30 min prior methanol disruption.

(F) FACE analysis of fOS pool isolated from wild type (WT) or *Trex1*^{-/-} MEFs cell lysates (intracellular) or culturing media (extracellular). Data are representative of at least three independent experiments. Error bars indicate SEM. Unpaired t-test.

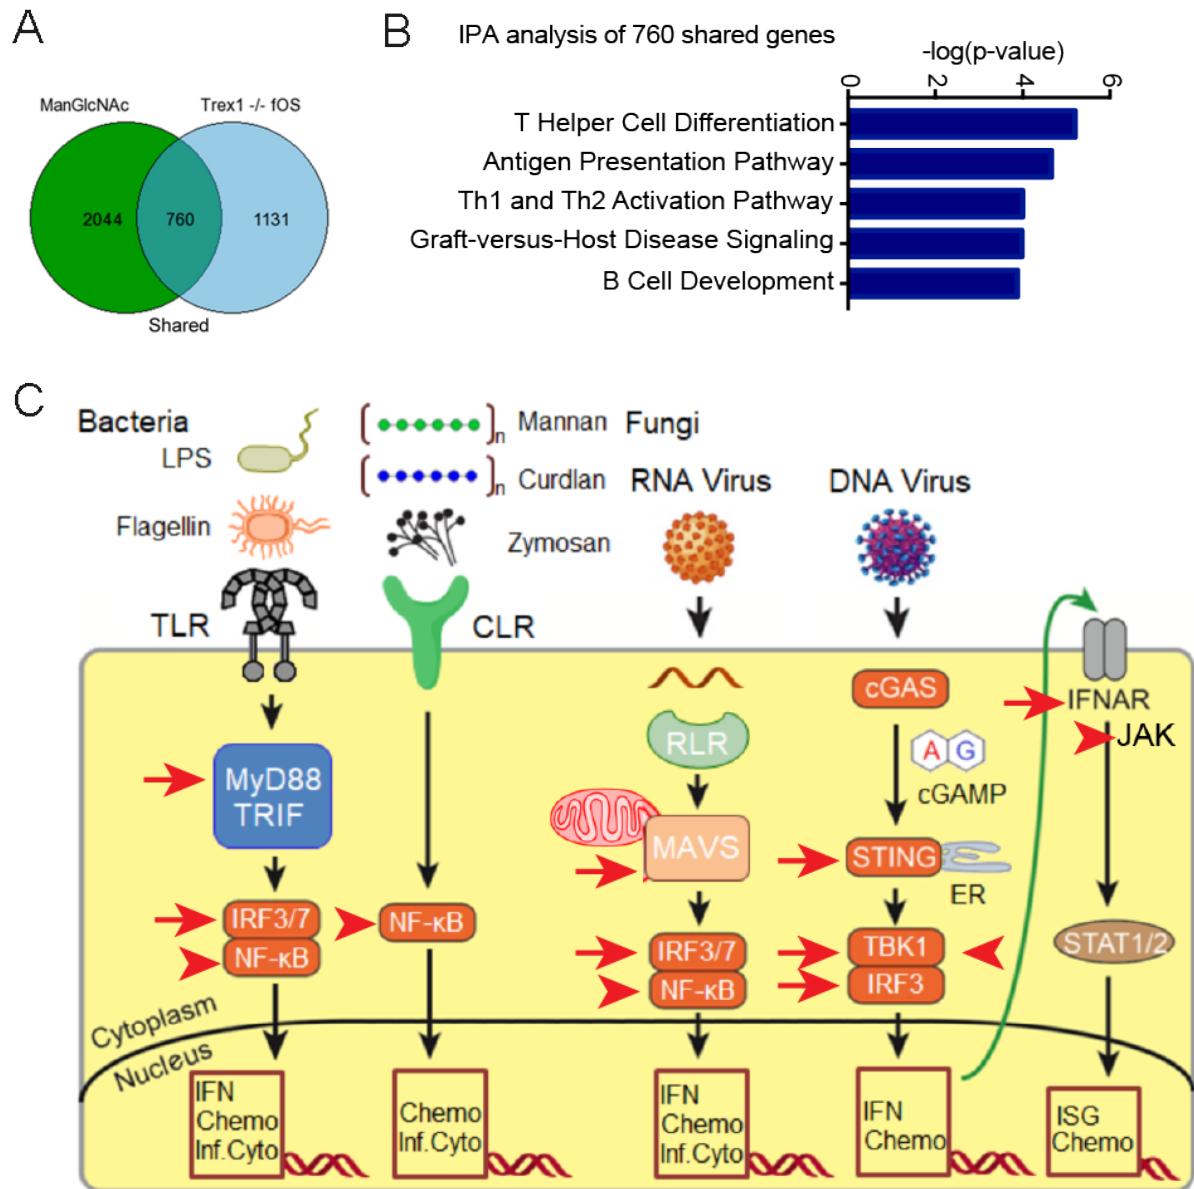

Supplementary Figure 6. Immune pathways activated by the Man β 1-4GlcNAc disaccharide.

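The genes that differ with both ligands go both ways. Antioxidant genes such as Srxn1, Gclm and Me1, the fatty acid receptor Cd36 and the MAP kinase phosphatase Dusp5 were higher with the disaccharide and with the fOS pool. The sterol regulator Srebf2 and the repair gene Rdm1 were lower with each ligand than with its own control, and the stress gene Chac1 went opposite ways. Srxn1 (76650), which repairs oxidized peroxiredoxins, had log2 ratios of 2.57 with ManGn over water and 1.81 with fOS over the mock extraction. Gclm (14630), of glutathione synthesis, had log2 ratios of 1.61 and 2.64, and Me1 (17436), an enzyme that makes NADPH, of 2.20 and 1.83. Cd36 (12491) stood at 2.33 and 1.89, and Dusp5 (240672) at 2.00 and 3.22. Srebf2 (20788), which drives cholesterol synthesis, had log2 ratios of -1.16 with ManGn and -1.09 with fOS, and Rdm1 (66599) of -3.29 and -2.06. Chac1 (69065), which breaks down glutathione, was at FPKM 2.93 with ManGn and 1.07 with water, and at 1.07 with fOS and 16.2 with the mock extraction. Over the mock extraction, the log2 ratio of Chac1 with ManGn turned to -2.43, and that of Srebf2 came to -0.49, which is under 2-fold. At least 2-fold higher than both controls with both ligands were 62 genes, and 85 were lower than both controls with both ligands. The authors' deposited table of 2-fold genes lists 2804 genes for ManGn, of which 1475 have a ratio of at least 2 and 1329 a ratio of at most 0.5. For fOS the authors' deposited table lists 1890 genes, 523 of them higher and 1367 lower. Listed for both ligands in the authors' deposited table are 760 genes, of which 175 are higher with both, 421 lower with both, 109 higher with ManGn and lower with fOS, and 55 the reverse. For ManGn alone the authors' deposited table holds 2044 genes and for fOS alone 1130. In the authors' deposited sheets of ratios for genes above 0 in both libraries, each ratio equals the quotient of the 2 FPKM values, with no pseudocount. In 33.7% of the ManGn genes and 49.3% of the fOS genes of the authors' deposited table, FPKM was under 1 in both libraries compared.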

(A) Venn diagram depicting the number of upregulated genes in the permeabilized RAW264.7 cells stimulated with the Man β 1-4GlcNAc (2044 genes), *Trex1*^{-/-} fOS (1131 genes) and the number of upregulated genes that are shared (760) by both ligands.

(B) Ingenuity pathway analysis of enriched pathways using shared 760 genes that were induced by both Man β 1-4GlcNAc disaccharide and *Trex1*^{-/-} fOS pool.

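Of the genes of T helper cell differentiation, Il10ra and Cd40 were at least 2-fold lower with both ligands. Il10ra binds the regulatory cytokine interleukin-10, and Cd40 receives signals from T cells. Il12rb1, a receptor chain of the T helper 1 cytokine interleukin-12, was at least 2-fold lower with the disaccharide, and the T cell ligand Icosl with the fOS pool. Tnf was higher with both ligands. Il10ra (16154) had log2 ratios of -2.07 with ManGn and -1.77 with fOS, and Il12rb1 (16161) of -1.60 and -0.68. Cd40 (21939) had -1.96 and -1.26, and Icosl (50723) -0.98 and -1.08. Cd28 (12487), a costimulatory receptor, stood at -0.11 with ManGn and -1.15 with fOS, and Notch1 (18128) at -1.22 and -0.42. These 6 genes were named after their values were seen. With ManGn over the mock extraction, Il10ra stood at -0.77, Il12rb1 at -0.18 and Cd40 at -0.34, each under 2-fold, and Notch1 turned to 0.34. Il4ra (16190), the interleukin-4 receptor, stood at -1.10 and -0.71. Of 38 measured genes of T helper differentiation, 12 were at least 2-fold lower and 2 higher with ManGn (median log2 ratio -0.39, percentile 0.08), and 12 were lower and 1 higher with fOS (median -0.50, below the 10000 random lists). ManGn against the mock extraction gave 3 lower and 1 higher of the 38 (median -0.34, percentile 0.01). Between the controls, 10 of the 38 were lower and 3 higher with the mock extraction than with water (median -0.021, percentile 22.0). At least 2-fold lower with both ligands were 7 of the 38. The class II list, which also holds Cd40, accounts for 9 of the 38. Among the other 29, 4 were lower and 2 higher with ManGn (median -0.23), and 5 were lower and 1 higher with fOS (median -0.41). In the authors' deposited table of 2-fold genes, 11 members of the T helper list stand under both ligands, 9 lower with both, 1, Tnf, higher with both, and 1, Il21, named after its values were seen, opposite ways. Of these 9 lower genes, 7, Cd40 among them, are also in the class II list, which leaves Il10ra and Icosl. Of the class II list, 9 genes stand under both ligands in the authors' deposited table, and all 9 are lower with both. They are H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1, H2-DMb2, Cd74, Cd40 and Ciita, the regulator of class II expression. The authors' deposited table holds 3 CXCL genes under both ligands, of which Cxcl10 and Cxcl14 are higher with both and Cxcl2 is not.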

(C) A diagram showing innate immune signaling pathways and key components examined by gene knockout or inhibitor. Arrows, innate immune factors tested in knockout BMDM experiments in **Figure 5A**. Arrowheads, innate immune factors tested with inhibitors in **Figure 5B**.

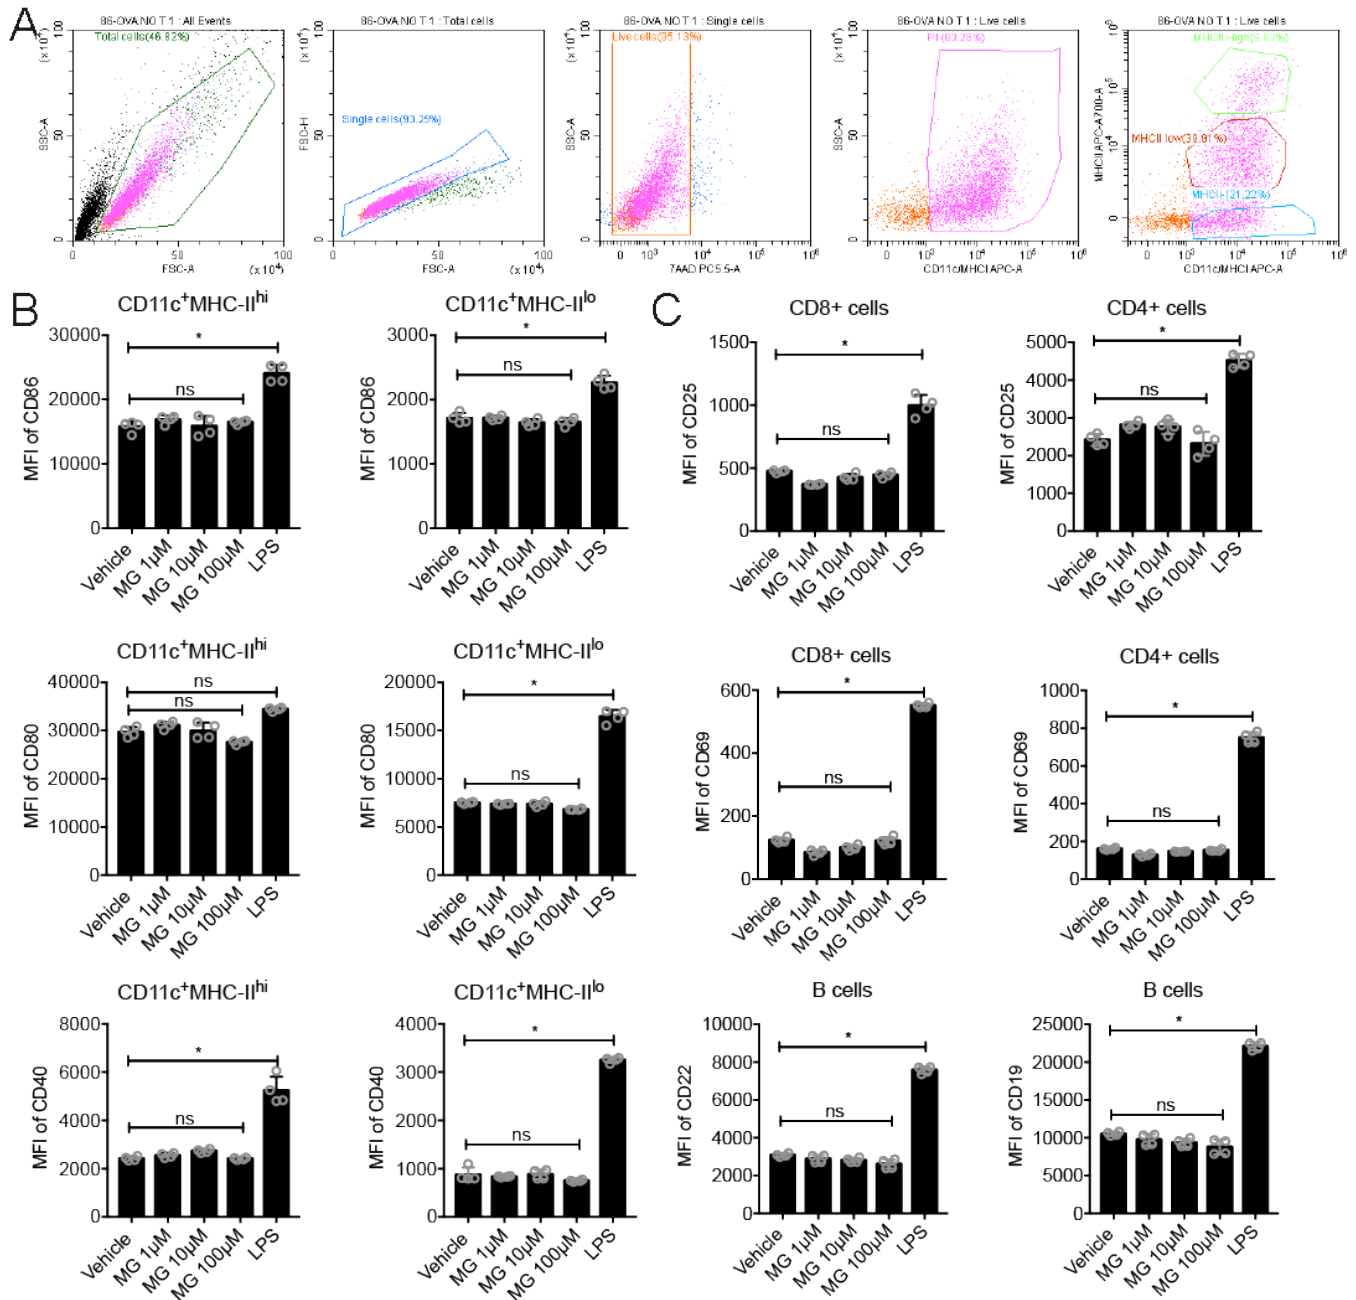

Supplementary Figure 7. Man β 1-4GlcNAc does not directly active BMDC, T and B cells.

(A) Gating strategy. (B) FACS analysis of CD86, CD80 and CD40 expression on CD11c+ MHC-II-high and -low DCs. (C) FACS analysis of CD25 and CD69 on CD4+ and CD8+ T cells and CD22 and CD19 on B cells. Data are representative of two independent experiments. Error bars indicate SD. Unpaired t-test.

Supplementary Table 1. DNA oligos used in this study.

All oligos were purchased from Sigma-Aldrich. qRT-PCR immune genes array plates (ISGs, inflammatory cytokines and chemokines) were purchased from Bio-Rad. Sequences can be requested directly from Bio-Rad. All oligos were validated by performing a Primer-Blast (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi>).

Gene name	Forward and reverse oligo sequence used in qRT-PCR analyses
Mouse <i>Gapdh</i>	TTCACCACCATGGAGAAGGC<br>GGCATCGACTGTGGTCATGA
Mouse <i>Ifit1</i>	GAACCCATTGGGGATGCACAACCT<br>CTTGTCCAGGTAGATCTGGGCTTCT
Mouse <i>Cxcl10</i>	GGGATCCCTCTCGCAAGGACGGTCC<br>ACGCTTTCATTAAATTCTTGATGGT
Mouse <i>Cxcl2</i>	CGGTCAAAAAGTTTGCCTTG<br>TCCAGGTCAGTTAGCCTTGC
Mouse <i>Il10</i>	AGAAAAGAGAGCTCCATCATGC<br>TTATTGTCTTCCCGGCTGTACT
Mouse <i>ENGase</i>	ACCTCTGAGCCCTGAATGAA<br>TTCAATGTAGCCCTGGAACC
Mouse <i>ManBA</i>	AAGCAGCCAAGGTTTATTTC<br>ATCCAATTTGAGCCTTTCAG

SUPPLEMENTARY METHODS

1. Chemical synthesis

- 1-1. General information
- 1-2. **Supplementary Figure 8.** Synthesis of disaccharide **4 α** and **4 β**
- 1-3. **Supplementary Figure 9.** Synthesis of trisaccharide **10**
- 1-4. Experimental Procedure
- 1-5. NMR Spectra of Compounds **3 α** , **3 β** , **4 α** , **4 β** , **7**, **9**, and **10**

1. Chemical synthesis

1-1. General information

All reactions sensitive to moisture were carried out under argon atmosphere with anhydrous solvents under anhydrous conditions, unless otherwise noted. These solvents and other reagents were purchased from Kanto Chemical Co., Inc (Tokyo, Japan), Tokyo Chemical Industry (Tokyo, Japan) and Wako Pure Chemical Industries Ltd. (Tokyo, Japan) and used without further purification, unless otherwise noted. Analytical thin layer chromatography was developed on TLC Silica gel 60 F₂₅₄ plate (Merck, Darmstadt, Germany). Silica gel column chromatography was performed on Silica gel 60 N (40–100 mesh or 100–210 mesh, Kanto Chemical Co., Inc, Tokyo, Japan) or Hi-Flash column (YAMAZEN, Osaka, Japan). MALDI-TOF MS was recorded in the high-resolution mode with positive ion mode on an AXIMA-Performance (Shimadzu, Kyoto, Japan). NMR spectra were recorded with JNM-ECA600 (JEOL, Tokyo, Japan; ¹H: 600 MHz, ¹³C: 150 MHz). Chemical shifts are given in ppm and referenced to internal TMS (δH 0.00 in CDCl₃), CDCl₃ (δC 77.16 in CDCl₃) or HOD (δH 4.65 in D₂O). The resonances were assigned according to diagram below.

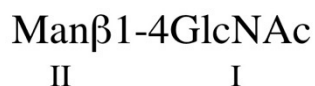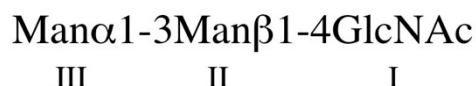

1-2. Supplementary Figure 8. Synthesis of disaccharide **4 α and **4 β****

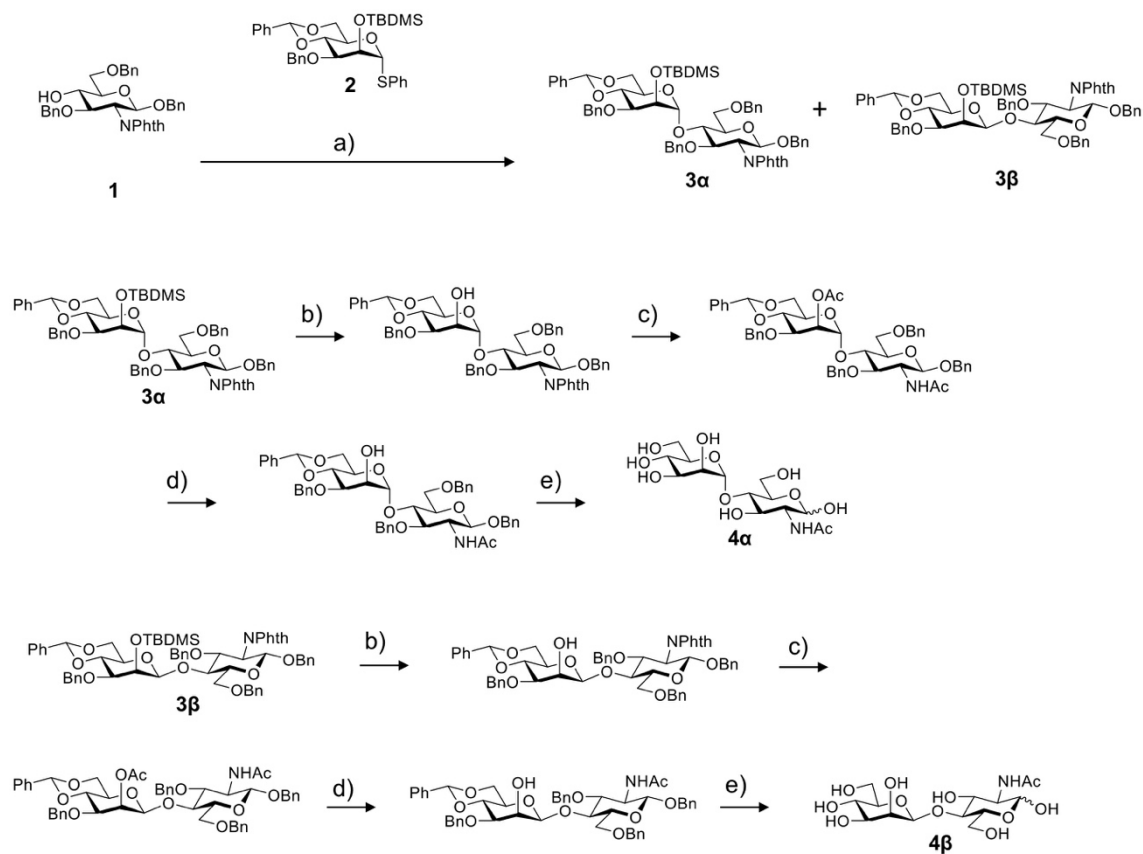

Supplementary Figure 8. Reagents and conditions; a) NIS/TfOH, MS4A, CH₂Cl₂, b) 1M TBAF, THF, c) i) ethylenediamine, *n*-BuOH, ii) Ac₂O, pyridine; 40 °C, d) 1M NaOMe, MeOH, e) Pd(OH)₂/C, THF/H₂O.

1-3. Supplementary Figure 9. Synthesis of trisaccharide 10

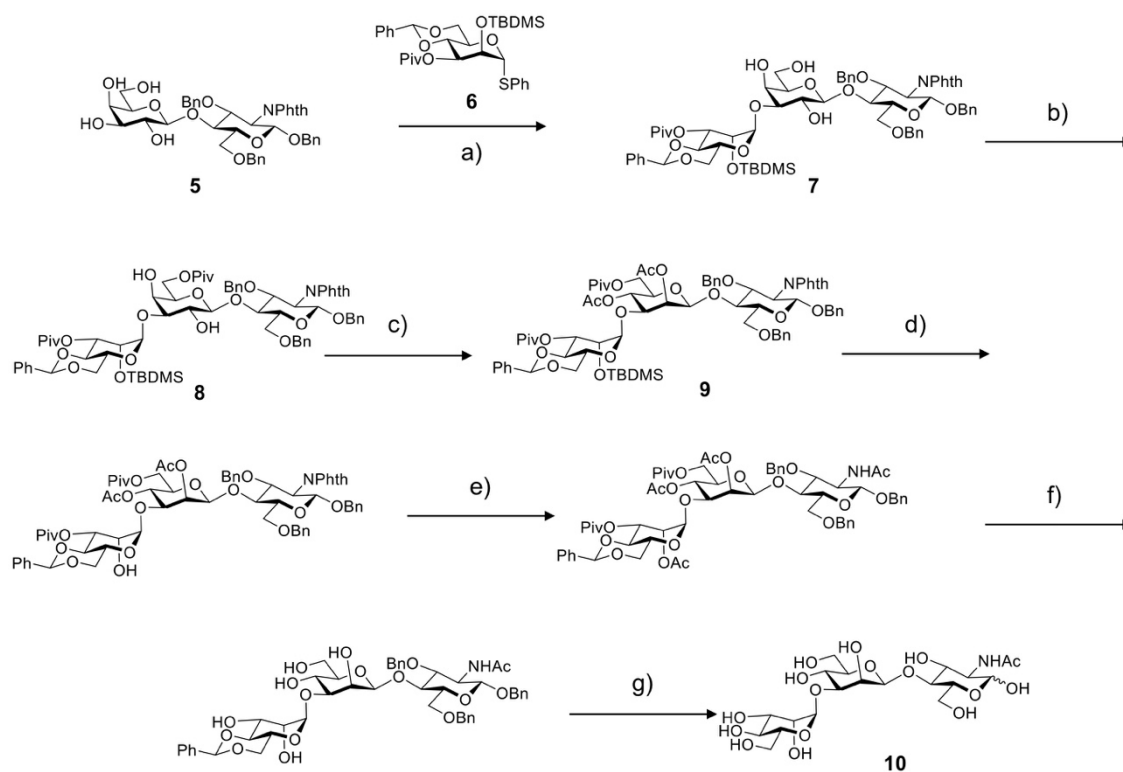

Supplementary Figure 8. Reagents and conditions; a) NIS/TfOH, MS4A, CH_2Cl_2 , b) PivCl, pyridine, c) i) TiF_2O , pyridine, ii) CsOAc , 18-crown-6, d) 1M TBAF, THF, e) i) ethylenediamine, n -BuOH, ii) Ac_2O , pyridine, f) 1M NaOMe, MeOH, g) $\text{Pd}(\text{OH})_2/\text{C}$, THF/ H_2O .

1-4. Experimental Procedure

Benzyl 3-*O*-benzyl-4,6-*O*-benzylidene-2-*O*-*tert*-butyldimethylsilyl- α -D-mannopyranosyl-(1 $\rightarrow$ 4)-3,6-di-*O*-benzyl-2-deoxy-2-phthalimido- β -D-glucopyranoside (**3a**) and Benzyl 3-*O*-benzyl-4,6-*O*-benzylidene-2-*O*-*tert*-butyldimethylsilyl- β -D-mannopyranosyl-(1 $\rightarrow$ 4)-3,6-di-*O*-benzyl-2-deoxy-2-phthalimido- β -D-glucopyranoside (**3b**)

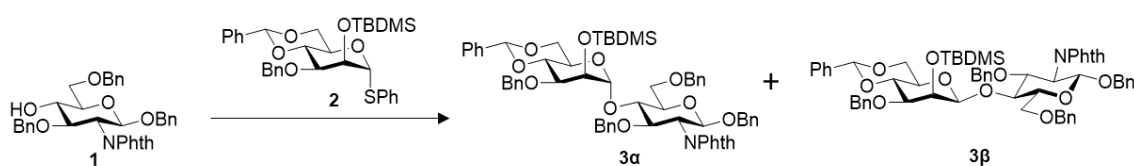

A mixture of glycosyl acceptor **1** (100 mg, 0.18 mmol), glycosyl donor **2** (154 mg, 0.27 mmol), NIS (99.4 mg, 0.44 mmol) and MS4 Å (750 mg) was dissolved in 7 mL of dried CH₂Cl₂ under argon. TfOH (8 μ L, 90 μ mol) was added to the mixture at -78 °C. The reaction mixture was stirred at -50 °C for 3 hours, before the reaction was quenched with Et₃N (25 μ L, 180 μ mol) at -50 °C. The reaction mixture was diluted with EtOAc, and filtered through celite. The filtrate was washed with aq. Na₂S₂O₃, saturated aq. NaHCO₃, and brine. The organic layer was dried over anhydrous MgSO₄, filtered, and concentrated *in vacuo*. The resulting residue was purified by gel filtration chromatography with toluene and by flash silica gel column chromatography with toluene-EtOAc (12/1, v/v) to give **3a** (74.1 mg, 72 μ mol, 40%) as a colorless syrup, **3b** (79.5 mg, 77 μ mol, 43%) as a colorless syrup; **3a**; *R*_f = 0.55 (Toluene/EtOAc = 12/1, v/v); ¹H NMR (600 MHz, CDCl₃): δ 7.63-6.76 (m, 29H, aromatic *H*), 5.64 (s, 1H, PhCH), 5.07 (m, 2H, H-1^I, H-1^{II}), 4.77 (m, 2H, PhCH₂), 4.71 (d, 1H, *J* = 12.6 Hz, PhCH₂), 4.65 (m, 2H, PhCH₂), 4.60 (d, 1H, *J* = 12.0 Hz, PhCH₂), 4.47 (d, 1H, *J* = 12.6 Hz, PhCH₂), 4.22 (m, 6H, H-2^I, H-3^I, H-2^{II}, H-6^{II}, H-6^I, PhCH₂), 3.92 (m, 2H, H-4^I, H-5^{II}), 3.83 (m, 4H, H-6^I, H-6^I, H-3^{II}, H-4^{II}), 3.59 (dt, 1H, *J* = 3.0 Hz, *J* = 6.6 Hz, *J* = 10.2 Hz, H-5^I), 0.922 (s, 1H, Si(CH₃)₂C(CH₃)₃), 0.090, 0.082 ppm (s, 6H, Si(CH₃)₂C(CH₃)₃).; ¹³C NMR (150 MHz, CDCl₃): δ 138.65-123.26 (aromatic C), 103.95 (C-1^{II}), 101.64 (PhCH), 97.18 (C-1^I), 80.22, 79.38, 78.82, 75.43, 74.89, 74.42, 73.60, 72.98, 71.85, 70.76, 69.01, 65.45, 55.61, 25.86 (Si(CH₃)₂C(CH₃)₃), 18.60 (Si(CH₃)₂C(CH₃)₃), -4.279, -5.083 ppm (2C, Si(CH₃)₂C(CH₃)₃).; MALDI-TOF MS: *m/z* calcd for C₆₁H₆₇NNaO₁₂Si⁺: 1056.433 [M+Na]⁺; found: 1056.678; **3b**; *R*_f = 0.20 (Toluene/EtOAc = 12/1, v/v); ¹H NMR (600 MHz, CDCl₃): δ 7.49-6.75 (m, 29H, aromatic *H*), 5.50 (s, 1H, PhCH), 5.14 (d, 1H, *J*_{1,2} = 8.4 Hz, H-1^I), 4.88 (d, 1H, *J* = 12.0 Hz, PhCH₂), 4.79 (m, 2H, PhCH₂), 4.70 (d, 1H, *J* = 12.0 Hz, PhCH₂), 4.66 (d, 1H, *J* = 12.0 Hz, PhCH₂), 4.47 (m, 3H, PhCH₂, H-1^{II}), 4.34 (d, 1H, *J* = 12.6 Hz, PhCH₂), 4.24 (m, 2H, H-2^I, H-3^I), 4.14 (dd, 1H,

$J_{5,6} = 4.8$ Hz, $J_{6,6'} = 10.2$ Hz, H-6^{II}), 4.01 (dd, 1H, $J_{3,4} = 8.4$ Hz, $J_{4,5} = 10.2$ Hz, H-4^I), 3.97 (t, 1H, $J_{3,4} = J_{4,5} = 9.0$ Hz, H-4^{II}), 3.90 (d, 1H, $J_{1,2} = 2.4$ Hz, H-2^{II}), 3.77 (dd, 1H, $J_{5,6} = 2.4$ Hz, H-6^I), 3.72 (dd, 1H, $J_{5,6'} = 3.6$ Hz, $J_{6,6'} = 10.2$ Hz, H-6'^I), 3.56 (td, 1H, $J_{4,5} = 10.2$ Hz, $J_{5,6} = 2.4$ Hz, $J_{5,6'} = 3.6$ Hz, H-5^I), 3.51 (t, 1H, $J_{5,6} = J_{6,6'} = 10.2$ Hz, H-6'^{II}), 3.32 (dd, 1H, $J_{2,3} = 2.4$ Hz, $J_{3,4} = 9.6$ Hz, H-3^{II}), 3.14 (td, 1H, $J_{5,6} = 4.8$ Hz, $J_{6,6'} = 10.2$ Hz, H-5^{II}), 0.934 (s, 1H, Si(CH₃)₂C(CH₃)₃), 0.129, 0.075 ppm (s, 6H, Si(CH₃)₂C(CH₃)₃); ¹³C NMR (150 MHz, CDCl₃): δ 139.07-123.31 (aromatic C), 102.09 (C-1^{II}), 101.48 (PhCH), 97.62 (C-1^I), 80.45, 79.07, 78.12, 77.44, 75.04, 74.97, 73.80, 72.88, 72.14, 70.90, 68.78, 68.75, 67.30, 55.87, 26.13 (Si(CH₃)₂C(CH₃)₃), 18.60 (Si(CH₃)₂C(CH₃)₃), -3.656, -4.346 ppm (2C, Si(CH₃)₂C(CH₃)₃) ; MALDI-TOF MS: *m/z* calcd for: C₆₁H₆₇NNaO₁₂Si⁺: 1056.433 [M+Na]⁺; found: 1056.497.

α -D-mannopyranosyl-(1-4)-2-acetamido-2-deoxy-D-glucopyranose (**4a**)

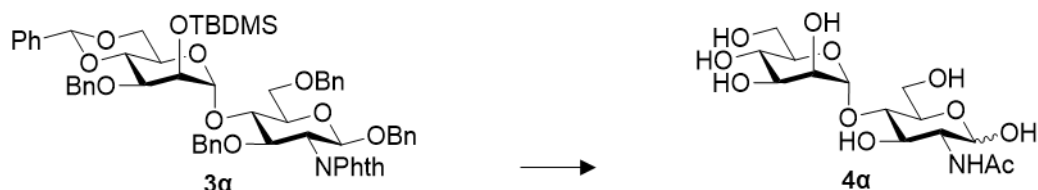

To a solution of compound **3a** (74 mg, 72 μ mol) in THF (1.4 mL) was added 1M TBAF in THF (220 μ L, 216 mmol) at 0 $^{\circ}$ C. The reaction mixture was stirred at 40 $^{\circ}$ C for 8 h. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in *n*-BuOH (1.6 mL) and then ethylenediamine (480 μ L, 7.2 mmol) was added. The reaction mixture was stirred at 90 $^{\circ}$ C for 1 day. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in pyridine (2 mL), and Ac₂O (300 μ L) was added at room temperature. The reaction mixture was stirred at 40 $^{\circ}$ C for 1 day, and then quenched with MeOH. The solution was concentrated *in vacuo*. The residue was diluted with CHCl₃, washed with 1M HCl, brine, saturated aq. NaHCO₃, and brine, successively. The organic layer was dried with MgSO₄, filtered, and evaporated *in vacuo*. The residue was dissolved in THF (1 mL) and MeOH (0.5 mL). The solution was added 1M NaOMe in MeOH (270 μ L) at 0 $^{\circ}$ C. The reaction mixture was stirred 40 $^{\circ}$ C for 3 hours, and neutralized with Amberlyst 15DRY, filtered, and concentrated *in vacuo*. The resulting residue was purified by flash silica gel column chromatography with chloroform/MeOH (20/1, *v/v*) to afford intermediate (37 mg, 62% in 4 steps). The compound was dissolved in THF (3 mL) and H₂O (3 mL), stirred in the presence of Pd(OH)₂/C (26 mg) at 40 $^{\circ}$ C under H₂ atmosphere for 1 day. The reaction mixture was filtered through celite. The filtrate was lyophilized. The residue was purified by ISOLUT C18 (H₂O) to afford compound **4a** (11 mg, 29 μ mol, 40% in 5 steps); *R*_f = 0.53 (CH₃CN/H₂O=2/1, *v/v*); ¹H NMR (600 MHz, D₂O): δ 5.17 (d, 1H, *J* = 1.2 Hz; H-1^{II}), 5.06 (d, 1H, *J* = 2.4 Hz; H-1 α ^I), 4.58 (m, 1H, H-1 β ^I), 3.92 (ddd, 1H, *J* = 1.8 Hz, *J* = 3.0 Hz, *J* = 13.8 Hz), 3.83-3.41 (m, 11H), 1.92 (s, 3H, COCH₃), 1.92 ppm (s, 3H, COCH₃).; MALDI-TOF-MS: *m/z* calcd for C₁₄H₂₅NNaO₁₁⁺: 406.132; found: 406.083.

β -D-mannopyranosyl-(1-4)-2-acetamido-2-deoxy-D-glucopyranose (**4 β**)

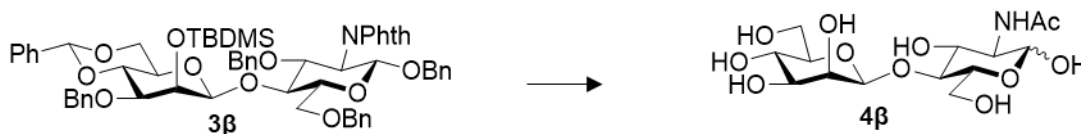

To a solution of compound **3 β** (80 mg, 77 μ mol) in THF (1.4 mL) was added 1M TBAF in THF (230 μ L, 237 mmol) at 0 °C. The reaction mixture was stirred at 40 °C for 1 day. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in *n*-BuOH (1.7 mL) and then ethylenediamine (500 μ L, 7.7 mmol) was added. The reaction mixture was stirred at 90 °C for 1 day. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in pyridine (1 mL), and Ac₂O (300 μ L) was added at room temperature. The reaction mixture was stirred at 40 °C for 1 day, and then quenched with MeOH. The solution was concentrated *in vacuo*. The residue was diluted with chloroform, washed with 1M HCl, brine, saturated aq. NaHCO₃, and brine, successively. The organic layer was dried with MgSO₄, filtered, and evaporated *in vacuo*. The residue was dissolved in THF (1 mL) and MeOH (0.5 mL). The solution was added 1M NaOMe in MeOH (370 μ L) at 0 °C. The reaction mixture was stirred 40 °C for 12 hours, and neutralized with Amberlyst 15DRY, filtered, and concentrated *in vacuo*. The resulting residue was purified by flash silica gel column chromatography with chloroform/MeOH (20/1, v/v) to afford intermediate (70 mg, quant. in 4 steps). The compound was dissolved in THF (5 mL) and H₂O (5 mL), stirred in the presence of Pd(OH)₂/C (50 mg) at 40 °C under H₂ atmosphere for 1 day. The reaction mixture was filtered through celite. The filtrate was lyophilized. The residue was purified by ISOLUT C18 (H₂O) to afford compound **4 β** (22 mg, 57 μ mol, 67%); R_f = 0.53 (CH₃CN/H₂O=2/1, v/v); ¹H NMR (600 MHz, D₂O): δ 5.28 (d, J = 3.0 Hz, H-1 α^I), 4.83 (s, 1H, H-1 ^{II}), 4.79 (d, J = 7.8 Hz, H-1 β^I), 4.14-3.47 (m, 12H), 2.11 ppm (s, 3H, COCH₃).; MALDI-TOF MS: m/z calcd for C₁₄H₂₅NNaO₁₁⁺: 406.132; found: 406.117.

Benzyl14,6-*O*-benzylidene-3-*O*-pivaloyl-2-*O*-*tert*-butyldimethylsilyl- α -D-mannopyranosyl-(1-3)- β -D-galactopyranosyl-(1-4)-3,6-di-*O*-benzyl-2-deoxy-2-phthalimide- β -D-glucopyranoside (**7**)

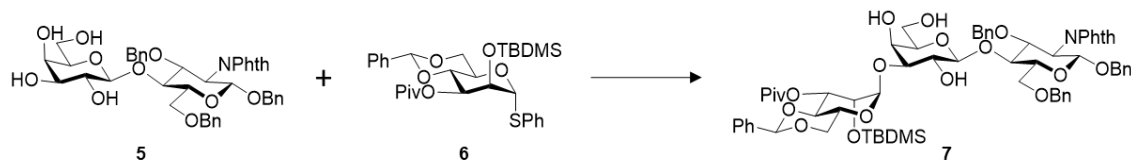

A mixture of glycosyl acceptor **5** (100 mg, 135 μ mol), glycosyl donor **6** (165 mg, 297 μ mol), NIS (46 mg, 203 μ mol) and MS4 Å (800 mg) was dissolved in 16 mL of dried CH_2Cl_2 (16 mL) under argon. TfOH (13 μ L, 149 μ mol) was added to the mixture at -78°C . The reaction mixture was stirred at -78°C for 12 hours, before the reaction was quenched with Et_3N (206 μ L, 1.49 mmol) at -78°C . The reaction mixture was diluted with EtOAc, and filtered through celite. The filtrate was washed with aq. $\text{Na}_2\text{S}_2\text{O}_3$, saturated aq. NaHCO_3 , and brine. The organic layer was dried over anhydrous MgSO_4 , filtered, and concentrated *in vacuo*. The resulting residue was purified by gel filtration chromatography with toluene and by flash silica gel column chromatography with hexane-EtOAc (hexane/EtOAc = 1/1, v/v) to give **7** (91 mg, 87 μ mol, 64%) as a white powder; R_f = 0.33 (Hexane/EtOAc = 1/1, v/v); ^1H NMR (600 MHz, CDCl_3): δ 7.65-6.84 (m, 24H, aromatic *H*), 5.60 (s, 1H, PhCH), 5.35 (dd, 1H, $J_{2,3}$ = 3.0 Hz, $J_{3,4}$ = 10.2 Hz, H-3^{III}), 5.13 (d, 1H, $J_{1,2}$ = 8.4 Hz, H-1^I), 4.83 (m, 3H, H-1^{III}, PhCH₂), 4.73 (d, 1H, J = 12.0 Hz, PhCH₂), 4.59 (d, 1H, J = 12.0 Hz, PhCH₂), 4.49 (m, 3H, H-1^{II}, PhCH₂), 4.37 (dd, 1H, J = 8.4 Hz, J = 10.8 Hz, H-3^I), 4.19 (m, 6H, H-2^I, H-4^I, H-2^{III}, H-4^{III}, H-5^{III}, H-6^{III}), 4.02 (dd, 1H, J = 3.6 Hz, J = 11.4 Hz, H-6^I), 3.82 (m, 4H, H-6^I, H-2^{II}, H-4^{II}, H-6^{III}), 3.66 (m, 3H, H-5^I, H-6^{II}, H-6^{III}), 3.49 (dd, 1H, J = 3.0 Hz, J = 9.6 Hz, H-3^{II}), 3.22 (m, 2H, H-5^{II}, -OH), 2.71 (OH), 1.80 (OH), 1.20 (s, 9H, $\text{COC}(\text{CH}_3)_3$), 0.943 ($\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$), 0.070, 0.068 ppm (s, 6H, $\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$). ; ^{13}C NMR (150 MHz, CDCl_3): δ 178.26 ($\text{COC}(\text{CH}_3)_3$), 138.52-126.00 (aromatic C), 103.15 (C-1^{II}), 101.28 (PhCH), 98.56 (C-1^{III}), 97.59 (C-1^I), 78.53, 78.36, 77.67, 76.29, 74.84, 74.72 (PhCH₂), 74.19, 73.56 (PhCH₂), 71.01, 70.89 (PhCH₂), 70.64, 70.39, 68.83 (C-6^{III}), 68.33 (C-6^I), 66.68, 64.87, 62.74 (C-6^{II}), 55.97 (C-2^I), 39.10 ($\text{COC}(\text{CH}_3)_3$), 27.36 ($\text{COC}(\text{CH}_3)_3$), 25.80 ($\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$), 18.04 ($\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$), -4.48, -4.72 ppm ($\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$); MALDI-TOF MS: m/z calcd for $\text{C}_{65}\text{H}_{79}\text{NNaO}_{18}\text{Si}^+$: 1212.496[M+Na]⁺, found: 1212.413.

Benzyl 3-*O*-benzyl-4,6-*O*-benzylidene-2-*O*-*tert*-butyldimethylsilyl- α -D-mannopyranosyl-(1-3)-2,4-di-*O*-acetyl-6-*O*-pivaloyl- β -D-mannopyranosyl-(1-4)-3,6-di-*O*-benzyl-2-deoxy-2-phthalimido- β -D-glucopyranoside (**9**)

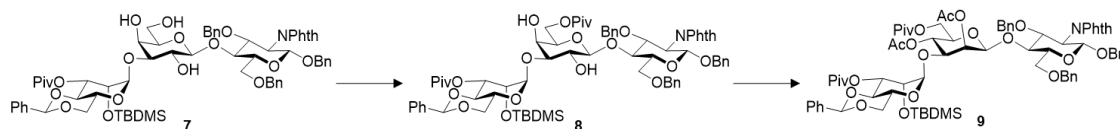

To a solution of compound **7** (100 mg, 84 μ mol) in pyridine (340 μ L) was added pivaloyl chloride (52 μ L, 420 μ mol) at 0 $^{\circ}$ C. The reaction mixture was stirred at room temperature for 2 hours, and before the reaction was quenched with methanol, azetropic-dried 3 times, diluted with EtOAc and washed with 1M HCl, brine, saturated aq. NaHCO₃, and brine, successively. The organic layer was dried with MgSO₄, filtered, and evaporated *in vacuo*. The resulting residue was purified by flash silica gel column chromatography with toluene-EtOAc (Toluene/EtOAc = 4/1, v/v) to give **8** (104 mg, 92 μ mol, quant.). A solution of compound **8** (93 mg, 73 μ mol) in CH₂Cl₂ (1.3 mL) was added trifluoromethanesulfonic anhydride (123 μ L, 730 μ mol) and dry pyridine (176 μ L, 2.19 mmol) at 0 $^{\circ}$ C. The reaction mixture was stirred at room temperature for 30 min, and before the reaction was quenched with NaHCO₃ aq. and diluted with EtOAc and washed with brine. The organic layer was dried over anhydrous MgSO₄, filtered, and concentrated *in vacuo*. The resulting residue was purified by gel filtration chromatography with toluene and by flash silica gel column chromatography with toluene-EtOAc (Toluene/EtOAc = 8/1, v/v). The product was azetropic-dried 3 times with dried toluene. A solution of in dry toluene (2.8 mL) was added CsOAc (140 mg, 730 μ mol) and 18-crown-6 (193 mg, 730 μ mol). The reaction mixture was kept in a water bath under ultrasonication for overnight. The reaction mixture was diluted with EtOAc, and then the organic layer was washed with Brine, sat. aq. NaHCO₃, Brine, dried over anhydrous MgSO₄, filtered, concentrated *in vacuo*. The resulting residue was purified by flash silica gel column chromatography with toluene-EtOAc (4:1 v/v) to give **9** (48 mg, 34 μ mol, 47% in 3 steps); *R*_f = 0.50 (Toluene/EtOAc = 4/1, v/v); ¹H-NMR (600 MHz, CDCl₃) δ 7.79-6.65 (m, 24H), 5.55 (s, 1H, PhCH), 5.39 (d, 1H, *J*_{1,2} = 3.0 Hz, H-2^{II}), 5.15 (m, 2H, H-4^{II}, H-3^{III}), 5.05 (d, 1H, *J*_{1,2} = 7.8 Hz, H-1^I) 4.83 (d, 1H, *J* = 12.6 Hz, PhCH₂), 4.77 (m, 2H, PhCH₂), 4.70 (d, 1H, *J*_{1,2} = 1.8 Hz, H-1^{III}), 4.67 (s, 1H, H-1^{II}), 4.47 (m, 2H, PhCH₂), 4.37 (d, 1H, *J* = 12.6Hz, PhCH₂), 4.29 (dd, 1H, *J*_{6,6'} = 4.2 Hz, *J*_{5,6} = 10.2 Hz, H-6^{III}), 4.08 (m, 7H, H-2^I, H-3^I, H-4^I, H-6^{II}, H-6^{III}, H-2^{III}, H-4^{III}), 3.87 (m, 2H, H-6^I, H-5^{III}), 3.78 (m, 2H, H-6^I, H-6^{III}), 3.53 (m, 2H, H-5^I, H-3^{II}), 3.33 (qd, 1H, *J* = 1.8 Hz, *J* = 4.8 Hz, *J* = 7.2 Hz, H-5^{II}), 2.18, 2.08 (s, 3H, COCH₃), 1.18, 1.15 (s, 9H, COC(CH₃)₃), 0.964 (s, 9H, Si(CH₃)₂C(CH₃)₃), 0.080, 0.073 ppm (s, 3H, Si(CH₃)₂C(CH₃)₃).; ¹³C NMR (150 MHz, CDCl₃): δ 178.23, 177.78, 170.02, 169.16, 167.65, 167.58, 138.65-123.18 (aromatic C), 103.67 (C-1^{III}), 101.52 (PhCH), 98.83 (C-1^{II}), 97.45 (C-1^I), 79.44, 77.68, 76.49, 76.18, 74.66, 74.49, 73.62, 73.46, 72.21, 70.91, 70.54, 68.83 (C-6^{III}), 68.42 (C-6^I), 67.60, 65.53, 62.00 (C-6^{II}), 55.78 (C-2^I), 39.05, 38.92 (2C, COC(CH₃)₃), 27.39, 27.13 (2C,

$\text{COC}(\text{CH}_3)_3$, 25.81 ($\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$), 20.99, 18.07 (2C, COCH_3), -4.470, 4.643 ppm (2C, s, 3H, $\text{Si}(\text{CH}_3)_2\text{C}(\text{CH}_3)_3$). ; MALDI-TOF MS: m/z calcd for $\text{C}_{74}\text{H}_{91}\text{NNaO}_{21}\text{Si}^+$: 1380.575; found: 1380.749.

α -D-mannopyranosyl-(1-3)- β -D-mannopyranosyl-(1-4)-2-acetamido-2-deoxy-D-glucopyranose (**10**)

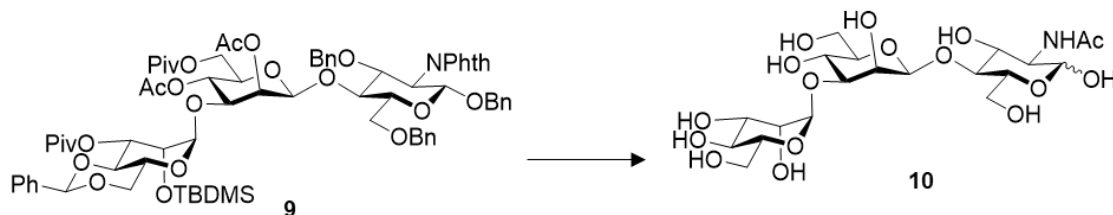

To a solution of compound **9** (48 mg, 34 μ mol) in THF (700 μ L) was added 1M TBAF in THF (102 μ L, 102 μ mol) at 0 $^{\circ}$ C. The reaction mixture was stirred at 40 $^{\circ}$ C for 1 day. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in *n*-BuOH (760 μ L) and then ethylenediamine (227 μ L, 3.4 mmol) was added. The reaction mixture was stirred at 90 $^{\circ}$ C for 4 days. The reaction mixture was concentrated *in vacuo*. The residue was dissolved in pyridine (1 mL), and Ac₂O (150 μ L) was added at room temperature. The reaction mixture was stirred at 40 $^{\circ}$ C for 4 days, and then quenched with MeOH. The solution was concentrated *in vacuo*. The residue was diluted with chloroform, washed with 1M HCl, brine, saturated aq. NaHCO₃, and brine, successively. The organic layer was dried with MgSO₄, filtered, and evaporated *in vacuo*. The residue is dissolved in THF (0.5 mL) and MeOH (0.3 mL). The solution was added 1M NaOMe in MeOH (130 μ L) at 0 $^{\circ}$ C. The reaction mixture was stirred 40 $^{\circ}$ C for 2 days., and neutralized with Amberlyst 15DRY, filtered, and concentrated *in vacuo*. The resulting residue was purified by flash silica gel column chromatography with chloroform/MeOH (20/1, *v/v*) to afford intermediate (31 mg, 62% in quant. in 4 steps). The compound was dissolved in THF (2 mL) and H₂O (2 mL), stirred in the presence of Pd(OH)₂/C (20 mg) at 40 $^{\circ}$ C under H₂ atmosphere for 4 days. The reaction mixture was filtered through celite. The filtrate was lyophilized. The residue was purified by ISOLUT C18 (H₂O) to afford compound **10** (14 mg, 26 μ mol, 76% in 5 steps); *R*_f = 0.53 (CH₃CN/H₂O=2/1, *v/v*); ¹H NMR (600 MHz, D₂O): δ 5.27 (d, *J* = 3.0 Hz, H-1 α ^I), 5.18 (s, 1H, H-1), 4.85 (s, 1H, H-1), 4.78 (d, 1H, *J* = 7.8 Hz, H-1 β ^I), 4.29 (dd, 1H, *J* = 3.0 Hz, *J* = 6.6 Hz), 4.14 (bt, 1H, *J* = 1.8 Hz), 4.01-3.35 (m, 16H), 2.11 (s, 3H, COCH₃), 2.04 ppm (s, 3H, COCH₃).; MALDI-TOF-MS: *m/z* calcd for C₂₀H₃₅NNaO₁₆⁺: 568.185; found: 568.154.

1-5. NMR Spectra of Compounds 3 α , 3 β , 4 α , 4 β , 7, 9, and 10

**Supplementary Figure 10, 11.**	^1H and ^{13}C NMR Spectra of compound **3α**
**Supplementary Figure 12, 13.**	^1H and ^{13}C NMR Spectra of compound **3β**
**Supplementary Figure 14.**	^1H Spectrum of compound **4α**
**Supplementary Figure 15.**	^1H Spectrum of compound **4β**
**Supplementary Figure 16, 17.**	^1H and ^{13}C NMR Spectra of compound **7**
**Supplementary Figure 18, 19.**	^1H and ^{13}C NMR Spectra of compound **9**
**Supplementary Figure 20.**	^1H Spectrum of compound **10**

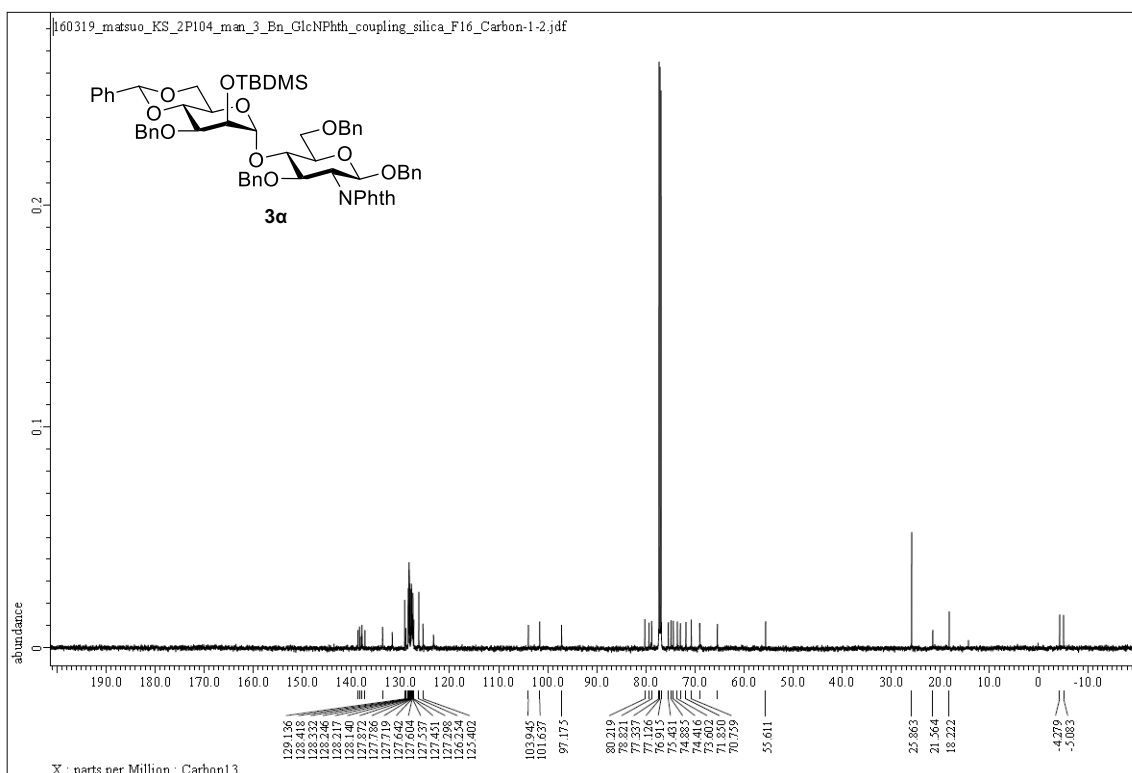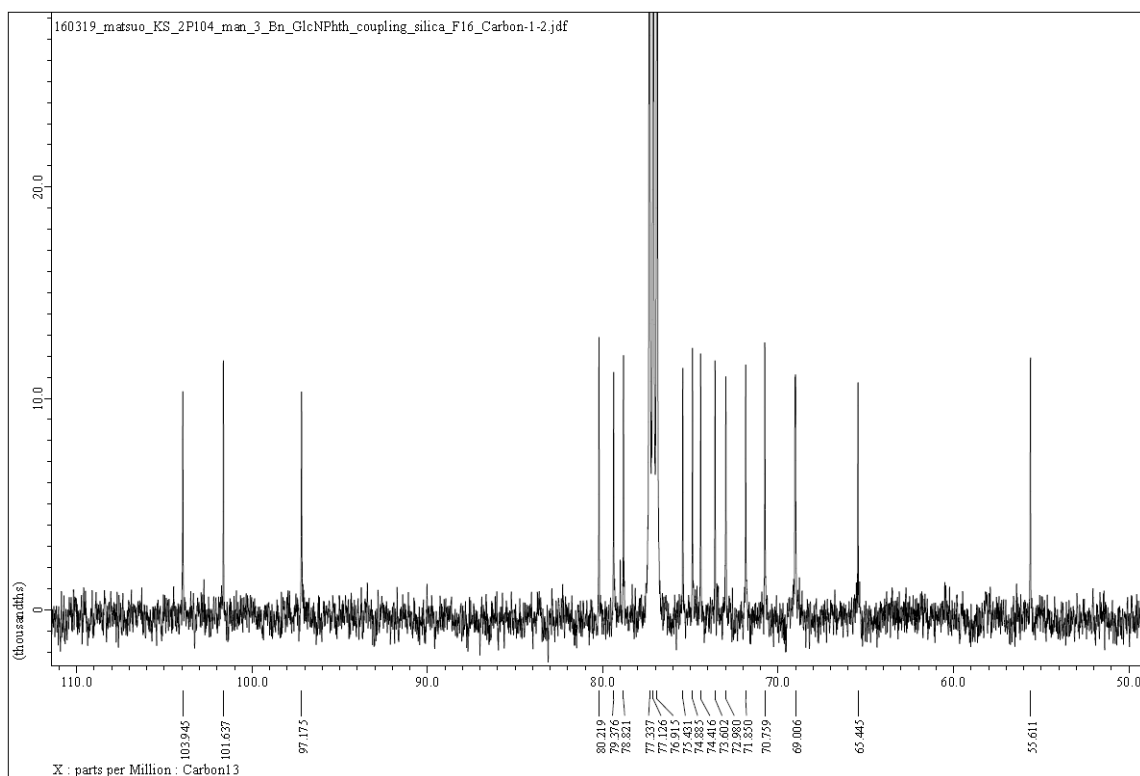

Supplementary Figure 11. ^{13}C NMR Spectrum of compound **3a**

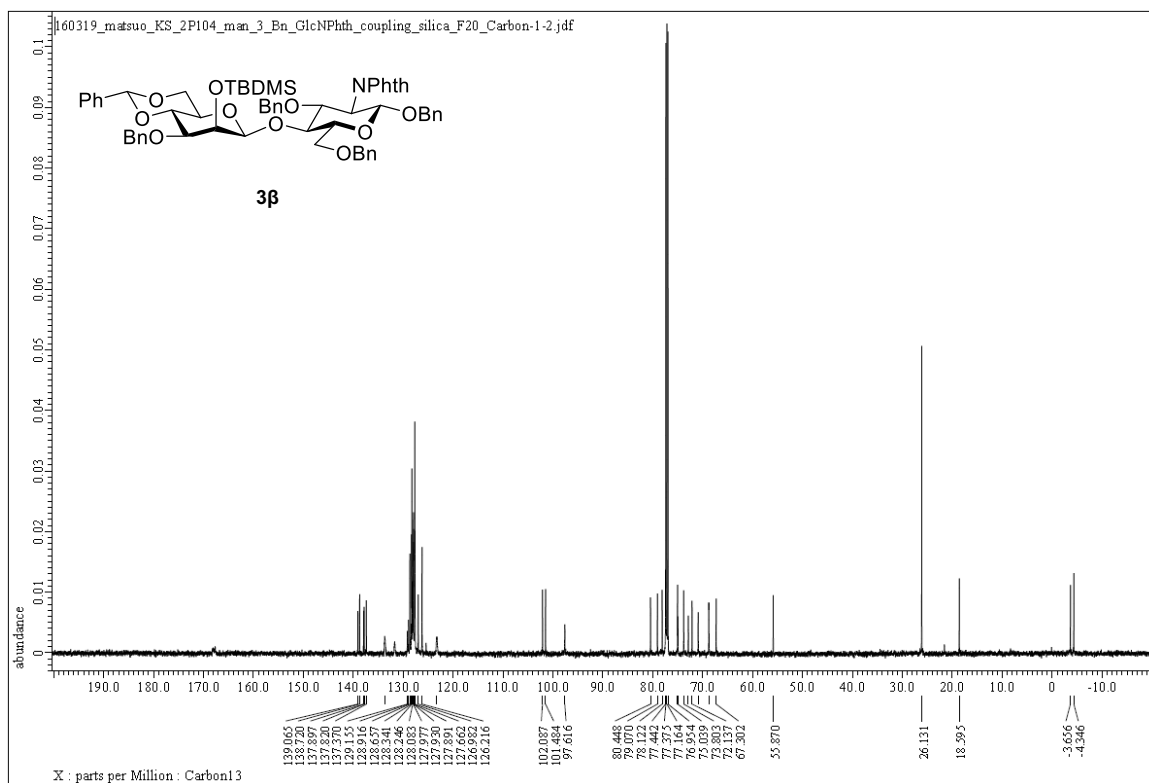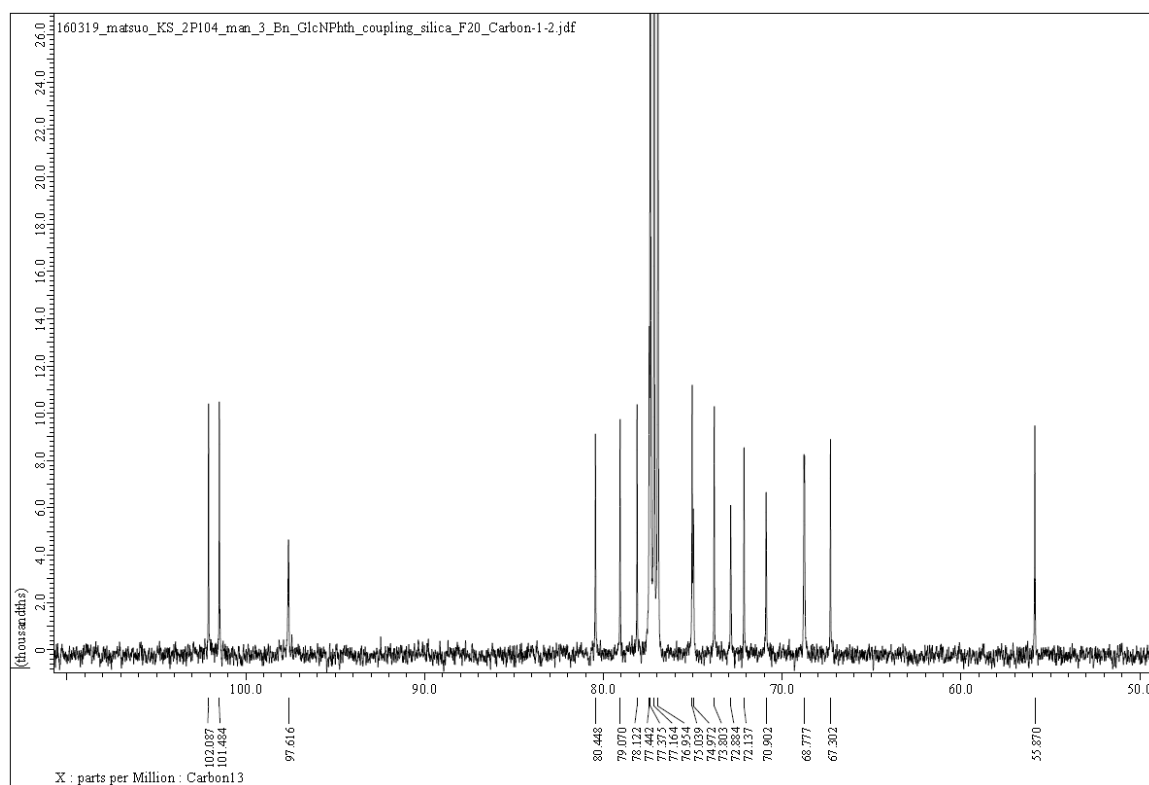

Supplementary Figure 13. ^{13}C NMR Spectrum of compound **3β**

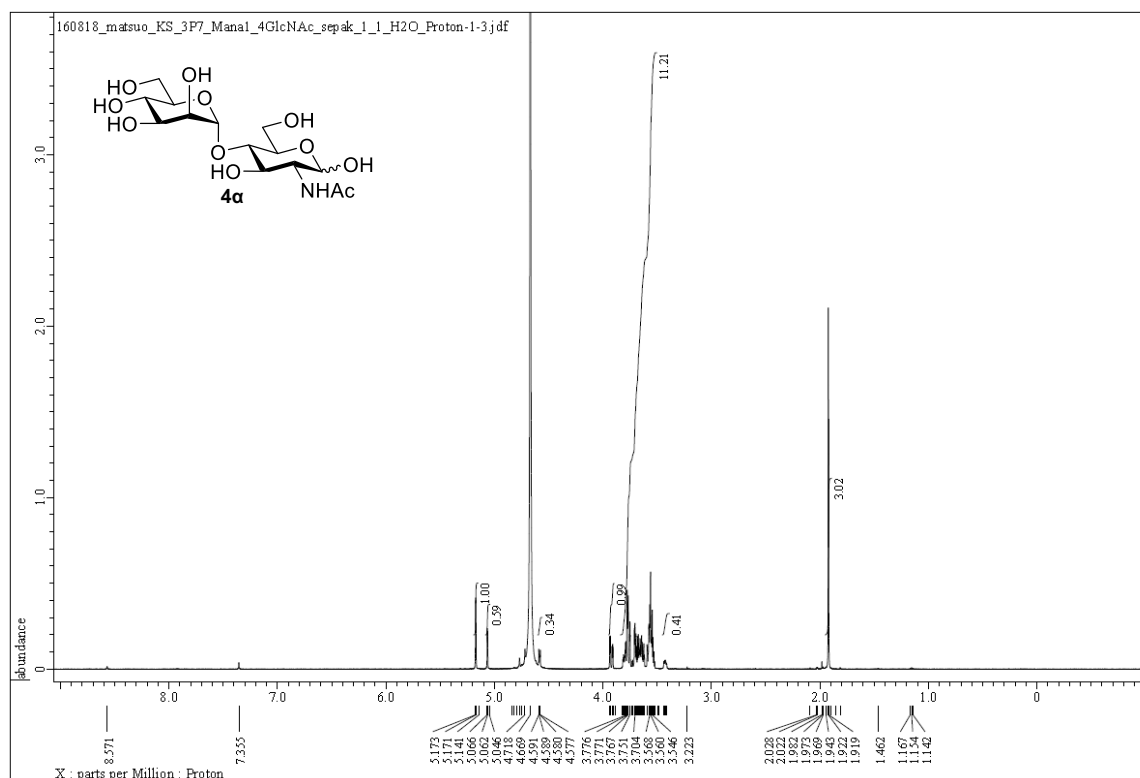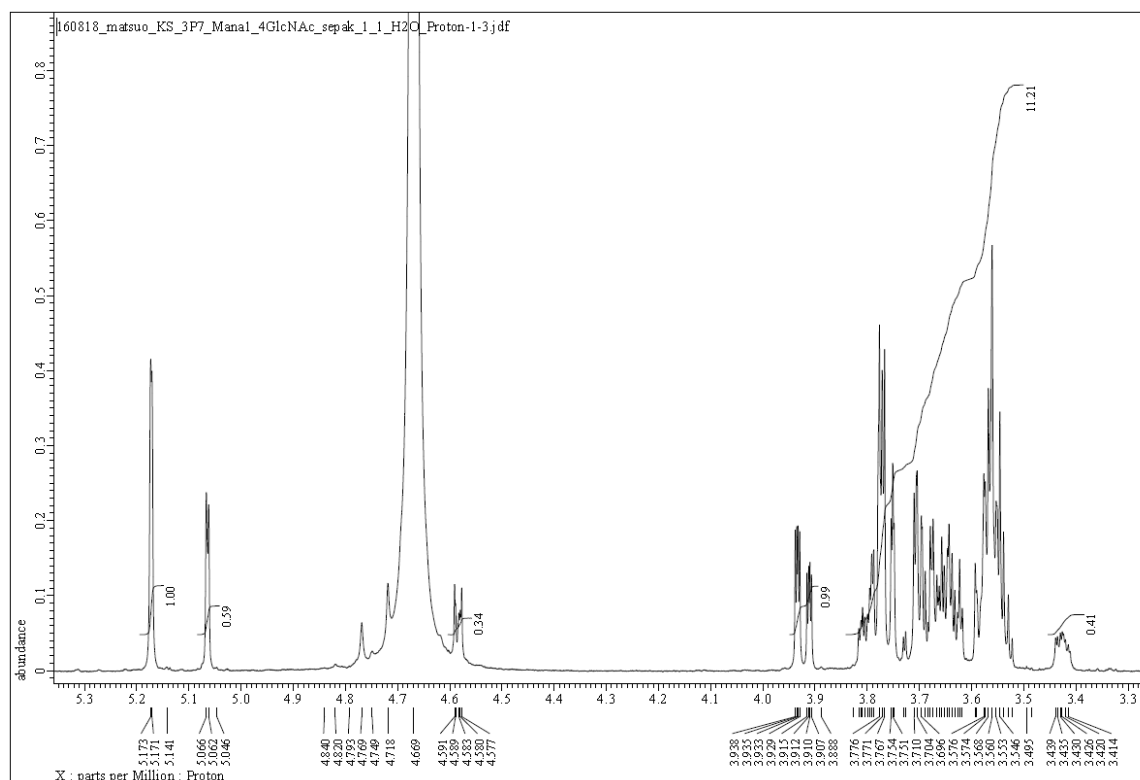

Supplementary Figure 14. ^1H Spectrum of compound **4α**

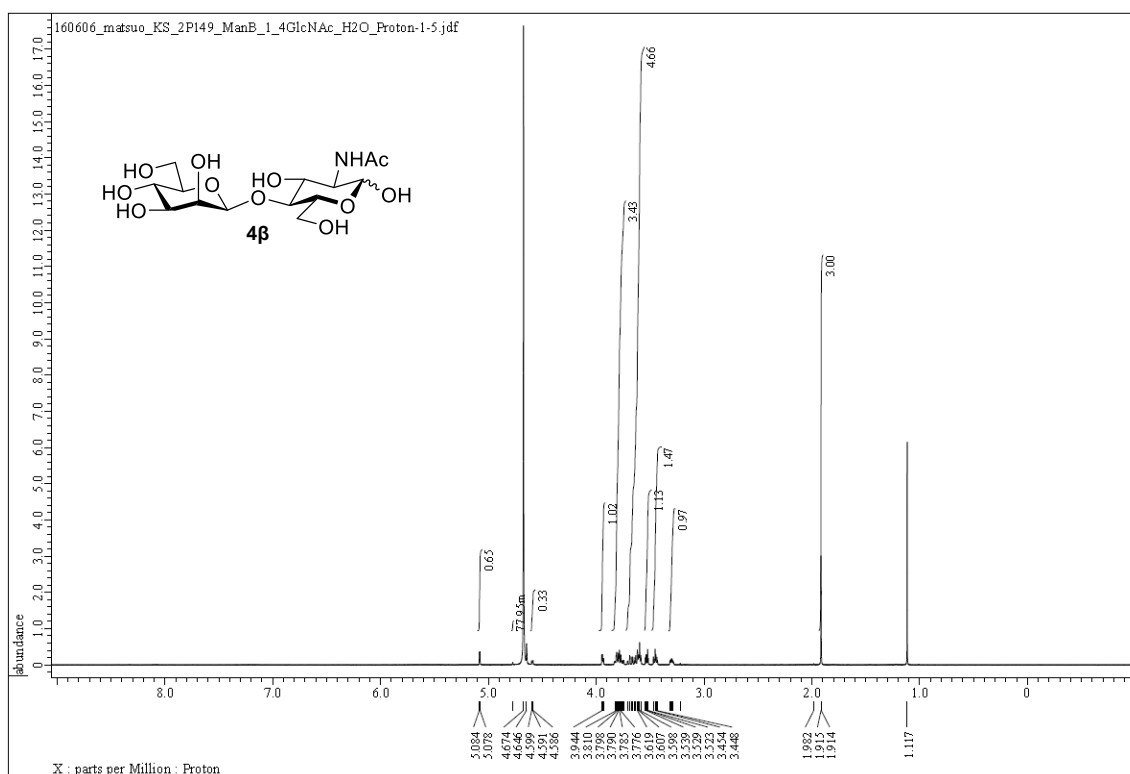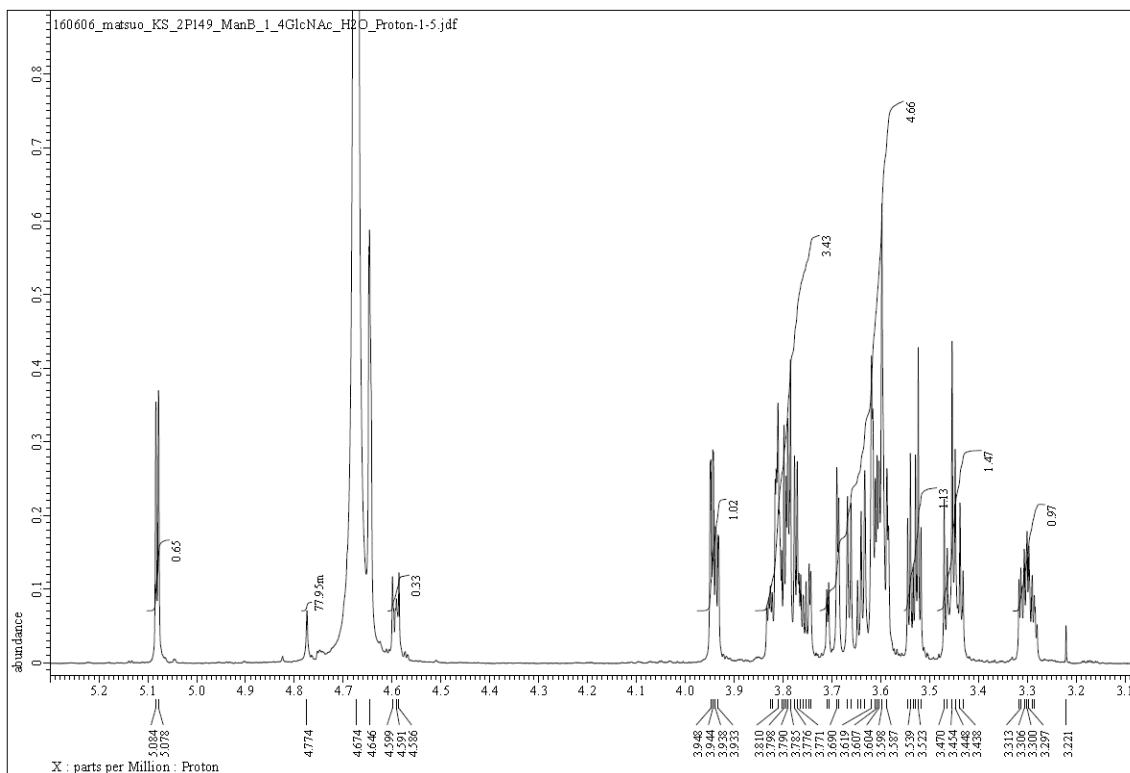

Supplementary Figure 15. ^1H Spectrum of compound **4α**

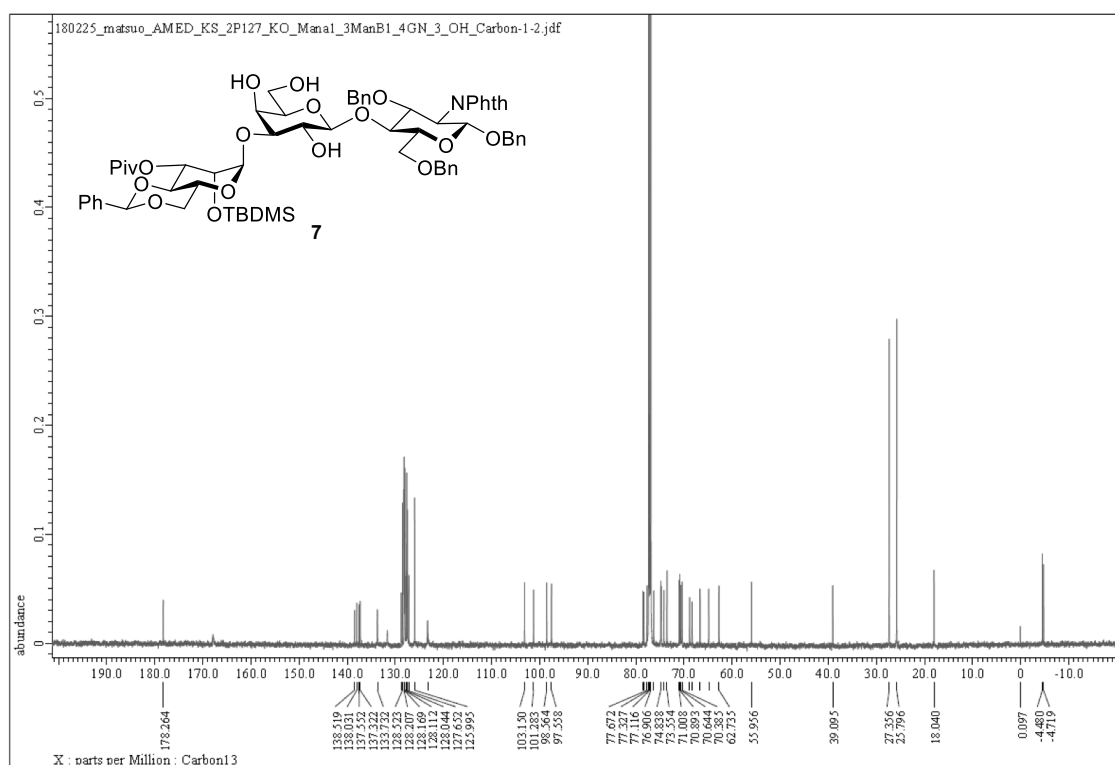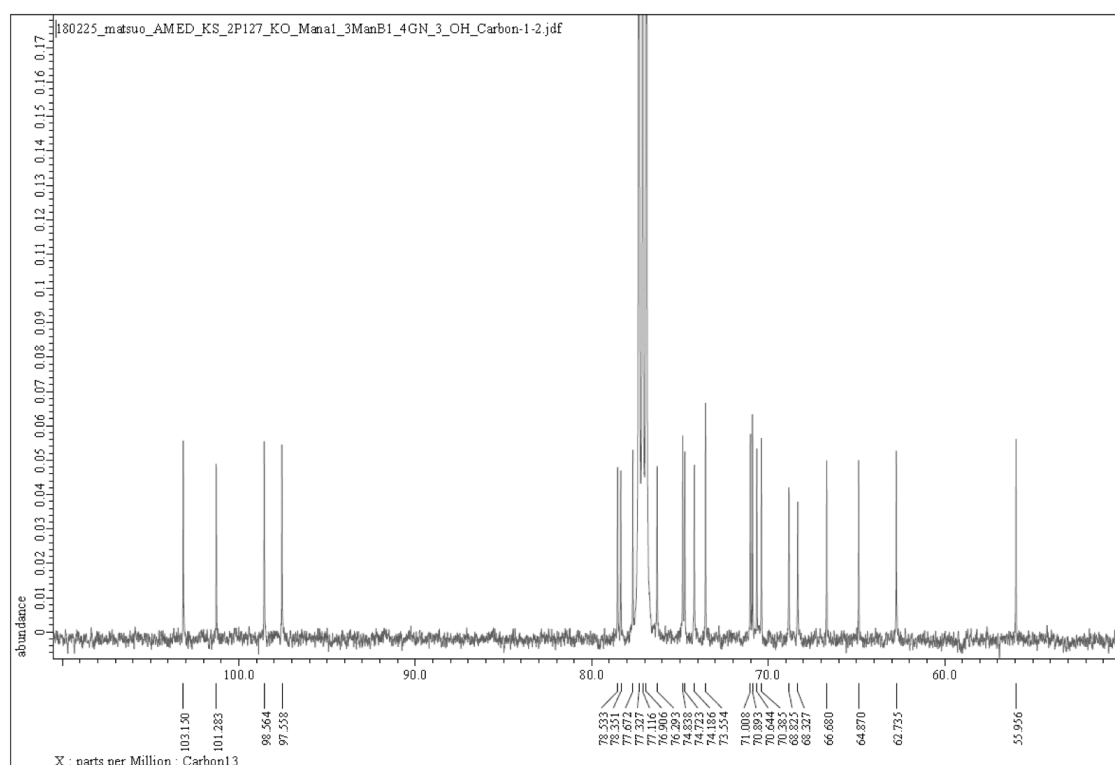

Supplementary Figure 17. ^{13}C NMR Spectrum of compound 7

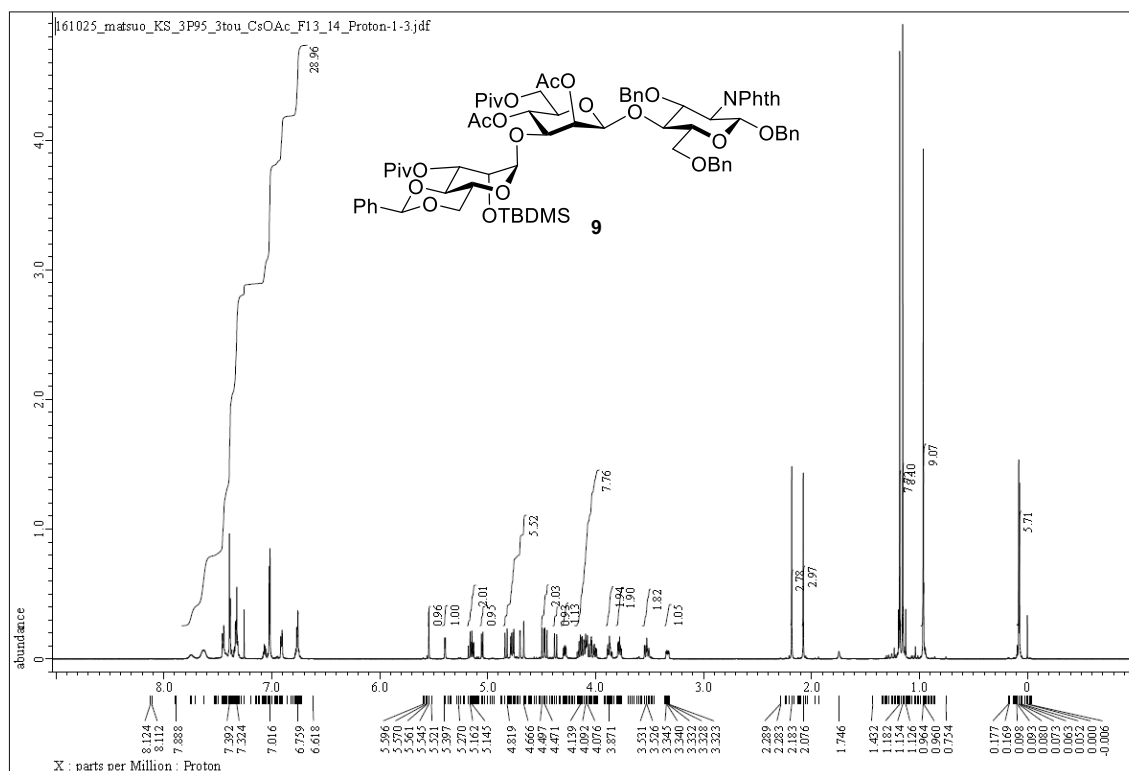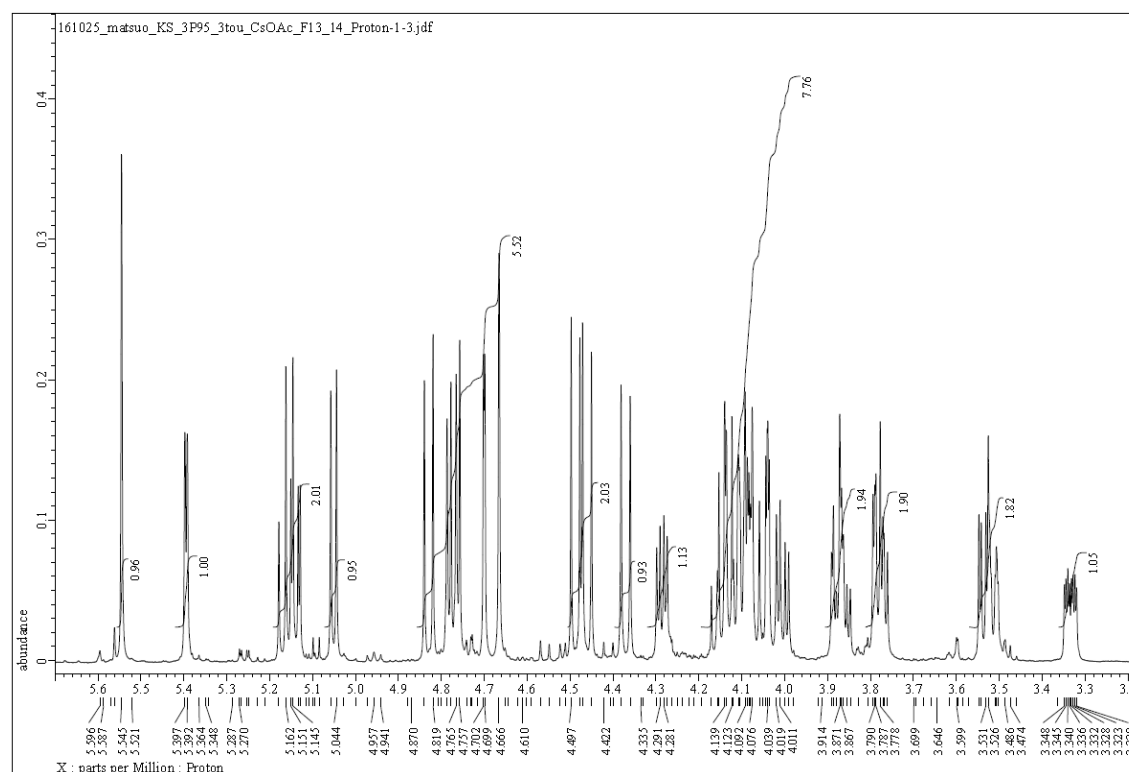

Supplementary Figure 18. ^1H Spectrum of compound 9

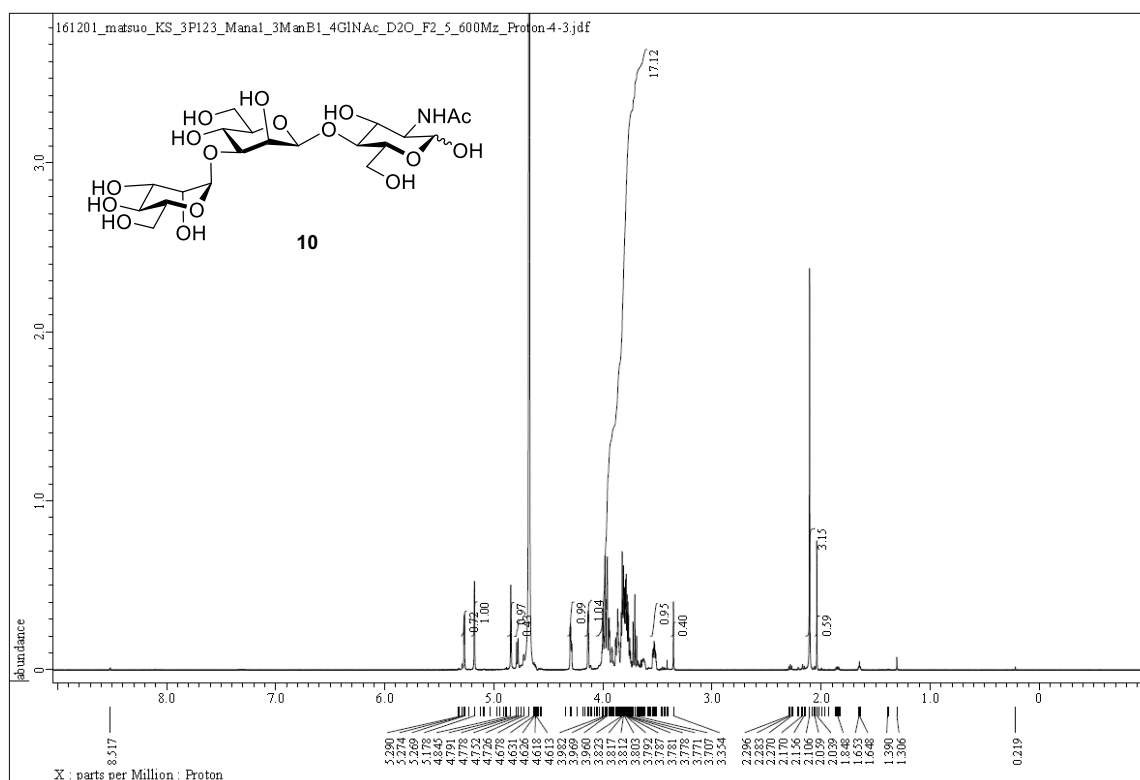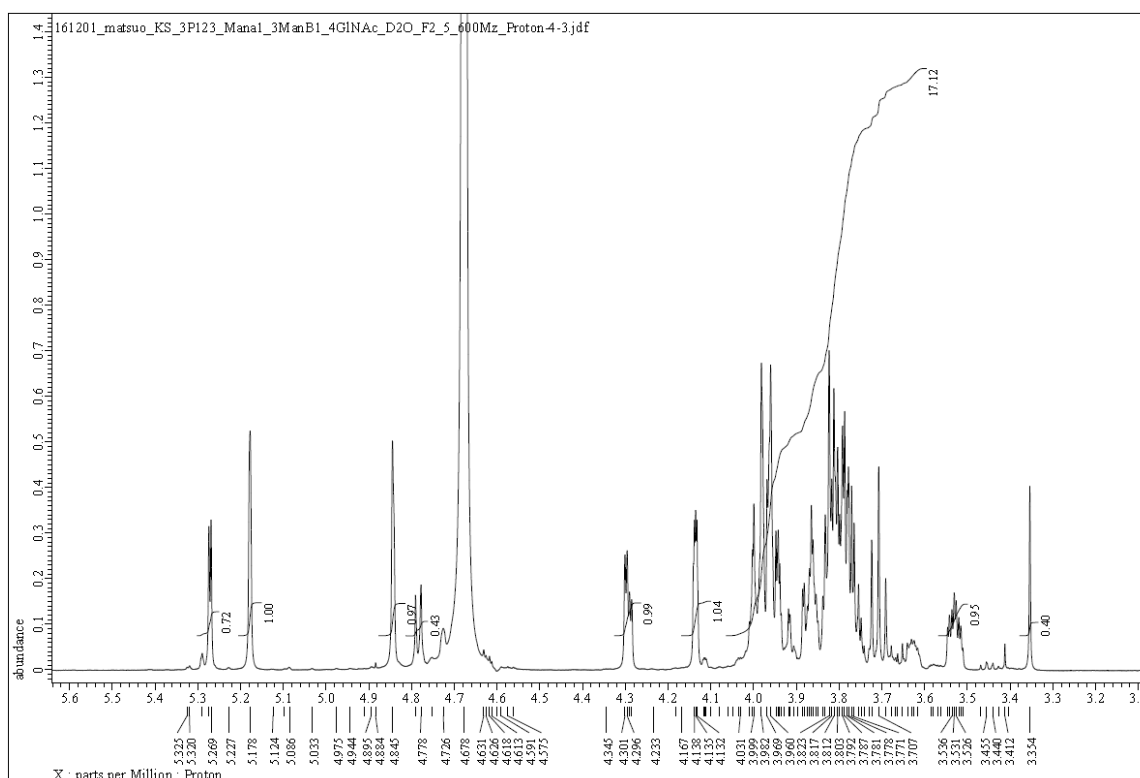

Supplementary Figure 20. ^1H NMR Spectrum of compound 10

# Supplementary material for: A bioactive mammalian disaccharide associated with autoimmunity activates STING-TBK1-dependent immune response
**Source:** Nat Commun. 2019 May 30;10:2377. doi: 10.1038/s41467-019-10319-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Bio-Rad CFX96 qPCR instrument

Data analysis

Prism 7

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data sets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size for each experiment is indicated in the figures or corresponding figure legends. The sample size of animal study was chosen based on previous experience in the lab.
Data exclusions	No data were excluded from the analysis.
Replication	All replicates reported in the manuscript are biological replicates.
Randomization	The age matched animals were randomized into control and drug-treated groups
Blinding	The researchers were blinded to allocation during analysis and outcome assessment. Animal experiments were performed in a blinded fashion when possible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies used in this study include anti-ubiquitin (rabbit, 1:1000 dilution, P4D1, Cell Signaling Technology), anti-Tubulin (mouse, 1:20,000 dilution, B-5-1-2, Sigma-Aldrich), anti-LC3 (rabbit, 1:1000 dilution, ab48394, Abcam), anti-STING (rabbit, 1:500 dilution, D2P2F, Cell Signaling), anti-GAPDH (rabbit, 1:1000 dilution, sc-25778, Santa Cruz), anti-Rab5 (rabbit, 1:1000 dilution, ab109534, Abcam), anti-HMGB1 and (rabbit, 1:2,000 dilution; ab18256; Abcam).
Validation	Antibodies are validated in previous published research in the lab.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	RAW264.7 cells were obtained from ATCC
Authentication	All cells were originally obtained from the ATCC cell repository
Mycoplasma contamination	All cell lines were tested for mycoplasma contamination by PCR genotyping
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	C57BL/6 mice
Wild animals	This study did not involve wild animals
Field-collected samples	The acquisition, care, housing, use, and disposition of animals in research were in compliance with applicable federal, state, and local, laws and regulations.

Ethics oversight

All mouse experiments were approved by ICUAC in UT Southwestern Medical Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

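RNA-seq of RAW264.7 mouse macrophages permeabilized with digitonin was re-examined in 4 libraries, 1 per condition: water, the water of a mock fOS extraction, 10 µM of the Manβ1-4GlcNAc disaccharide (ManGn) and 10 µM of the Trex1−/− fOS pool, each for 24 h. The authors computed FPKM values per gene with RSEM, as the sample records state, and deposited them as 1 table of 17655 genes with Entrez Gene IDs, symbols and transcript accessions. The version, aligner, annotation and genome build are not given in the sources used here, so no coordinates are printed. A second sheet holds the same FPKM values in another column order. The authors also deposited sheets of the ratio of FPKM between each ligand and its own control, which hold the 13122 and 13001 genes above 0 in both libraries, sheets of the genes with a ratio of at least 2 or at most 0.5, and sheets of chosen immune genes. Of 112 immune entries for ManGn in the authors' deposited table, 109 equal the quotient of the FPKM values, and of 50 for fOS all 50 do. The entry under Ifit1 for ManGn equals the quotient of Ifit2, while Ifit1 is listed at 0 with water.

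From the deposited FPKM, log2 ratios were computed as log2 of FPKM plus 0.1 in a ligand library over FPKM plus 0.1 in its control. Water was the control of ManGn and the mock extraction that of fOS, since the disaccharide was dissolved in water and the pool went through the extraction. Genes with FPKM of at least 1 in at least 1 of the 4 libraries were tested, and a gene was counted at a ratio of at least 2-fold with FPKM of at least 1 in 1 of the 2 libraries compared. The 2-fold threshold is that of the deposited sheets, as the paper's text names no threshold or test. With 1 library per condition there is no test, standard error or p-value, and counts of genes describe these libraries. Genes higher or lower than both controls were counted as well. The genes shared by the ligands were set against the number expected from independent lists within 20 bins of mean FPKM of the controls. The comparisons of ManGn with water and of fOS with the mock extraction share no library.

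Before the data were examined, 34 gene lists, the rule for naming genes and 11 alternative settings were fixed. The named genes are those of the Fig. 4a panel; the 12 highest and 12 lowest genes for each ligand with FPKM of at least 5 in 1 of the 2 libraries compared and the same 2-fold direction against the other control; the 10 highest genes shared by both ligands; and up to 4 members of each list with the largest log2 ratio. Predicted genes chosen by the rule were counted and not described. List members outside the rule are marked as named after their values were seen. Each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean FPKM in 20 bins. Genes with near-identical copies (H2-DMb1 and H2-DMb2, H2-Q genes, histone genes, Gvin1, predicted genes) are uncertain, since reads can be split between copies in ways the FPKM do not show.

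Depth was estimated from low FPKM values among 13488 genes with 1 transcript in the table and 1 length in GENCODE M21, used for lengths only. Short transcripts were left out of the fit, so the estimated reads of small RNA genes are uncertain. The number of reads was the value at which FPKM times length came closest to whole numbers. Tested on simulated libraries of 5000000 and 10000000 reads, the estimate was off by 0.0297% and 0.0238%, and at 20000000 reads by 2.47%. The simulated FPKM were made with the same transcript lengths that the estimate uses. These errors therefore leave out any difference between those lengths and the ones behind the authors' FPKM. At 5000000 and 10000000 reads 100% of the simulated values lay within 0.1 of a whole number of reads, a share the 4 libraries do not reach, so the error of their estimates can be larger. Estimates from 2 random sets of genes lay within 0.834% of those from all genes. Intervals on estimated reads are exact (Clopper-Pearson, 95%) and cover counting error only. Of 153 named genes, 124 have such an estimate. The comparison was tested on simulated data, with 10000000 reads per library over 7984 genes and 200 genes with FPKM of at least 2 made higher in the libraries standing for the ligands. Of 50 genes made 2-fold higher, which lie at the threshold, 48.0% were called, and of 50 made 3-fold higher 100% were called. Of 7784 unchanged genes 0.334% were called, and 0 of the 6076 with FPKM of at least 5. The simulated libraries differ at unchanged genes by counting error only, with no variation between cultures. These shares are therefore not the rate of false calls in the data, where 1781 of 11183 genes differ at least 2-fold between the 2 controls. A list of 20 genes made 2-fold higher had a median log2 ratio of 0.99, and 20 unchanged genes lay at percentile 70.3.

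The alternatives were a pseudocount of 1 or 0.01, no filter or FPKM of at least 5, log2 ratios centred on their median, scaling to the same upper quartile, the other control, the mean of both controls, thresholds of 1.5-fold and 4-fold, and the plain ratio of FPKM with no filter. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The qRT-PCR data of Fig. 4a and the pathway analysis were not repeated here.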

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

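The tests of the interferon-stimulated genes against extraction material and against a difference between single cultures were chosen only after the result was seen; the test of scaling was chosen before.

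The paper's text does not discuss the genes and lists of this paragraph, and their levels with a ligand, for a list by its median log2 ratio, are higher than in both controls. With ManGn, Il1rn was at FPKM 313, Npy at 15.1, Mmp12 at 14.4 and Pdpn at 7.24. With fOS, Pmepa1 was at FPKM 10.9, Il13ra2 at 13.9 and Rtp4 at 46.4. The median log2 ratio of 18 measured NRF2 target genes, which answer oxidative stress, was 1.05 with ManGn and 0.94 with fOS, 0.34 between the controls, 0.96 for ManGn over the mock extraction and 1.19 for fOS over water. The median of 10 measured osteoclast genes, among them the proton pump subunit Atp6v0d2 and the phosphatase Acp5, was 1.52 with ManGn, 0.73 for ManGn over the mock extraction and 0.48 between the controls, and 3 of the 10 were at least 2-fold higher than both controls.

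Interferon-stimulated genes were lower with ManGn than with fOS. Material that the extraction itself adds is argued against as the whole cause, since the list's median for the mock extraction over water was 0.24. Material carried over from the Trex1−/− cells would be missing from a mock extraction, so this comparison cannot decide on it. The scaling of the libraries is argued against too, since the median for ManGn over fOS stayed at -0.83 under the scaling that brought it nearest to 0. A difference between single cultures cannot be told apart from a difference between the ligands, because each has 1 library and 15 of the 63 genes differ at least 2-fold between the controls. A different response to the disaccharide and to the pool stays open as well, and was not tested.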

How the results depend on the processing

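All alternatives of this part were chosen before the data were examined, and no test of this part was chosen after the result was seen. Each alternative changed 1 choice, except the plain ratio, which has no pseudocount, no filter and only genes above 0 in both libraries.

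With the other control, 392 genes were higher and 388 lower with ManGn, and 1581 higher and 1597 lower with fOS; 123 were lower with both and 171 went opposite ways. The Pearson correlation was 0.045 and the Spearman correlation 0.063. The median of interferon-stimulated genes turned to -0.086 with ManGn and was 1.23 with fOS. With fOS the medians turned to 0.57 for CXCL genes and 0.76 for CCL genes, and were -0.42 for class I and -2.88 for class II genes, and with ManGn -0.65 for class II genes. With ManGn the medians of hypoxia, cholesterol and mitochondrial genes turned to 0.29, 0.29 and 0.052. Among named genes at least 2-fold apart from water with ManGn, the log2 ratio turned for Mir1905 (-0.016), Adm (2.20), Ankrd37 (0.73), Ccng2 (0.032), Il13ra2 (-0.066), Ikbke (-0.41), Chac1 (-2.43), P4ha2 (1.66), Cdkn1a (0.47), Actb (-0.14) and Msr1 (-0.37). Among those at least 2-fold apart from the mock extraction with fOS, it turned for Cxcl2 (0.68), Hist1h2ah (-1.12) and Irf4 (0.44). Smaller ratios turned as well, with ManGn those of Vegfa (0.72), Tm7sf2 (0.34), Ifi27l2a (0.31) and Tgfb1 (-0.18) among others. With the mean of both controls, 342 genes were higher and 450 lower with ManGn, 580 higher and 1123 lower with fOS, and 20 went opposite ways. The correlations were 0.55 and 0.62, and part of this excess may come from the shared controls. The medians were 0.11 and 1.06 for interferon-stimulated genes with ManGn and fOS, 1.49 for CCL genes with ManGn, and -0.25, -2.29 and -0.61 for class I, class II and T helper genes with fOS. Chac1 turned to -1.53 with ManGn and Hist1h2ah to -0.15 with fOS. For these results the cause was not tested.

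At 1.5-fold, 2326 genes were higher and 1965 lower with ManGn, 1054 and 1644 with fOS, and 2351 and 1671 between the controls. Past both controls were 507 and 485 with ManGn and 850 and 1158 with fOS; 587 were higher with both ligands, 737 lower and 201 opposite. At 4-fold these counts were 205 and 153, 100 and 183, 177 and 153, 64 and 24, 61 and 109, and 28, 33 and 35. A lower threshold counts more genes by its construction.

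With no filter on low values, 1288 genes were lower with ManGn, 599 higher and 1262 lower with fOS, and 1266 lower between the controls. Past both controls were 380 and 275 with ManGn and 389 and 813 with fOS; 203 were higher with both ligands, 390 lower and 174 opposite. The Spearman correlation was 0.37, and the medians with ManGn were 0.38 for interferon-stimulated, 0.42 for CXCL and 1.20 for CCL genes. With FPKM of at least 5, 524 genes were lower with ManGn, 170 higher and 401 lower with fOS, and 685 higher and 416 lower between the controls. Past both controls were 119 and 66 with ManGn and 141 and 272 with fOS; 79 were higher with both ligands, 139 lower and 10 opposite. The Pearson correlation was 0.46. The medians with ManGn were 0.30 for interferon-stimulated, 2.11 for CXCL, 2.68 for CCL, -0.52 for class I and -0.26 for T helper genes. With fOS the median was -0.63 for CXCL genes and turned to -0.030 for the chemokines of the Fig. 4a panel. These filters test more or fewer genes by construction; beyond that the cause was not tested.

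With the plain ratio, 1329 genes were lower with ManGn, 523 higher and 1367 lower with fOS, and 1309 lower between the controls. Past both controls were 317 and 364 with ManGn and 934 lower with fOS; 421 were lower with both ligands and 164 opposite. The medians were 0.38 for interferon-stimulated and 1.14 for CXCL genes with ManGn and -1.35 for class II genes with fOS. With a pseudocount of 1, 447 genes were lower with fOS, 471 between the controls, 160 with both ligands, and past both controls 77 with ManGn and 296 with fOS. The Pearson correlation was 0.45, and the medians were 0.37 for interferon-stimulated, 0.95 for CXCL and 1.37 for CCL genes with ManGn, and -1.57 and -0.79 for class II genes with ManGn and fOS. With a pseudocount of 0.01 the Pearson correlation was 0.19 and the class II median with fOS -1.34. For these results the cause was not tested.

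Under centring and upper-quartile scaling, the counts kept within 1.5 times and the list medians of the main gene lists kept their direction. Under each of these scalings, 48 medians of the other lists and 261 log2 ratios of named genes did not move and 7 of the latter did. Over all alternatives, of the other list medians 88 values moved, 4 reversed and 334 did not move; of 268 log2 ratios of named genes, 147 values moved, 16 reversed and 2176 did not move. A median is called reversed here if it lay outside the middle 95% of the random lists and its sign turned, and a log2 ratio if it was at least 2-fold and its sign turned. Counted without these limits, the sign turned in 36 values of the other list medians and in 45 values of the named genes, 17 and 31 of them with the other control. Of the main gene lists 5 values turned, 3 with the other control as given above and those of CCL genes with fOS, to 0.17 with the mean of both controls and to 0.053 with FPKM of at least 5. Depth limits what can be said of low genes: the FPKM of 0.13 of Ifnb1 with fOS stands for 1.02 estimated reads. No paired analysis was possible because each condition has 1 library.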

Differences from the paper's values

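All tests of this part were set before the data were examined, except the counts of genes with 1 ligand alone and the comparisons by gene and direction, which were chosen after the result was seen. The paper's text states no threshold for its gene counts. A count is taken to differ from the paper's where 1 of them is more than 1.5 times the other, so counts within that range can still be far apart.

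The paper gives 760 genes for both ligands, and 450 differ at least 2-fold here in either direction. Of the alternatives set before the data were examined, no filter on low values (767) and the plain ratio (760, the paper's number) come within 1.5 times, while pseudocounts of 1 and 0.01, FPKM of at least 5, centring, upper-quartile scaling, the other control, the mean of both controls, and the 1.5-fold and 4-fold thresholds do not. The paper's 2044 for ManGn and 1131 for fOS stand beside 1880 and 1016 here in either direction, which include the 450 shared genes. The authors' deposited table holds 2044 genes for ManGn without the shared ones and 1130 for fOS. Counted that way, 1430 genes differ here with ManGn alone against the paper's 2044, which is within 1.5 times, and 566 with fOS alone against the paper's 1131, which is not. For fOS alone, no filter (1094), the mean of both controls (1240), the 1.5-fold threshold (1173) and the plain ratio (1130) come within 1.5 times and the other 7 alternatives set before the data were examined do not. For ManGn alone the plain ratio gives 2044, the paper's number.

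Counting higher genes only, as the legend of Supplementary Fig. 6A words it, the paper's 2044 for ManGn stands against 1056, its 1131 for fOS against 299 and its 760 for both against 130. These are unlike sets: the 1056 and 299 include the shared genes. The authors' deposited table reaches 2044 for ManGn and 1130 for fOS only without the shared genes and with both directions counted. A setting that comes near the paper's number here therefore need not count the same genes. For ManGn, no filter (1492), the 1.5-fold threshold (2326) and the plain ratio (1475) come within 1.5 times of the paper's number and the other 8 alternatives do not. For fOS, the other control (1581) and the 1.5-fold threshold (1054) come within it and the other 9 do not. For both ligands, the 1.5-fold threshold (587) comes within it and the other 10 do not.

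The paper names T helper differentiation and antigen presentation as pathways of the shared genes, which the legends of Supplementary Fig. 6 call upregulated or induced. Of the class II list, which also holds Cd40, 9 of 9 genes under both ligands in the authors' deposited table are lower with both. Of the T helper genes there, 9 of 11 are. The 2 lists overlap: 7 of these 9 T helper genes, Cd40 among them, are in the class II list, and the others are Il10ra and Icosl. With higher values with both ligands are Tnf (2.88 and 1.38), Cxcl10 (2.44 and 1.80) and Cxcl14 (2.11 and 2.95).

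The Fig. 4a heat map, a qRT-PCR panel from other samples, was read by eye for direction. It shows Ccl3, Ccl4 and Cxcl2 higher with fOS, where the log2 ratios here are -0.066, 0.0052 and -1.04 (Cxcl2 0.68 with the other control), and Cxcl14 lower with fOS, where it is 2.95 (1.02 with the other control) on 1.98 estimated reads with the mock extraction. With ManGn the values that go the same way as the panel are those of Ccl2 (4.46), Ccl3 (2.21), Ccl4 (3.15), Cxcl2 (4.88), Cxcl10, Cxcl14 and Tnf, and with fOS those of Ccl2 (3.01), Ccl5 (4.16), Cxcl10 and Tnf. Among the panel's 10 inflammatory genes, 4 were measured here. With ManGn 1 of these was at least 2-fold higher and 1 lower (median -0.12), and with fOS 1 was higher and 2 lower (median -0.62). Of the panel's 7 interferon-stimulated genes, which the paper describes as stimulated by both ligands, 6 had log2 ratios above 0 with ManGn (median 1.15) and 7 with fOS (median 0.88). With FPKM of at least 1 in 1 of the 2 libraries compared, 2 were at least 2-fold higher with ManGn and 3 with fOS. Ifit1 and Rsad2, under FPKM 1 with ManGn and with water, enter the ManGn median and not this count. Over the mock extraction the median with ManGn was 0.31.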

Other observations

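The tests of depth, of the letters A and B, of the mock extraction, of the water control and of near-identical copies and of a culture difference in class II genes were chosen only after the result was seen; the test of counting noise was chosen before.

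About as many genes differ at least 2-fold between the 2 controls (1781) as between ManGn and water (1880). Counting noise is argued against as the whole cause, since 56.5% of the genes that differ between the controls and have a known length hold at least 50 estimated reads in both. A difference in depth is argued against by a ratio of 1.06 between the deepest and the shallowest library. Batches marked by the letters A and B cannot be told apart from the other differences between the controls, because each letter has 1 control and 1 ligand library and the ligands go opposite ways: ManGn differs at 2.41 times as many genes from the control of its own letter as from the other, and fOS at 0.320 times as many. The mock extraction and a difference between cultures cannot be told apart, because each control has 1 library; hypoxia and glycolysis genes had a median log2 ratio of -0.84 for the mock extraction over water.

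Class II genes are lower with both ligands than with their own controls. A high level in the water control is argued against as the whole cause, since the median for ManGn over the mock extraction was -0.65. Over water it was -1.96, so the size of the difference with ManGn depends on the control. Without the near-identical copies H2-DMb1 and H2-DMb2, the other 11 genes had a median of -1.09 with fOS, the ligand nearer 0. At least 2-fold lower were 8 of the 11 with ManGn and 6 with fOS. With 10 of the 13 genes lower with ManGn and 8 with fOS, leaving out 2 could not bring the median near 0. This test therefore cannot decide whether reads shared between the copies are a cause. The test chosen before, which summed the pair, has the same limit and is not used. A difference between cultures that needs no ligand cannot be told apart from an effect of the ligands, because with 1 library each the median between the controls was itself -1.18. An effect of the ligands stays open and was not tested.

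Other values belong to no claim of the paper. Hypoxia and glycolysis genes had medians of -0.51 with ManGn, -0.95 with fOS and 0.29 for ManGn over the mock extraction, and Vegfa, a vessel growth factor, stood at -0.51 with ManGn, which turned to 0.72 over the mock extraction, and at -3.26 with fOS. Ribosomal protein genes had medians of -0.86 with ManGn, -0.38 with fOS and -0.50 between the controls. Immediate-early genes had medians of 0.65 with ManGn and -0.27 with fOS, which turned to 0.12 for fOS over water, and genes of the unfolded protein response 0.26 and -0.20. The 26 measured components of the STING-TBK1 pathway had medians of 0.14 with ManGn, which turned to -0.19 over the mock extraction, and 0.10 with fOS. The 43 genes of glycan synthesis and turnover had medians of -0.12 with ManGn, which turned to 0.087 over the mock extraction, and -0.065 with fOS. Actb stood at 1.37 with ManGn, and at -0.14 with the other control.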
